# A Systems Biology Approach To Disentangle the Direct and Indirect Effects of Global Transcription Factors on Gene Expression in Escherichia coli

**DOI:** 10.1128/spectrum.02101-22

**Published:** 2023-02-07

**Authors:** Mahesh S. Iyer, Ankita Pal, K. V. Venkatesh

**Keywords:** global transcriptional factors, transcriptional regulatory network, regulatory cross talk, TF-TF epistatic interactions, metabolite-TF interaction, pleiotropy

## Abstract

Delineating the pleiotropic effects of global transcriptional factors (TFs) is critical for understanding the system-wide regulatory response in a particular environment. Currently, with the availability of genome-wide TF binding and gene expression data for Escherichia coli, several gene targets can be assigned to the global TFs, albeit inconsistently. Here, using a systematic integrated approach with emphasis on metabolism, we characterized and quantified the direct effects as well as the growth rate-mediated indirect effects of global TFs using deletion mutants of FNR, ArcA, and IHF regulators (focal TFs) under glucose fermentative conditions. This categorization enabled us to disentangle the dense connections seen within the transcriptional regulatory network (TRN) and determine the exact nature of focal TF-driven epistatic interactions with other global and pathway-specific local regulators (iTFs). We extended our analysis to combinatorial deletions of these focal TFs to determine their cross talk effects as well as conserved patterns of regulatory interactions. Moreover, we predicted with high confidence several novel metabolite-iTF interactions using inferred iTF activity changes arising from the allosteric effects of the intracellular metabolites perturbed as a result of the absence of focal TFs. Further, using compendium level computational analyses, we revealed not only the coexpressed genes regulated by these focal TFs but also the coordination of the direct and indirect target expression in the context of the economy of intracellular metabolites. Overall, this study leverages the fundamentals of TF-driven regulation, which could serve as a better template for deciphering mechanisms underlying complex phenotypes.

**IMPORTANCE** Understanding the pleiotropic effects of global TFs on gene expression and their relevance underlying a specific response in a particular environment has been challenging. Here, we distinguish the TF-driven direct effects and growth rate-mediated indirect effects on gene expression using single- and double-deletion mutants of FNR, ArcA, and IHF regulators under anaerobic glucose fermentation. Such dissection assists us in unraveling the precise nature of interactions existing between the focal TF(s) and several other TFs, including those altered by allosteric effects of intracellular metabolites. We were able to recapitulate the previously known metabolite-TF interactions and predict novel interactions with high confidence. Furthermore, we determined that the direct and indirect gene expression have a strong connection with each other when analyzed using the coexpressed- or coregulated-gene approach. Deciphering such regulatory patterns explicitly from the metabolism point of view would be valuable in understanding other unpredicted complex regulation existing in nature.

## INTRODUCTION

Global transcriptional factors (TFs) are the cornerstone in formulating an appropriate response to any environmental cue (1–4). While the importance of global TFs is well appreciated, the true direct targets and indirect effects on gene expression together with their role in particular environment remain unclear. The direct targets represent genes whose promoters have TF binding sites and respond consecutively to that specific TF gene expression or activity under a particular condition. In contrast, the indirect targets are genes whose expression is not directly influenced by the specific TF but which respond to the changes in TF in an unknown manner. Seminal studies have shown that these genome-wide indirect effects are primarily mediated by alterations in growth rates or the physiological state of the organism that encompass regulation by RNA polymerase-associated sigma factors, ribosomes, and intracellular metabolites as well as by other interacting global or local TFs (5–12). In addition, previous studies have revealed the extent of TF and growth rate-dependent effects on gene expression and metabolic pathways during exponential growth as well as in the event of adaptive evolution (5, 8). Therefore, to deepen our understanding of regulation prevalent within a transcriptional regulatory network (TRN), it is fundamental to investigate these indirect or growth rate-mediated genes in conjunction with the known functions of the direct targets of the interrogated global TF for a particular environment.

The global TFs which regulate a wide array of genes are known to work in concert with local or pathway-specific TFs that regulate fewer genes, albeit in a less characterized fashion. In Escherichia coli, it is estimated that around 51% of the gene expression changes are modulated by the global TFs (CRP, FNR, ArcA, IHF, HNS, Fis, and Lrp), while the remaining 49% are driven by their interaction with other pathway-specific local TFs (3, 13). As gene expression can be controlled by more than two regulators, it becomes crucial to determine the mode of interaction between the global TFs and other interacting TFs within the TRN. These interactions could quite often represent epistatic interactions rather than direct protein-protein interactions. Deciphering whether such epistatic interactions in the TRN are due to changes in gene expression of their interacting TFs or metabolite-driven changes in their TF activities remains fundamental.

In a canonical sense, the transcript levels majorly dictate the abundance of enzymes followed by changes in metabolic flux and metabolite levels (14–17). *In vivo* studies concerning the allosteric effects of metabolites on TFs are now gaining importance, as they further enhance our understanding of metabolism (15, 18). Identifying such metabolite-TF interactions during batch exponential growth based on steady-state physiological concentrations of the intracellular metabolites and activities of the TFs has been difficult. However, even a simple correlation analysis of the metabolite concentrations with the inferred TF activities based on gene expression data will provide insights into the plausible metabolite-TF interactions, which can then be verified experimentally. Apart from the metabolite-TF interactions, other modes of growth rate-dependent regulation can control the expression of the indirect gene targets. Further, questions concerning the expression of specific sets of indirect genes and their connection with direct targets remain unanswered. Therefore, deconvoluting the complexity of gene expression in terms of coexpression as well as identifying the clusters of directly coregulated genes becomes imperative (19). Given the availability of enormous gene expression data sets for E. coli K-12 under various nutritional or stress conditions (20), it would be a valuable resource to derive the conserved coexpressed genes. However, the analysis of coexpressed genes in the context of maintaining the demand-and-supply equilibrium of intracellular metabolites remains largely unexplored.

Here, we sought to investigate the complex layers of regulation driven by the global TFs using single and combinatorial knockouts of FNR, ArcA, and IHF regulators under glucose-fermentative conditions. FNR and ArcA are best studied for their roles during anaerobiosis and energy metabolism (21–26). Similarly, IHF was been well characterized for its functions as a nucleoid protein as well as its role in central carbon metabolism (26–28). In this study, we examined these global regulators with a focus on direct and indirect targets, epistatic interactions with other TFs, and their preferences for specific metabolic genes in order to formulate an appropriate response. To this end, we utilized an integrated framework that disentangled the pleiotropic regulatory responses for a particular environment (Fig. 1). First, we determined the gene expression profiles and metabolite levels in the strains lacking these global TFs, followed by extensive computational analyses. We delineated the direct and indirect target genes and inferred the regulator activities using network component analysis (NCA) (29) and the corresponding metabolite-TF interactions, which together gave us insights into the regulator-driven epistatic interactions within the TRN. Moreover, we elucidated the coordination between the direct and indirectly coregulated genes by employing weighted gene coexpression network analysis (WGCNA) (30–32) on E. coli K-12 compendium gene expression data. Furthermore, we elucidated the cross talk between these global TFs using their combinatorial deletions to decipher whether they exhibit additive or nonadditive effects on the genes that they regulate. Overall, our study can serve as a template for understanding systems-level regulatory events and may even be applicable for deciphering the mechanistic strategies developed during pathogenesis, gut microbiome interactions, and cancer metabolism.

**FIG 1:**
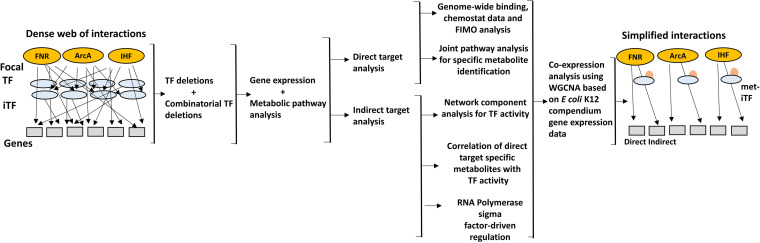
Overview of the integrated workflow to dissect the complex regulation of gene expression within the TRN. Analyses were carried out for the global regulators FNR, ArcA, and IHF by employing single or combinatorial gene deletions under anaerobic glucose-fermentative conditions. Yellow ovals represent global TFs, blue ovals represent other TFs (global or local), orange ovals represent metabolites, gray boxes represent direct and indirect metabolic gene targets, and arrows represent regulation (positive or negative).

## RESULTS

### Cross talk and nature of interaction within FNR, ArcA, and IHF regulatory networks.

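The labels of the sequenced strains were checked on the deleted genes, from the raw read counts that the authors deposited for 2 biological replicates of each strain. *fnr* (positions 1398774 to 1399526 of the MG1655 chromosome, reverse strand) had 2035 and 2931 reads in the WT replicates and 0 reads in each FA and each FI replicate. Set against a floor of 3 reads, *fnr* was at least 739-fold lower in FA and at least 979-fold lower in FI than in the WT. *arcA* (positions 4639590 to 4640306, reverse strand) had 3214 and 4177 reads in the WT, 1 and 5 reads in FA, and 0 and 2 reads in AI, which places AI at least 921-fold below the WT. In FA, where 1 replicate lies above the floor, the log2 fold change of *arcA* was -10.61 (standard error 0.60, adjusted p = 0.000914, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ihfA* (positions 1795253 to 1795552, reverse strand) had 3594 and 6290 reads in the WT, 0 reads in each FI replicate, and 1 and 0 reads in AI. It was at least 1899-fold lower in FI and at least 1184-fold lower in AI. *ihfB* (positions 963828 to 964112, forward strand) had 1409 and 2986 reads in the WT, 0 reads in each FI replicate, and 0 and 1 reads in AI, at least 824-fold lower in FI and at least 514-fold lower in AI. The regulator genes left in place stayed expressed. *fnr* had 1608 and 951 reads in AI, *arcA* had 9082 and 8871 reads in FI, and *ihfA* had 2052 and 3997 reads in FA. In AI, *fnr* was lower than in the WT, with a log2 fold change of -1.04 (standard error 0.18, adjusted p = 0.0137 from the same test). The changes of *arcA* in FI (log2 fold change 0.81, adjusted p = 0.154) and of *ihfA* in FA (log2 fold change -1.05, adjusted p = 0.152) were not past the threshold.

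**Figure D1:**
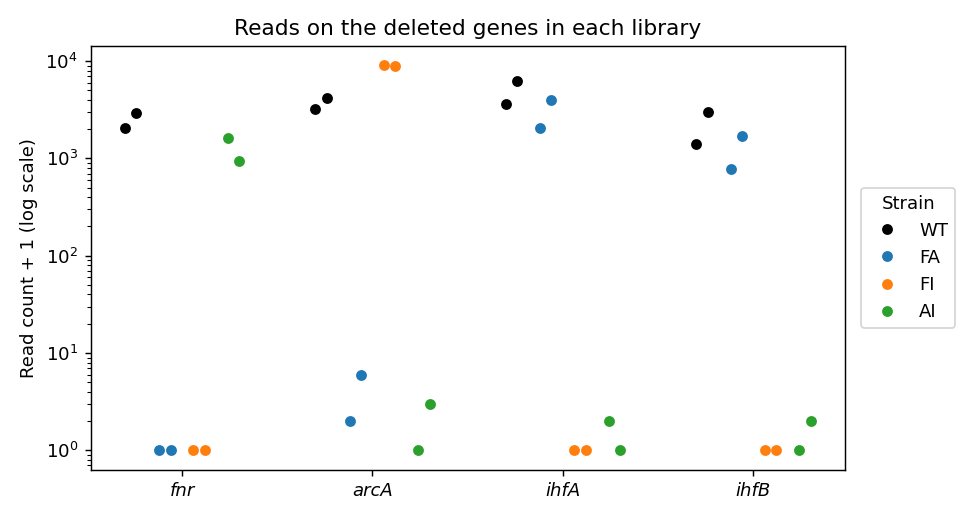
Raw reads plus 1 (log scale) on *fnr*, *arcA*, *ihfA* and *ihfB* in each of the 8 libraries, with 1 point per replicate and 1 color per strain. The points of a deleted gene lie at 0 to 5 reads, and those of the same gene in strains that keep it lie at 785 reads or above.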

We constructed three double mutants, FA (Δ*fnr* Δ*arcA*), FI (Δ*fnr* Δ*ihf*), and AI (Δ*arcA Δihf*), by deleting *arcA*, *fnr*, and *ihf* (both *ihfA* and *ihfB*) genes in combination, using homologous recombination (33). We monitored the gene expression profiles for the double mutants compared to the wild type (WT) in the mid-exponential phase under glucose-fermentative conditions. 

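RNA from exponentially growing anaerobic cultures on glucose was depleted of rRNA and sequenced as strand-specific paired-end libraries. The data are the 8 libraries of this batch experiment, 2 biological replicates each of the WT, FA, FI and AI. The single-mutant and chemostat libraries were not analysed here. According to the paper, the authors trimmed the reads with Cutadapt, mapped them with BWA to the MG1655 genome and counted them per gene with featureCounts. They deposited the raw counts of 4466 genes, without normalization. The total count was 3497990 and 5622168 in the WT replicates, 3919511 and 5939316 in FA, 4433232 and 4897683 in FI, and 5789143 and 3031123 in AI. The 10 most abundant genes took between 15.3% of the counts (FI replicate 2) and 31.8% (FA replicate 1), so the scaling of the libraries matters. The TMM factor was highest in FI replicate 2, at 1.38, and lowest in WT replicate 1, at 0.853. Each mutant was compared with the WT on its own by edgeR's quasi-likelihood test after TMM normalization, with the thresholds of the paper (adjusted p below 0.05 and a log2 fold change of at least 1 either way). Genes with fewer than 10 reads over the 4 libraries of a comparison were left out, which kept 4335 genes for FA, 4361 for FI and 4267 for AI. The 3 RNA genes in the file were also left out. The replicates of each strain differed by far more than the sampling noise. The chi-square statistic per gene was 64.4 between the WT replicates, 231 for FA, 50.7 for FI and 8.67 for AI, and 442, 907, 929 and 165 genes, respectively, lay at least 2-fold apart between replicates. The biological coefficient of variation was 35.0% for FA against the WT, 33.1% for FI and 21.6% for AI. In counts simulated from these libraries, 200 genes above a minimum mean expression were changed 3-fold. The test recovered 39.5% of the changed genes for FA, 70% for FI and 90.5% for AI. Of its calls, 4.82%, 11.4% and 8.59% were genes that had not been changed. Recovery of genes below that minimum was not simulated. With 2 replicates per strain, leaving out 1 library leaves a strain without a replicate. Only fold changes were taken from those fits, and no calls were made.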

The gene expression data for the FA mutant were found to be consistent with a previous study (34) (see Data Set S1 in the supplemental material). However, gene expression in the mutants FI and AI had not previously been characterized. 

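The comparison sheet of Data Set S1 gives a direction in the earlier study for 130 of the genes that the paper calls in FA and that were tested here, 94 higher and 36 lower. In the counts analysed here, 122 of the 130 genes (93.8%) had a log2 fold change of the same sign in FA, 88 of the 94 higher genes and 34 of the 36 lower genes. The count was also 122 with RLE size factors and with library size only. Since the paper chose these genes on the same FA and WT libraries, the share is not independent evidence, and genes are not replicates. Among them, 79 passed both thresholds here, and 75 of these had the same sign. The remaining 4 DEGs went the other way. *nrdH* (log2 fold change -4.87), *nrdI* (-4.37) and *yncE* (-4.15) were lower in FA and higher in the earlier study, while *yjjY* (3.80), which lies beside the deleted *arcA*, was higher in FA and lower in the earlier study. Their adjusted p ranged from 0.00338 (*nrdI*) to 0.0121 (*yjjY*) in edgeR's quasi-likelihood test.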

The gene expression data for the single mutants were obtained from our previous study (26). We investigated the mode of interaction between each of the regulators in the double mutant—specifically, whether the expression patterns could be explained by either of the deleted TFs or by combined pleiotropic effects of both the regulators, defined here as cross talk. Preliminary analysis was performed for both the double and single mutants using the total number of differentially expressed genes (DEGs) (*P* < 0.05, Benjamini-Hochberg [BH] adjusted, log_2_ fold change ≥ |1|). 

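By the quasi-likelihood test, 141 genes were differentially expressed in FA, 78 upregulated and 63 downregulated. In FI the number was 406, with 189 upregulated and 217 downregulated, and in AI it was 872, with 466 upregulated and 406 downregulated. Before the adjustment, 633, 1126 and 1787 genes had a p below 0.05. Among the tests, scalings and filters tried with the dispersion estimated from the counts, DESeq2 moved the number most in FA, to 327, and gave 524 in FI and 868 in AI. A test against a fold change of 2 moved it most in FI and AI, to 116 and 338, and gave 68 in FA. edgeR's exact test gave 306, 575 and 1035 DEGs. The order of the mutants was the same under each of these 3 tests. Among the genes outside the deleted ones, the largest rises were those of *glcD* in FA (log2 fold change 7.24, standard error 0.48, adjusted p = 0.00107), *sodB* in FI (4.65, standard error 0.33, adjusted p = 0.00147) and *acs* in AI (6.44, standard error 0.20, adjusted p = 0.000714). The largest falls were those of *grcA* in FA (-8.70, standard error 0.46, adjusted p = 0.000914), *fimA* in FI (-8.12, standard error 0.60, adjusted p = 0.00147) and *hdeB* in AI (-10.70, standard error 0.48, adjusted p = 0.000993). These are the largest among genes whose mutant replicates both lay beyond both WT replicates. *grcA* fell in all 3 mutants, with a log2 fold change of -7.98 in FI and -2.48 in AI.

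**Figure D2:**
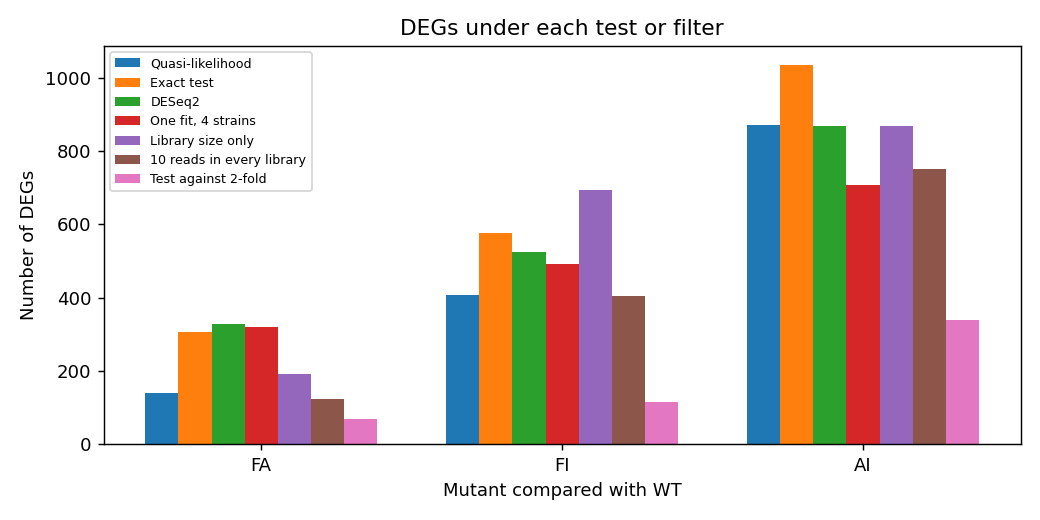
Number of DEGs in FA, FI and AI compared with the WT under 7 tests, scalings or filters, with 1 bar per setting. AI has the most DEGs and FA the fewest in each of these settings, from 68 in FA under the test against a 2-fold change to 1035 in AI under the exact test.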

We observed ~250, ~510, and ~1,250 DEGs in FA, FI, and AI, respectively, compared to the WT. In FA and FI, the number of DEGs was lower than in their single mutants combined (Fig. 2A). This was in contrast to AI, wherein the number of DEGs was greater than the sum of the DEGs in its single mutants. This indicated a greater extent of cross talk between ArcA and IHF regulators than in combinations involving FNR.

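The number of DEGs depends on the spread between replicates as well as on the size of the changes, and this spread was smallest in the comparison of AI. Without any test, 501 genes rose and 303 fell at least 2-fold in FA, 659 rose and 390 fell in FI, and 591 rose and 631 fell in AI. With at least 10 reads in every library instead, 330 genes rose and 244 fell in FA, 364 and 354 in FI, and 467 and 403 in AI. The excess of rises in FI was thus small among genes with more reads. With the first filter, the numbers also depend on the scaling. Scaled by library size only, 646 genes rose and 215 fell in FA, 1387 rose and 213 fell in FI, and 679 rose and 525 fell in AI, so that FI had the most. With 1 dispersion imposed on the 3 comparisons in the exact test, an alternative chosen after seeing the data, the numbers were 310 in FA, 365 in FI and 591 in AI at the dispersion of FA, and 671, 860 and 1038 at the dispersion of AI. Without TMM, by library size only, they were 354, 580 and 607 at the dispersion of FA and 725, 1461 and 1049 at that of AI. From a number of DEGs in AI above the sum of those in its single mutants (Fig. 2A), the paper reasons that the cross talk between ArcA and IHF was greater than in the combinations with FNR. The single-mutant side of this sum was not analysed here. The paper also draws on the genes that it could assign to neither deletion, and on the metabolite-TF interactions in AI. These were not analysed here either.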

**FIG 2:**
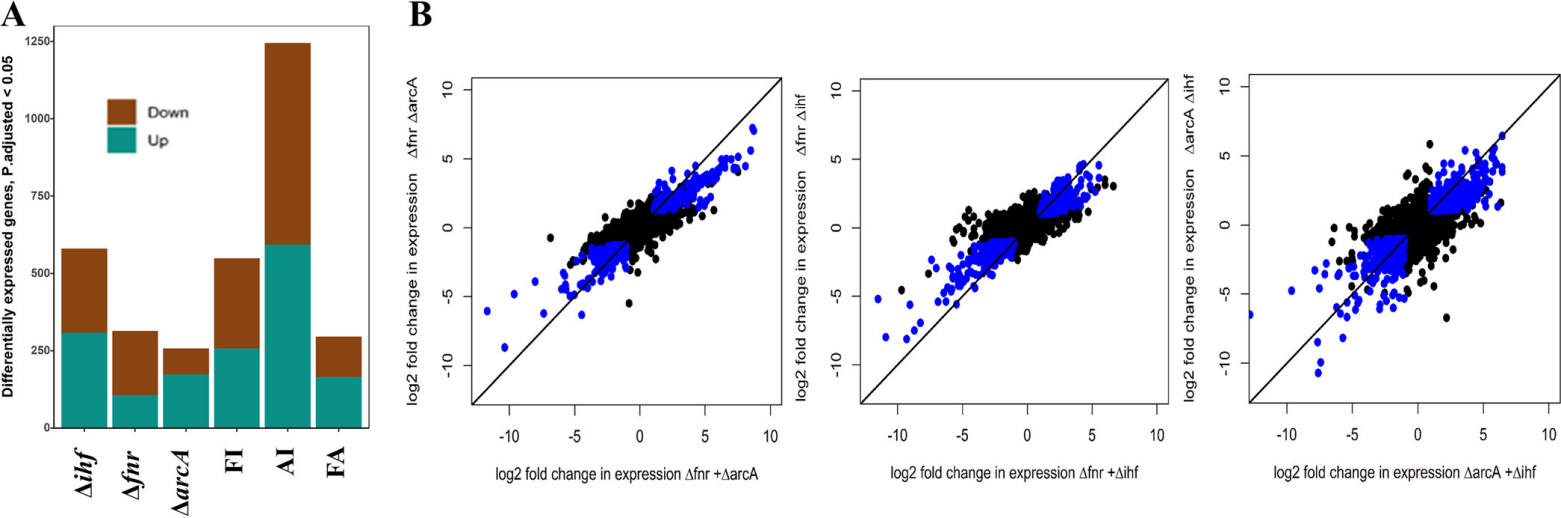
Transcriptome comparison of the regulator mutants compared to the WT. (A) Bar plot showing the numbers of upregulated and downregulated DEGs in the single and double mutants compared to the WT. (B) Scatterplot depicting the mode of interaction in FNR, ArcA, and IHF regulators using log_2_ fold changes in the double mutant compared to the sum of log_2_ fold changes in the single mutants. The blue dots represent DEGs in double mutants (≥2-fold) and genes having a change of ≥2-fold by summing the log_2_ fold changes in each of its single mutants. The black dots represent either non-DEGs or genes that do not satisfy the above criteria.

To understand the exact nature of this cross talk as well as to gain quantitative insights, we first assessed whether the DEGs in the single mutants reproduced their gene expression patterns in the double mutants. We found that the genes whose expression was significantly downregulated or upregulated (DEGs) in the single mutants were also downregulated or upregulated in the double mutant (log_2_ fold change < 0 or > 0) (Fig. S1 and S2). 

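The single-mutant directions were taken from the sheets of Data Set S1 that were read in full here, the direct and indirect targets of IHF and the direct targets of FNR, which are part of the single-mutant DEGs. Of the 44 genes lower in the *fnr* mutant, 41 (93.2%) had a negative log2 fold change in FA and 35 (79.5%) in FI. Of the 37 genes higher in the *fnr* mutant, 35 (94.6%) had a positive log2 fold change in FA and 29 (78.4%) in FI. Of the 133 genes lower in the *ihf* mutant, 123 (92.5%) were lower in FI and 124 (93.2%) in AI, and of the 174 higher genes, 171 (98.3%) were higher in FI and 169 (97.1%) in AI. Among 10000 random lists of the same size matched on mean expression, none reached these shares for 7 of the 8 comparisons, and 7 of the 10000 did so for the genes higher in the *fnr* mutant in FI. That share also depended most on the scaling and on single libraries. It was 91.9% with library size only and 67.6% without FI replicate 2. The random lists describe these libraries, since genes are not independent replicates.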

Next, we plotted the genes which were differentially expressed in the double mutant but showed a >2-fold change in gene expression in both single knockouts added together (Fig. 2B). The results indicated that either of the single mutants could explain the observed changes in the double mutants, which provided direct evidence of widespread additive effects between the regulators. We quantified the effects of each of the regulator deletions in the double mutants and performed a two-proportion Z-test with Yates’ continuity correction for assessing significance (*P* < 0.01) (Data Set S1). In the DEGs of the double mutants, upregulated or downregulated gene expression changes could be attributed to specific regulator effects rather than a collective effect. In addition, the genes which could not be assigned (~20 to 38%) to either regulator deletion effect were significant in the case of AI followed by FA and FI mutants, depicting the extent of cross talk. Among DEGs of the double mutants, we observed only ~11 to 20% overlapping genes of both the single mutants with a >2-fold change in gene expression. Overall, these data indicated that in the double mutants, each of the regulators showed independent but additive cross talk effects due to their deletion.

### Regulatory effects on key metabolic pathways.

In our previous work, we demonstrated the system-wide effects of the transcriptional regulators FNR, ArcA, and IHF on key metabolic pathways (26). To decipher whether those metabolic pathways were perturbed in the double mutants as well, we carried out a KEGG pathway enrichment analysis (Proteomaps-based gene classification [35]) on DEGs obtained in double mutants with statistical significance analysis. We found that 69% and 74% of downregulated and upregulated DEGs, respectively, were enriched for metabolic pathways in FA compared to the WT (Data Set S1). In these KEGG pathway-enriched (KPE) upregulated DEGs, we observed significant enrichment of amino acid metabolism related to arginine degradation, which generates internal ammonia, costly tricarboxylic acid (TCA) cycle genes that are unnecessary during anaerobic fermentation, and unneeded lipid and steroid degradation genes (Fig. 3A). Additionally, in KPE-downregulated DEGs, we observed significant enrichment of amino acid metabolism and transport-related genes (Fig. 3B). 

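The lists of pathway genes were written down before the counts were seen, and each was tested against all other genes with camera at an inter-gene correlation of 0.01, adjusted over 117 tests (39 lists in 3 mutants). camera called 79 of the 117 tests. The rotation test fry called 32, of which 31 were also called by camera. With the correlation estimated from these few libraries, camera called 0 of the 117, and 18 had an unadjusted p below 0.05. In FA, the 5 arginine degradation genes *astA* to *astE* were all upregulated DEGs, with a median log2 fold change of 3.83 (range 3.20 to 4.97, camera adjusted p = 1.35e-13, fry adjusted p = 0.125). The strongest of them, *astC* (positions 1830762 to 1831982), had 7.02 ± 0.980 CPM in the WT and 223 ± 142 CPM in FA (mean ± SD, n = 2), a log2 fold change of 4.97 (standard error 0.60, adjusted p = 0.00746, quasi-likelihood test). The 16 TCA cycle genes had a median log2 fold change of 2.67 in FA (camera adjusted p = 4.48e-26, fry adjusted p = 0.0497), and 11 were upregulated DEGs. *sucA* (positions 758706 to 761507) rose from 240 ± 27.6 to 2644 ± 104 CPM, a log2 fold change of 3.42 (standard error 0.33, adjusted p = 0.00372). *fumB* was the single TCA cycle gene that was lower (log2 fold change -0.76), and it was not a DEG. All 8 fatty acid degradation genes were upregulated DEGs, with a median log2 fold change of 3.70 (camera adjusted p = 2.77e-26, fry adjusted p = 0.0497). Of these, *fadB* (positions 4028782 to 4030971) rose from 15.1 ± 7.10 to 540 ± 108 CPM. Without FA replicate 2, the median of the arginine degradation genes was 2.99, and without WT replicate 1 it was 4.45. The medians of the TCA cycle and fatty acid lists moved by less, to between 2.37 and 3.02 and between 3.31 and 4.07.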

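The 35 transport genes read from Fig. 3B had a median log2 fold change of -2.05 in FA. All 35 were lower than in the WT, 18 of them as DEGs (camera adjusted p = 1.35e-44, fry adjusted p = 0.0288). This list was chosen by the paper on the same libraries. Other lists were defined by function instead. The 3 ferrous iron uptake genes fell by a median of 4.46 on the log2 scale (camera adjusted p = 1.33e-17, fry adjusted p = 0.0252), all of them DEGs. The 5 nickel uptake genes fell by a median of 2.74 (camera adjusted p = 2.5e-08, fry adjusted p = 0.0155), 3 of them as DEGs.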

The amino acid metabolism genes were related to arginine and asparagine biosynthesis, whereas the transporters were related to alternate carbon sources. 

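The 11 arginine biosynthesis genes had a median log2 fold change of -2.42 in FA (camera adjusted p = 1.22e-08, fry adjusted p = 0.297). Of these genes, 10 were lower than in the WT, and *argF* alone was a DEG (log2 fold change -3.39). Its reads could have been split with those of its paralog *argI* in the authors' counting (log2 fold change -3.30, adjusted p = 0.0555, quasi-likelihood test). The WT replicates differed widely over these genes, as for *argI* with 220 ± 198 CPM (mean ± SD, n = 2). The median was -1.40 without WT replicate 2 and -3.01 without WT replicate 1. Both asparagine synthetase genes were downregulated DEGs. *asnA* (positions 3927155 to 3928147) fell from 686 ± 365 CPM in the WT to 22.5 ± 6.03 CPM in FA, a log2 fold change of -4.95 (standard error 0.55, adjusted p = 0.00591). *asnB* (positions 697513 to 699177) fell from 449 ± 115 to 111 ± 4.08 CPM, a log2 fold change of -2.06 (standard error 0.36, adjusted p = 0.0295). As a list of 2 genes they had a camera adjusted p of 1.34e-06 and a fry adjusted p of 0.0774. The lists defined by function do not cover every transporter in Fig. 3B. Uptake of an alternate carbon source, maltose, went the other way, with 9 of 9 genes higher in FA (median log2 fold change 2.56, camera adjusted p = 1.01e-15, fry adjusted p = 0.076), 5 of them as DEGs.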

Among the DEGs in FI, with respect to the WT, 57% and 58% of downregulated and upregulated DEGs, respectively, showed enrichment for metabolic pathways (Data Set S1). 

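Among the transport genes listed by function, the 6 genes of high-affinity branched-chain amino acid uptake were higher in FI than in the WT, with a median log2 fold change of 1.15 (camera adjusted p = 0.00404, fry adjusted p = 0.11), and 4 of them were upregulated DEGs. The 17 genes of cysteine biosynthesis and sulfur uptake were all higher, with a median of 1.96 (camera adjusted p = 3.54e-07, fry adjusted p = 0.162), 2 of them as DEGs. The median of this list rested on the WT replicate used, at 3.30 without WT replicate 2 and 1.33 without WT replicate 1. Transport genes also fell in FI, among them lists defined by function. The 3 ferrous iron uptake genes were all downregulated DEGs (median -1.33, camera adjusted p = 0.0014, fry adjusted p = 0.0288). The 5 nickel uptake genes were all lower, 2 of them as DEGs (median -1.97, camera adjusted p = 0.0013, fry adjusted p = 0.117). Of the 10 oligopeptide and dipeptide uptake genes, 6 were lower, 5 as DEGs (fry adjusted p = 0.242). Maltose uptake was not called (median 0.12, camera adjusted p = 0.651). The 35 transport genes of Fig. 3B had a median log2 fold change of -1.45, with 20 downregulated DEGs and none upregulated (camera adjusted p = 4.21e-17, fry adjusted p = 0.0288). The paper chose these genes as downregulated in FA against the same WT libraries, which by itself lowers them in FI. In 100 simulations of unchanged strains, 35 genes matched on mean expression and picked for the largest fall in FA had a median in FI between -0.67 and -0.27, against -1.5 for the 35 genes computed the same way.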

Only transport-encoding genes were upregulated in KEGG pathway-enriched DEGs (Fig. S3A). 

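In the list of 13 branched-chain amino acid biosynthesis genes, the 4 genes *ilvM*, *ilvE*, *ilvD* and *ilvA*, which lie next to each other between positions 3952201 and 3956875, were downregulated DEGs in FI. *ilvM* had the largest fall, with a log2 fold change of -4.39 (standard error 0.54, adjusted p = 0.00518, quasi-likelihood test), and *ilvA* the smallest, with -3.35 (standard error 0.49, adjusted p = 0.00968). *ilvE* fell from 1439 ± 871 CPM in the WT to 98.1 ± 4.35 CPM in FI (mean ± SD, n = 2). The other 9 genes were not DEGs, and 8 of them were higher than in the WT, so the median of the list was 0.09. Unlike this median, both list tests gave the direction as lower (camera adjusted p = 0.0231, fry adjusted p = 0.179). With RLE size factors the median was -0.02, and without FI replicate 1 it was -0.09. The 22 amino acid metabolism genes read from Fig. S3B, chosen by the paper on the same libraries, were all lower in FI. Their median was -1.66, with 20 downregulated DEGs (camera adjusted p = 2.3e-20, fry adjusted p = 0.0694). The 13 glycolysis genes had a median log2 fold change of -0.86 in FI (camera adjusted p = 0.00116, fry adjusted p = 0.0951), with 11 genes lower and *gpmA*, *pykA* and *gpmM* as downregulated DEGs. The 10 glycolysis genes read from Fig. S3B, chosen on the same libraries, had a median of -1.48 with 8 DEGs (fry adjusted p = 0.0288). All 10 chaperone and folding genes of Fig. S3B, chosen in the same way, were lower (median -1.27, camera adjusted p = 1.64e-07, fry adjusted p = 0.0725), and 2 of them, *fimC* and *fklB*, were DEGs.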

Alternatively, the KEGG pathway-downregulated DEGs (Fig. S3B) showed enrichment for metabolism related to branched-chain-amino-acid biosynthesis, glycolysis, and chaperone-mediated protein folding pathways. On the other hand, 53% and 66% of downregulated and upregulated DEGs, respectively, showed enrichment of metabolic pathways in AI compared to the WT (Data Set S1). Amino acid metabolism genes related to putrescine and arginine degradation, aerobic oxidative phosphorylation genes and TCA cycle genes, transporters, and several transcription factors were upregulated in KEGG pathway-enriched DEGs in AI compared to the WT (Fig. S3C to E). 

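All 6 putrescine degradation genes were upregulated DEGs in AI, with a median log2 fold change of 3.82 (range 3.10 to 4.43, camera adjusted p = 5.06e-09, fry adjusted p = 0.0293). *puuD* (positions 1361120 to 1361884) rose from 66.1 ± 9.89 CPM in the WT to 1413 ± 300 CPM in AI (mean ± SD, n = 2), a log2 fold change of 4.43 (standard error 0.25, adjusted p = 0.00111, quasi-likelihood test). The 5 *ast* genes were also DEGs in AI, with a median of 2.74 (camera adjusted p = 1.1e-05, fry adjusted p = 0.0365). The 13 genes of NADH dehydrogenase I were all upregulated DEGs, with a median of 2.87 (camera adjusted p = 1.2e-10, fry adjusted p = 0.0566). All 16 TCA cycle genes were upregulated DEGs, with a median of 2.75 (camera adjusted p = 1.08e-14, fry adjusted p = 0.0345). Of the 28 transcription factor genes read from Fig. S3E, which the paper chose on the same libraries, 23 were upregulated DEGs (median 1.59, fry adjusted p = 0.0288). Among transporters, the 6 genes of high-affinity branched-chain amino acid uptake were all upregulated DEGs, with a median of 1.82 (camera adjusted p = 2.04e-05, fry adjusted p = 0.0293). Other transport lists went either way. The 9 maltose uptake genes rose (median 0.75, 3 DEGs). The 3 ferrous iron uptake genes were all downregulated DEGs (median -1.64, camera adjusted p = 0.00367, fry adjusted p = 0.0293). The 35 transport genes of Fig. 3B had a median of -1.47, with 23 downregulated and 2 upregulated DEGs (camera adjusted p = 3.57e-08, fry adjusted p = 0.0603). The paper chose the latter on FA against the same WT libraries. With each library left out in turn, the median of the putrescine genes stayed between 3.59 and 4.04, and that of NADH dehydrogenase I between 2.32 and 3.42.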

We obtained enrichment for amino acid metabolism related to branched-chain amino acid biosynthesis and bacterial motility proteins in downregulated KEGG pathway-enriched DEGs in AI compared to the WT (Fig. S3F). These data, which indicate significant perturbations of metabolic pathways in the double mutants, were consistent with the observations in single mutants. For instance, the metabolic pathway analysis in FA showed dominant effects of ArcA regulation, whereas both FI and AI were strongly inclined toward IHF-based regulation. In addition, the pattern of enrichment was also consistent with previous observations in the case of single mutants, wherein the necessary metabolic pathways of amino acid and nucleotide metabolism were downregulated and unnecessary metabolic pathways such as the aerobic TCA cycle, oxidative phosphorylation, and alternate carbon transporters were upregulated.

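The branched-chain amino acid biosynthesis genes moved both ways in AI. *ilvM*, *ilvE*, *ilvA* and *ilvD* were downregulated DEGs, with log2 fold changes from -3.26 (*ilvM*, standard error 0.52, adjusted p = 0.0109, quasi-likelihood test) to -2.76 (*ilvD*, standard error 0.52, adjusted p = 0.017). *ilvB* and *ilvN* were upregulated DEGs, with log2 fold changes of 1.79 and 1.42. Over the 13 genes, the median was 0.56 (camera adjusted p = 0.517, fry adjusted p = 0.449). Of the 14 motility genes read from Fig. S3F, 12 were tested in AI. The paper chose them as downregulated in AI on the same libraries, so their direction and the list test are not independent evidence. All 12 were lower, 7 of them as DEGs, with a median of -2.13 (camera adjusted p = 3.38e-07, fry adjusted p = 0.0435), and the median did not change with the 1 gene near the count floor set at its bound. This list includes type 1 fimbria genes. The 7 type 1 fimbria genes were all downregulated DEGs, with a median of -5.65 (camera adjusted p = 1.16e-08, fry adjusted p = 0.0667), and *fimA* (positions 4543115 to 4543663) fell from 2264 ± 1017 CPM to 6.19 ± 1.45 CPM (mean ± SD, n = 2). The flagellar genes changed less. Of the 32 tested, 25 were lower and 1 was a DEG, with a median of -0.43, or -0.37 with the 3 genes near the count floor at their bounds (camera adjusted p = 0.118, fry adjusted p = 0.0345).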

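The double mutants were also compared with each other, without the WT libraries. Between FI and FA there were 551 DEGs, between AI and FA 586, and between AI and FI 402. FI and AI, which both lack IHF, had the fewest DEGs between them, also under the exact test (559, 817 and 470 DEGs in the same order) and in one fit over the 4 strains (587, 656 and 325). Across 4388 genes, the log2 fold changes against the WT correlated with Pearson's r = 0.454 between FA and FI, 0.375 between FA and AI, and 0.524 between FI and AI (Spearman's rho 0.423, 0.282 and 0.439). Because the 3 comparisons share the WT libraries, unchanged strains simulated against the same WT libraries gave median correlations of 0.511, 0.502 and 0.506, with ranges of 0.470 to 0.559, 0.442 to 0.547 and 0.461 to 0.547. The observed value lay within this range for FI and AI and below it for the other pairs. With at least 100 reads in every library, the correlations were 0.422, 0.506 and 0.645 in the same order. Between single libraries set against different WT libraries, the lowest values were 0.0790, 0.0942 and 0.284. In unchanged strains simulated in that way, the highest were 0.0729, 0.0671 and 0.0636. These values argue against shared WT libraries as the whole cause, with a small margin for the pairs with FA. These are correlations across genes, which are not independent. By pathway, the fatty acid degradation genes rose in AI (median log2 fold change 4.33, camera adjusted p = 2.53e-10) as they did in FA, whereas the TCA cycle genes (median 0.47, camera adjusted p = 0.057) and fatty acid degradation genes (median 0.72, camera adjusted p = 0.29) were not called in FI. The result for the TCA cycle in FI was close to the threshold. Of its 16 genes, 4 were upregulated DEGs, and with library size only the list was called (median 0.87, camera adjusted p = 0.0153, against 0.0153 to 0.0729 over the alternatives). The 15 TCA cycle and anaplerotic genes read from Fig. 3A, which the paper chose as upregulated in FA against the same WT libraries, were called in FI (median 0.66, camera adjusted p = 0.0279, fry adjusted p = 0.225), but unchanged genes picked for the largest rise in simulated FA libraries had medians in FI between 0.18 and 1.17. Without FI replicate 1 the median of the TCA cycle list in FI was -0.077. The type 1 fimbria genes were lower in FI as well as in AI (median -3.55 in FI, camera adjusted p = 7.18e-12) and not called in FA (median 0.74, camera adjusted p = 0.0878). The median in FI was -5.39 without FI replicate 2 and -2.93 without FI replicate 1, and that in FA was 0.064 without FA replicate 1 and 1.25 without WT replicate 1. The differences of the lists between mutants were not tested themselves. From the metabolic pathway analysis, the paper states that ArcA regulation had dominant effects in FA, and that FI and AI were strongly inclined toward regulation by IHF.

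**Figure D3:**
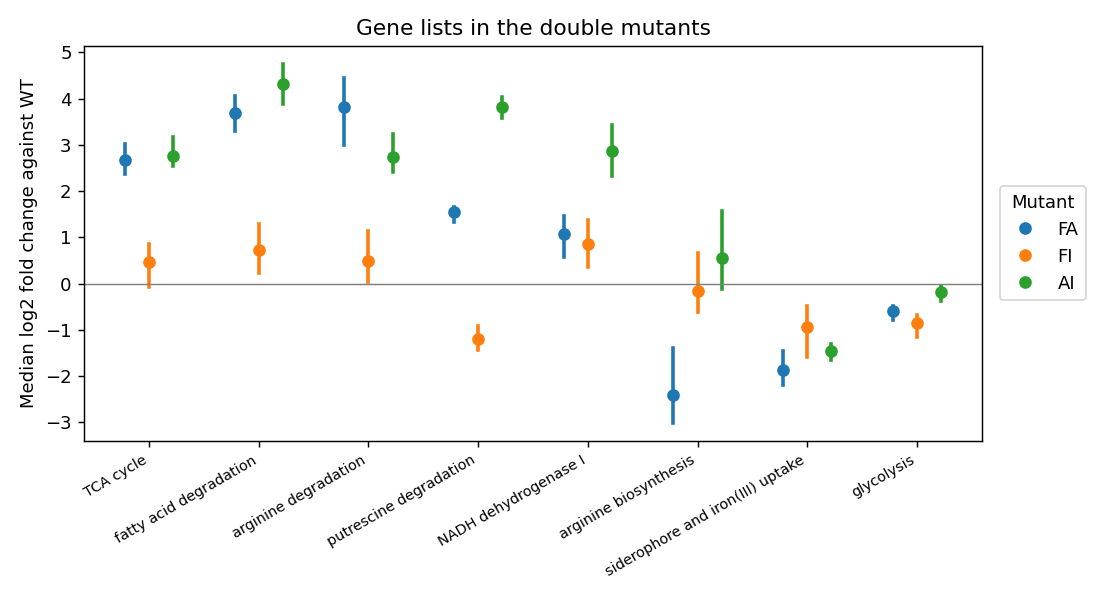
Median log2 fold change against the WT of 8 lists of pathway genes in FA, FI and AI (points), with lines spanning the medians when each of the 4 libraries of a comparison was left out in turn. The TCA cycle, fatty acid and arginine degradation genes lie above 2 in FA and AI and below 1 in FI.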

**FIG 3:**
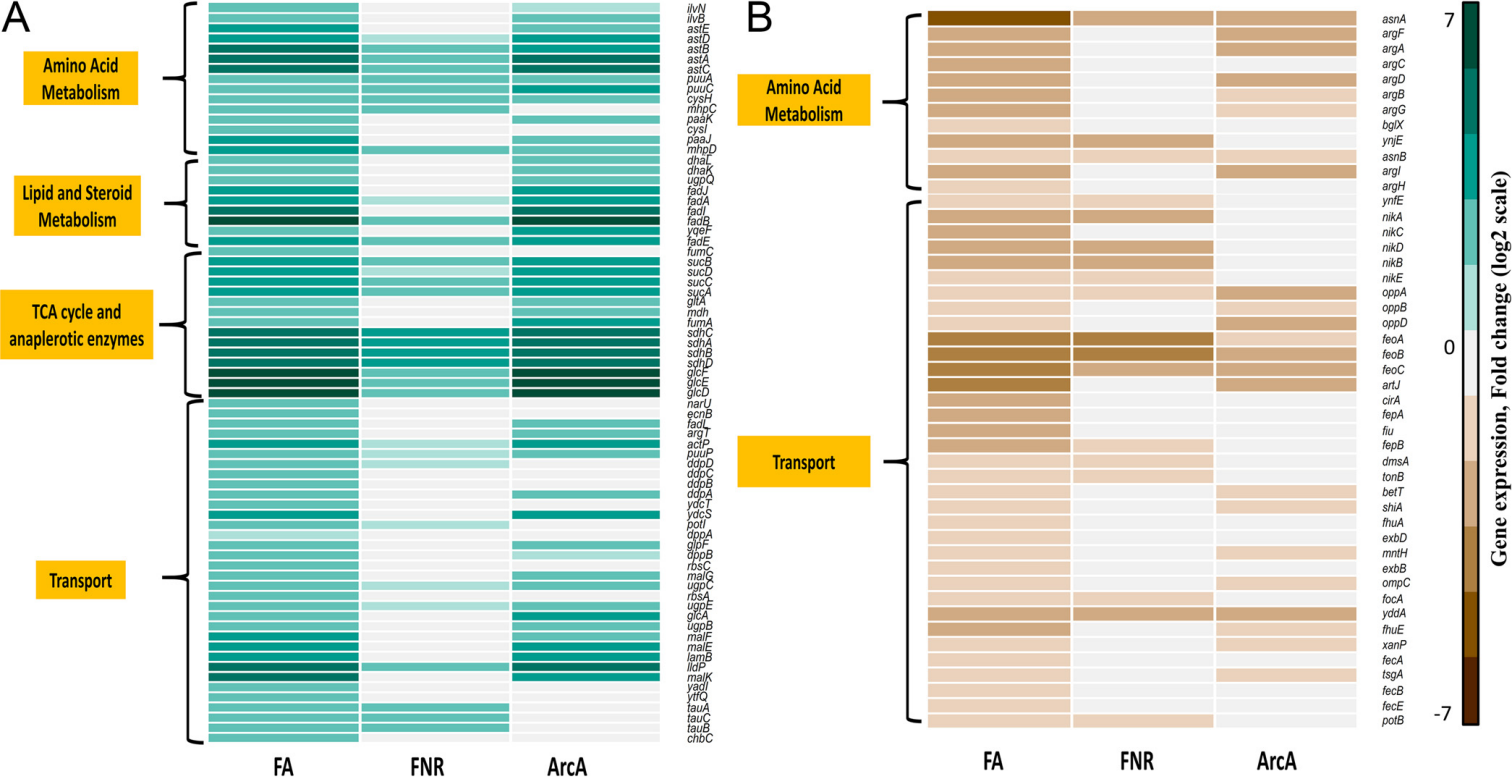
Heat map depicting the metabolic pathway analysis of regulator mutants compared to the WT. DEGs of FA that were (A) upregulated and (B) downregulated compared to the WT are shown. Only the significantly enriched KEGG pathways are shown. For comparison across the strains, only the DEGs found in FA, Δ*fnr*, and Δ*arcA* mutants compared to the WT were considered. See Fig. S3 for metabolic pathway analysis of DEGs in FI and AI.

### Loss of TFs results in changes in growth rates and metabolite levels.

We monitored the physiological effects—namely, glucose uptake, growth rate, and secretion profiles—of mixed acid fermentation products as a result of the deletion of TFs. We observed detrimental effects on growth rate in all the double mutants relative to the WT (Table S1). The mutants FA, FI, and AI showed reductions of 40%, 30%, and 37% in growth rate, respectively. This reduction in the growth rates was consistent with the severe perturbation seen in the metabolic pathways. The glucose uptake reduction in FA and FI mutants strongly correlated with their respective growth rate changes. Interestingly, the reduction in glucose uptake in AI was only 13% compared to the WT, as opposed to the Δ*arcA* and Δ*ihf* mutants, despite severe reduction in its growth rate. A severe reduction in biomass yield was also observed in the case of AI (23%), indicating reduced carbon partitioning toward biomass (Table S1). The secretion profiles of exo-metabolites, namely, ethanol, acetate, formate, lactate, and succinate, revealed distinct changes in their yields. Toward a detailed understanding of metabolism, we monitored the intracellular metabolite concentrations for the glucose fermentative metabolism in all the mutants using ^13^C-labeled targeted metabolomics (8, 26). Among the measured metabolites, the intracellular concentrations of glycolytic and TCA cycle intermediates and proteinogenic amino acids were significantly different compared to those in the WT (Student’s *t* test, FDR < 0.05). In FI and AI, we observed increased accumulation of the metabolic precursors and amino acids consistent with the accumulations seen in the single mutants, as reported previously (26) (Fig. S4). These accumulations reflected the inability of the mutants to utilize the metabolites for biomass synthesis, in agreement with their reduced growth rates. However, we observed lower pool sizes of these metabolites in the FA mutant than in the WT. This might indicate an adverse carbon limitation (36) as well as the reduced availability of active ribosome pools (37–42) prevalent in slow-growth conditions, which needs to be investigated in the future.

### Dissecting direct and indirect targets of the TF from their pleiotropic effects on metabolism.

We sought to disentangle the growth rate-mediated indirect effects from the direct effects arising from the absence of FNR, ArcA, and IHF regulators and their pairwise combinations, referred to here as focal TFs. Here, we employed a multipronged approach using the growth rate-dependent genes obtained from chemostat experiments, genome-wide studies to enrich for the binding region of the regulators and comparison with available gene expression data to account for all the genes modulated purely by the focal TFs. First, we performed glucose-limited chemostat cultivations of the WT strain under aerobic respiratory and anaerobic fermentative conditions at a fixed dilution rate of 0.21 h^−1^ to identify the genes whose expression changes were growth rate independent. A comparison of DEGs in the WT in anaerobic fermentation relative to the WT under aerobic conditions highlighted the genes that are specific to regulation or genes that are not altered due to slow-growth effects during anaerobic fermentation. It was shown previously that the gene expression changes in response to growth rate effects are consistent, despite glucose-limited or excess-glucose conditions (5, 8, 9). Thus, the DEGs identified under the chemostat conditions were then utilized to characterize the indirect targets as growth rate-mediated effects and the direct targets as regulation-specific effects by the focal TF(s) under batch exponential growth conditions. The DEGs enriched for direct targets of the focal TFs in the double mutants were further validated by determining the binding motifs using FIMO analysis (43) together with the available *in vivo* chromatin immunoprecipitation (ChIP) binding or other *in vitro* binding data (22–25, 27, 44, 45). Further, a few regulation-specific genes (15 to 20% in double mutants and 20 to 32% in single mutants) (Data Set S1) found in our analysis that were not characterized as direct targets could potentially represent uncharacterized novel targets (46) of the focal TF(s).

We delineated the direct regulation-specific or indirect growth-rate mediated effects on metabolism by taking into consideration the KPE DEGs. Overall, we found that 55 to 60% of upregulated and downregulated KPE DEGs were regulation specific in FA, compared to 30 to 33% in FI and AI (Fig. 4A). The slow-growth-mediated changes in gene expression were dominant in the FI and AI mutants. In the case of single mutants, the proportions of indirect genes were most prominent in the Δ*ihf* mutant, followed by the Δ*fnr* and Δ*arcA* mutants. The significantly enriched pathways within the upregulated KPE DEGs in the double mutants (except FI) as well as the single mutants (except the Δ*ihf* mutant) showed a greater extent of regulation-specific effects. However, the data did not ascertain whether the reduction in growth rate was proportional to the extent of growth rate-mediated or indirect targets. On the other hand, the significantly enriched pathways within the downregulated KPE DEGs of the strains (except FA) aligned well with the reduced growth rate (Fig. 4B to D; Fig. S5A to C).

**FIG 4:**
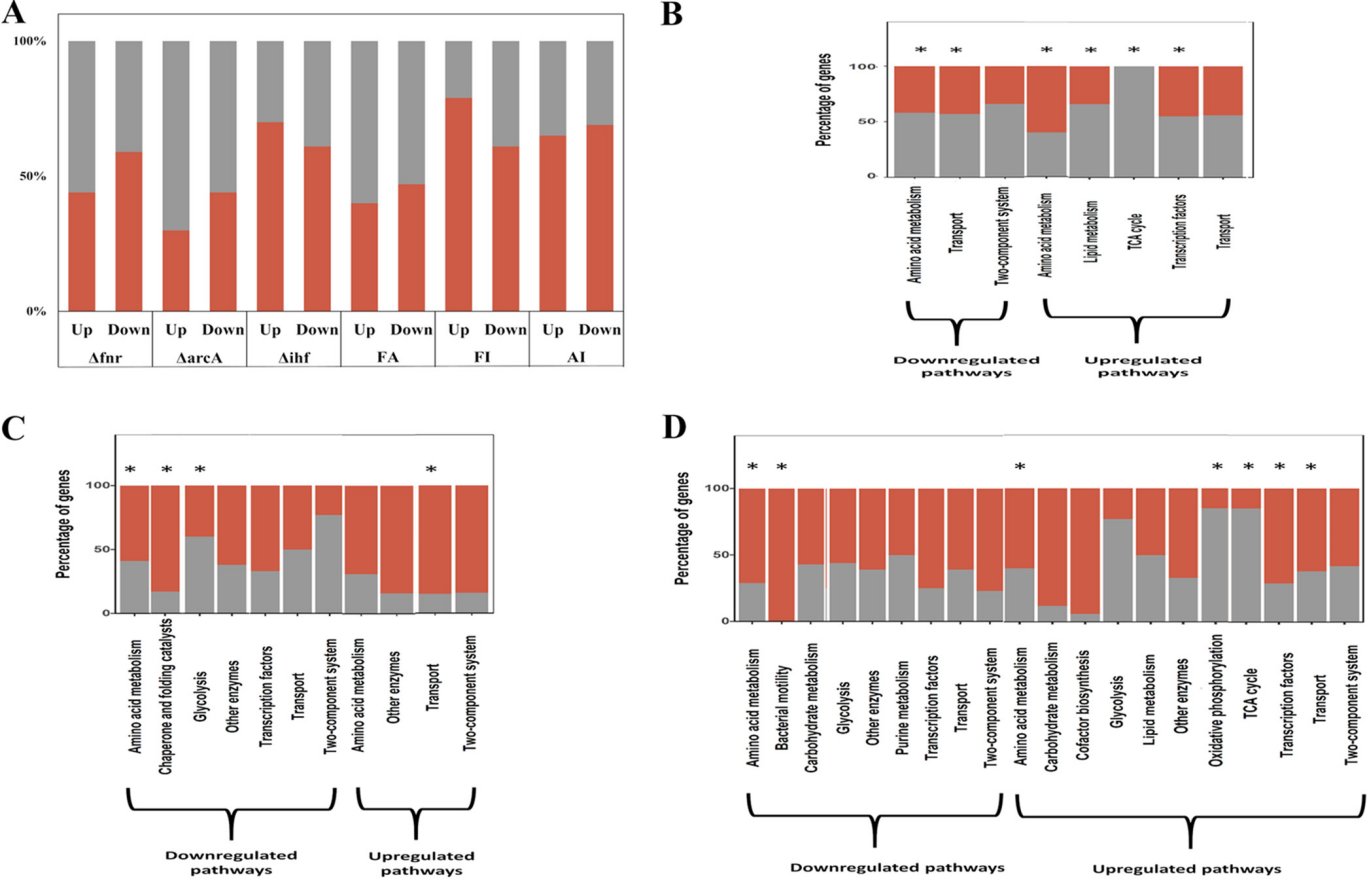
Direct and indirect effects on gene expression. Stacked plots depicting the percentage of direct targets and growth rate-mediated indirect targets (A) in KPE DEGs, as a result of deletion of the focal TFs, (B) FA, (C) FI, and (D) AI compared to the WT. Gray sections of the bars represent regulation-specific effects, and orange sections represent growth rate-mediated effects. Asterisks indicate the significantly enriched metabolic pathways. Only the metabolic pathways which had at least 9 genes were retained for the analysis. See Data Set S1 for the complete list. See Fig. S5 for the single-TF-deletion mutants.

### Exploring the effects of regulator-driven epistatic interactions on indirect target expression.

To understand the epistatic interactions of the focal TF with other global or local TFs, we considered that the enrichment of direct targets majorly responded to the focal TF(s). In addition, we assumed that the probability of regulating the indirect targets by the focal TF is low, as they might represent silent targets (23, 46) during exponential growth under glucose-fermentative condition. Silent targets represent genes which, despite having upstream binding sites for the focal TF, are not regulated under this specific condition. This could be due to either a masking effect by other TFs or a cooperative effect of multiple TFs or condition-specific regulation. Hence, we analyzed the indirect gene targets for any TF enrichment other than the focal TF. These regulated TFs are epistatically interacting TFs (iTFs) whose gene expression or activity is modulated by the focal TF(s). The enrichment of genes for the presence of binding of iTFs was done using EcoCyc or RegulonDB (44, 45) and further assessed for statistical significance (Fisher’s exact test, FDR < 0.05). The KPE DEGs of each of the mutants were used as an initial set to characterize all the possible iTF enrichments (Table 1). Classification of the KPE DEGs based on our approach indicated (i) a drastic reduction in spurious interactions as observed from iTF enrichment on indirect targets (Table 1) and (ii) an increased number of direct targets for each of the focal TFs (Data Set S1). The activity of the iTFs was then determined based on the manual interpretation of the changes in their target gene expression (Data Set S1). We found that in most cases, changes in inferred activity of iTFs were either not correspondent or antagonistically correspondent with the changes in their gene expression. Only MhpR in AI, Nac in FI, and ArcA in the Δ*ihf* mutant showed an increase in their gene expression concomitant with their increased activities (Table 1). 

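The gene *mhpR* (positions 367587 to 368420) had 21.9 ± 14.1 CPM in the WT and 333 ± 17.3 CPM in AI (mean ± SD, n = 2), a log2 fold change of 3.97 (standard error 0.48, adjusted p = 0.00525, quasi-likelihood test). It was also a DEG in FA, with a log2 fold change of 3.54 (standard error 0.54, adjusted p = 0.0198). *nac* (positions 2061016 to 2061933) had 10.8 ± 0.416 CPM in the WT and 24.9 ± 1.58 CPM in FI, a log2 fold change of 1.25 (standard error 0.32, adjusted p = 0.0589). Both FI replicates lay above both WT replicates, but the adjusted p was not past the threshold, and adjusted over the list alone it was 0.0153. It was past the threshold over all genes under edgeR's exact test, in one fit over the 4 strains and with library size only, and not under DESeq2, RLE size factors or the other filters. Of the genes of the iTFs with true epistatic interactions, in the last column of Table 1, 1 of 5 was a DEG in FA, 0 of 4 in FI and 7 of 21 in AI, and 2, 3 and 14 had an unadjusted p below 0.05. The iTFs in the column before it were not counted here. The numbers adjusted over the list alone were 2, 1 and 7. The 7 DEGs in AI were *puuR* (log2 fold change 4.44), *mhpR* (3.97), *glnG* (2.02), *ompR* (1.77), *rutR* (1.30), *hns* (-1.48) and *csgD* (-3.38). Whether a change matched the inferred activity of the regulator was not part of these counts. As the paper chose these iTFs from the same libraries, the counts over the list alone are not independent evidence. The *ihf* single mutant was not analysed here.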

Overall, assessment of the changes in gene expressions of the iTFs itself revealed that the inferred activity of the iTFs was perturbed for reasons not involving its gene expression. The other possible mechanisms involve changes at the posttranslational level or the protein level. As the transcript abundances majorly dictate the protein concentrations (47, 48), we further investigated the focal TF-iTF epistatic interaction at the posttranslational level.

**TABLE 1:** iTFs for each of the focal TF mutants on the KEGG pathway-enriched DEGs^*a*^

Mutation or strain	Regulation	iTF showing^*b*^:	
		Epistatic interactions for each focal TF mutant^*c*^	True epistatic interactions using our approach^*d*^
Δ*fnr*	Up	ArcA, IHF, Fur, PuuR, CysB, NtrC, ArgR	**ArcA**, **PuuR**, NtrC, Crp
	Down	IHF, Fur, Crp, Fis, NrdR, GlpR, NagC, RstA, NarL	
Δ*arcA*	Up	Crp, IHF, Fis, FNR, PuuR, NarL, FadR, PhoB, MalT, GatR, GlcC	**CRP, PuuR**, IHF
	Down	Fur, Cra, ArgR, AppY, YdeO, MetJ, IscR, ModE	
Δ*ihf*	Up	CysB, TrpR, HypT, UlaR	**CysB, TrpR, UlaR**
	Down	ArcA, HNS, Fur, Lrp, Cra, OmpR, FliZ, GadE, Nac, RcsB, PuuR, CsgD, RcdA, NrdR, GadX	HNS, **Lrp, ArcA, OmpR, PuuR**
FA	Up	CRP, IHF, NtrC, MalT, FadR, CysB, PhoB, ArgR, PuuR, GlcC, PdhR, PrpR	**CRP, PuuR, NtrC**
	Down	Fur, NarL, Cra, NrdR, HypT, NikR, ArgR, PdhR	**Fur**, PdhR
FI	Up	CysB, Nac	**CysB, Nac**
	Down	CRP, Fur, Lrp, ArcA, Fis, HNS, Cra, NarL, ModE, RstA, GadE, Nac, NrdR, OmpR, FliZ, IscR, MlrA	**Fur, Lrp**
AI	Up	CRP, FNR, NarL, NtrC, CysB, ArgR, NarP, ModE, FadR, PuuR, MetJ, TrpR, UlaR, MhpR, RutR, DcuR, GalR, GalS, GatR	**NtrC, CysB, PuuR, UlaR, MetJ, TrpR, MhpR**, RutR, ***BirA***
	Down	Fur, HNS, Lrp, RcsB, PhoB, OmpR, Nac, GadE, CsgD, CusR, HprR, GadX, FliZ, NrdR, RcsB-BglJ, HypT	HNS, **Fur, Lrp, PhoB**, RcsB, OmpR, Nac, **CusR, HprR**, CsgD, RcsB-BglJ, HypT

a The genes enriched for focal TF itself are not shown here for simplicity.

b The iTFs in bold are those that show correlation with metabolite, do not show dual regulation, or are successfully reproduced from NCA analysis, which were further utilized for determining conserved metabolite-iTF interactions seen across all the mutants (Fig. 5A). The underlined iTFs are those whose gene expression matches their activity changes. The iTF in italics represents a new iTF not found in the complete list mentioned in the third column.

c Complete list of iTFs (iTF enrichment on upregulated and downregulated genes) without any categorization.

d Final iTFs (iTF enrichment for indirect targets) after categorization using our approach.

The metabolic precursors and amino acids, apart from being building blocks for protein biomass, can also act as signaling molecules that can allosterically modulate the activities of the TFs to bring about changes in the gene expression of the organism (14, 15, 17, 49, 50). The concept used to define focal TF-iTF epistatic interaction was that metabolites perturbed due to changes in direct targets by focal TF(s) allosterically regulate the iTFs, which then modulated the indirect or growth rate-mediated gene targets.

To address the putative allosteric metabolite-iTF interactions, we carried out a linear correlation analysis (Pearson correlation coefficient [*r*] > 0.75, *P* < 0.05) between the KPE direct-target-specific metabolite concentrations and the iTF activities. As determination of metabolite-iTF interactions by linear correlation is prone to high numbers of false positives, to increase the confidence of such putative metabolite-iTF interactions, two stringent criteria were applied. First, only metabolites that were perturbed due to the direct targets of focal TFs were considered. To obtain the list of metabolites, a joint pathway analysis was performed using the significantly perturbed metabolites with the combined upregulated and downregulated KPE direct targets for each strain separately and the metabolite-gene pair which satisfied the minimum threshold (see Materials and Methods). The metabolites that responded to changes in direct targets were mainly glutamate, aspartate, phosphoenolpyruvate (PEP), α-ketoglutaric acid (αKG), γ-aminobutyric acid (GABA), citrate, glycine, and to a lesser extent glutamine, arginine, and lysine (Data Set S1). The other metabolites which were significantly (FDR < 0.05) perturbed in each of the strains could be ascribable to the concomitant changes in its precursor metabolites. For instance, changes in methionine levels were concomitant with the changes in its precursor aspartate (Fig. S4). Second, the metabolite-iTF pair was reanalyzed using the pathway information available in EcoCyc to identify whether the metabolite (Pearson correlation coefficient [*r*] > 0.9, *P* < 0.05) is related to the KPE indirect gene targets for that particular iTF. This work is similar to the distance criterion (15) approach, wherein the iTF regulating the gene (that encodes the enzyme) and metabolite are part of the same metabolic subsystem. Additionally, we compared the metabolite-iTF interactions with published studies reporting similar putative metabolite-TF interactions (15).

To quantify the iTF activities, we used the network component analysis (NCA) algorithm (29), which derives the regulatory activity from the experimentally measured gene expression profiles. For each of the strains, NCA was performed separately on the direct or indirect KPE DEGs. With NCA, we were able to reproduce 80% of the iTF activities for each of the strains, including the known interactions as well as novel putative metabolite-iTF interactions (Fig. S6A to F). For instance, we were able to reproduce the known interactions of PuuR with putrescine (inferred from GABA [26]) as well as CRP with cAMP (inferred from PEP [8, 51]) (Fig. 5A and B). The metabolite cAMP was not detectable in our liquid chromatography-mass spectrometry (LC-MS) run, probably due to the limit of detection and anaerobic fermentation conditions with high glucose uptake rate (it was detectable under aerobic conditions). As cAMP and PEP levels are interdependent (52, 53), we assumed the association of CRP with PEP, similar to its association with cAMP. For FA, we inferred increased activity of CRP, NtrC, and Fur and decreased activity of PuuR along with their allosteric effectors, such as PEP, αKG, citrate, GABA, glycine, and arginine (Data Set S1). This inference was consistent with increased activity of CRP with its interacting metabolites PEP, αKG, and citrate in the Δ*arcA* mutant and NtrC in the Δ*fnr* mutant as well as decreased activity of PuuR with its allosteric metabolites GABA, PEP, and αKG in both single mutants. 

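Over genes taken as targets of these regulators, the expression changes in FA were as follows. Besides the rise of the maltose uptake genes, whose operons CRP activates, the nitrogen assimilation genes, which include NtrC targets, had a median log2 fold change of 0.98 over 18 genes (camera adjusted p = 0.000671, fry adjusted p = 0.215), with 3 upregulated DEGs. Without FA replicate 2 this median was 0.30. The 31 siderophore and iron(III) uptake genes, which Fur represses, were all lower, with a median of -1.86 (camera adjusted p = 3.87e-24, fry adjusted p = 0.0997), and 9 were DEGs. The 6 putrescine degradation genes, which PuuR represses, were all higher, with a median of 1.54 (camera adjusted p = 9.54e-07, fry adjusted p = 0.0517), and 2 were DEGs. Of the genes of these regulators, *puuR* was itself upregulated (log2 fold change 2.22, standard error 0.34, adjusted p = 0.0199, quasi-likelihood test), while *crp* (-0.41), *glnG*, which encodes NtrC (-0.47), and *fur* (-0.18) were not DEGs. The metabolite side of the inference was not analysed here.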

In the FI mutant, we inferred increased activity of Fur, CysB, and Nac and decreased activity of Lrp. 

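In FI, 23 of the 31 siderophore and iron(III) uptake genes were lower than in the WT, with a median log2 fold change of -0.95 (camera adjusted p = 3.91e-05, fry adjusted p = 0.261), and 8 were downregulated DEGs. The median was -1.59 without FI replicate 1 and -0.49 without WT replicate 2. The nitrogen assimilation genes, which include Nac targets, had a median of 0.56 over 20 genes, or 0.47 with the 2 genes near the count floor at their bounds (camera adjusted p = 0.0015, fry adjusted p = 0.117), and 5 were upregulated DEGs. At the level of their own genes, *fur* (log2 fold change -0.98, adjusted p = 0.0674), *cysB* (0.87, adjusted p = 0.0819) and *lrp* (-0.10, adjusted p = 0.848) were not DEGs in FI by the quasi-likelihood test.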

The inferred activity changes of CysB and Lrp along with their interactions with metabolites GABA, arginine, glutamate, αKG, and PEP were consistent with their inferred activity profile observed in the Δ*ihf* mutant. For AI, we inferred a large number of regulators with changes in their activity profiles, concomitant with the widespread changes in the gene expression profiles, which reinforces the greater cross talk effects between ArcA and IHF regulators. The decreased activity of Lrp, PuuR, TrpR, and UlaR and the increased activity of CysB along with their interactions with glutamine, glutamate, aspartate, PEP, arginine, and GABA in the AI mutant was consistent with the inferred activity profiles of Lrp, CysB, TrpR, and UlaR in the Δ*ihf* mutant and PuuR in the Δ*arcA* mutant.

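In AI, the 7 genes of ascorbate utilization, which UlaR represses, were all upregulated DEGs, with a median log2 fold change of 2.52 (camera adjusted p = 4.34e-07, fry adjusted p = 0.0288). The 5 tryptophan biosynthesis genes, which TrpR represses, were all upregulated DEGs, with a median of 2.01 (camera adjusted p = 0.000145, fry adjusted p = 0.0497). All 17 genes of cysteine biosynthesis and sulfur uptake, which CysB activates, were higher, with a median of 1.78 (camera adjusted p = 0.000112, fry adjusted p = 0.162), and 3 were DEGs. The size of that change rested on the WT replicate used, at 3.23 without WT replicate 2 and 1.15 without WT replicate 1. Among the genes of the regulators, *puuR* rose with a log2 fold change of 4.44 (standard error 0.24, adjusted p = 0.00106, quasi-likelihood test), and it begins at position 1361911, beside *puuD*. *lrp* (0.34), *trpR* (-0.12) and *ulaR* (0.40) were not DEGs in AI, and *cysB* passed the threshold on adjusted p (0.0225) but not that on the fold change (0.93).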

**FIG 5:**
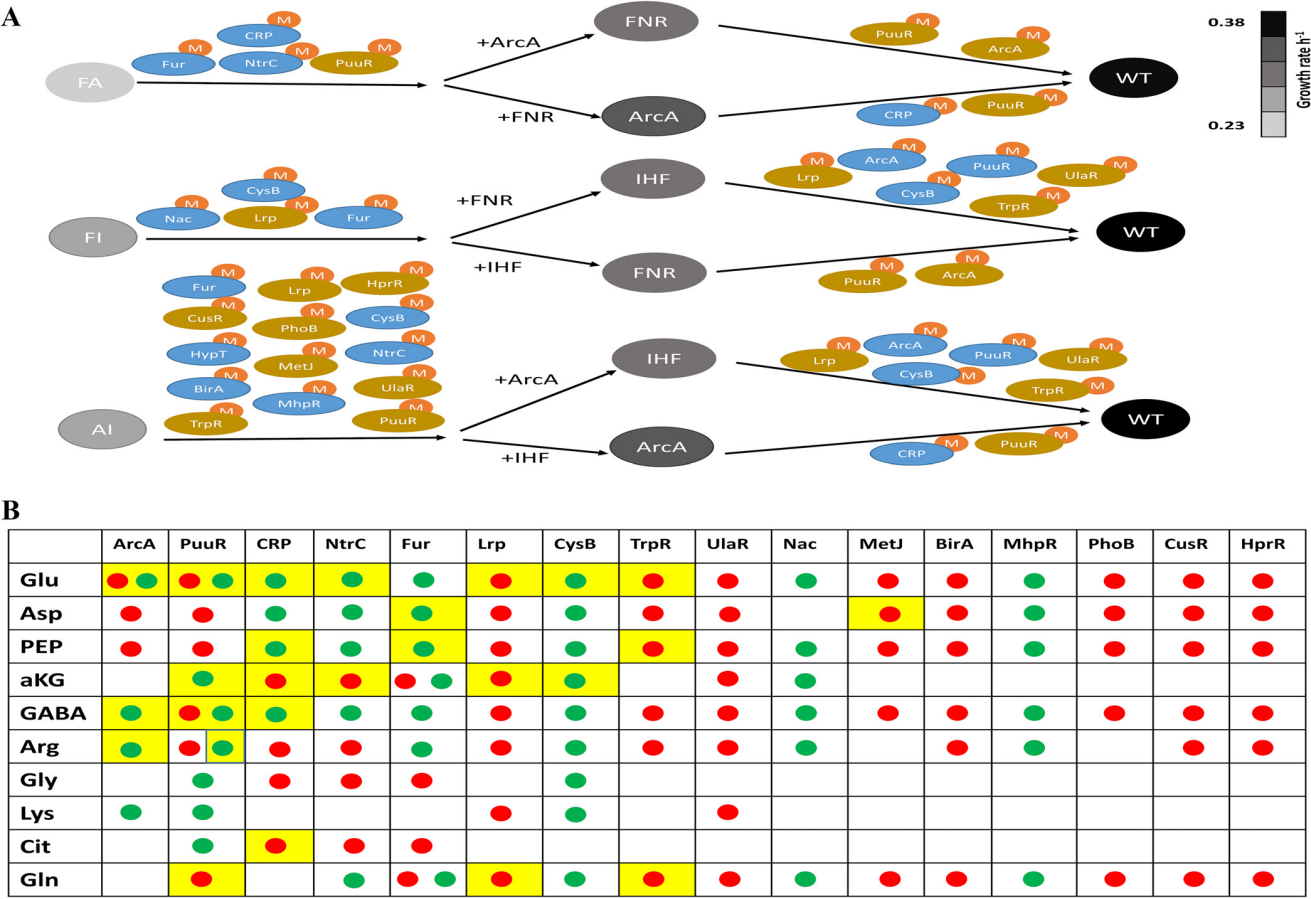
Characterization of conserved and novel metabolite-TF interactions in each double mutant and its corresponding single mutants. (A) M, metabolites (characterized in panel B) that allosterically modulate the inferred iTF activity. iTFs with increased and decreased activity in the absence of the focal TFs are depicted with blue and brown, respectively. The color of the double and single mutants is based on their specific growth rates. (B) Comprehensive identification of putative metabolite-iTF interactions using the Pearson correlation (*P* < 0.05) of metabolite concentrations with inferred iTF activity observed in each of the strains. The green and red dots represent positive and negative correlations, respectively. A subset of putative but high-confidence metabolite-iTF interactions with Pearson correlation (*r* > 0.9, *P* < 0.01) that belong to the same metabolic subsystem where this iTF regulates as well as putative interactions reported in the literature are highlighted in yellow. Glu, Glutamate; Asp, Aspartate; PEP, phosphoenolpyruvate; aKG, α-ketoglutarate; GABA, γ-aminobutyric acid; Arg, arginine; Gly, glycine; Lys, lysine; Cit, citrate; Gln, glutamine.

Next, we examined across the strains the metabolite-iTF interactions as a function of growth rate (Fig. 5A). This analysis revealed not only the shared patterns of interactions seen in the double and single mutants but also the cross talk effects. For instance, metabolite-ArcA interactions were more prominent at higher growth rates, as opposed to metabolite-Fur interactions, which were seen with lower growth rates. AI showed the highest number of metabolite-TF interactions compared to its single mutants, which reiterated the cross talk effects, in contrast to the interactions seen in FA and FI mutants. Based on all the metabolite-iTF interactions across the strains, we wanted to determine the conserved metabolite-iTF pairs. In total, we observed 119 connections between 10 metabolites and 16 iTFs (Fig. 5B). We found that 12 metabolite-iTF connections which showed positive as well as negative associations (glutamate-ArcA, glutamate/GABA/arginine-PuuR and αKG/glutamine-Fur) accounted for only 10% of the metabolite-iTF connections, whereas the remaining 90% were unique. We observed that glutamate, aspartate, PEP, and GABA had the greatest number of allosteric connections with iTFs. These were followed by arginine, α-KG, and glutamine with medium connectivity and glycine, lysine, and citrate with low connectivity with their respective iTFs. A total of 29 connections with 9 iTFs and 8 metabolites were observed (Fig. 5B). Among these, ~45% of the interactions/associations were reported in a previous study (15). Overall, we were able to determine with high confidence novel metabolite-TF interactions that provided insights into the regulatory interactions within the TRN (Data Set S1).

### Coexpression analysis of the direct and indirect KPE DEGs.

Though a significant proportion (30%) of the indirect genes reflected the metabolite-driven allosteric regulation, a higher proportion (70%) of the genes did not show any significant (Fisher’s exact test, *P* < 0.05, BH adjusted) enrichment for any iTF binding (Data Set S1). This remaining set of genes was annotated as being predominantly regulated by RNA polymerase-associated sigma factors either by using EcoCyc or based on promoter prediction using iPromoter-2L (54, 55) (Data Set S1). RNA polymerase-associated sigma factors were used because they are known to constitute an indirect readout of growth rate-dependent global machinery (6, 7, 11). Further, to gain a systematic understanding of the coordinated changes in direct targets and indirect targets, including those driven by the underlying metabolite-iTF interaction, we utilized WGCNA (31), an unsupervised technique to cluster genes using correlation of their expression profiles. Such analyses can also reveal the coregulated genes directly modulated by the focal TF(s), which has been a major challenge in understanding the regulatory principles (19, 56). We employed a large-scale compendium of gene expression data (COLOMBOS) (20) comprising microarray and RNA sequencing data as an input for generating the network of coexpressed genes in E. coli (Fig. S7A and B). Among 4,077 contrasts and 4,189 genes used for the analysis, we observed occurrences of 7 coexpression merged modules (Data Set S1). Among these modules, blue (1,274) and turquoise (1,572) covered the majority (~68%) of the genes. We performed gene ontology (GO) analysis to identify the functions of the KPE genes falling in a particular module for both the direct and indirect upregulated and downregulated genes in each of the mutants.

We identified the coregulated genes and their functions controlled by the regulators FNR, ArcA, and IHF, as indicated by the module colors. Further, the GO categories enriched for each of the modules in the direct targets were found to be similar to the enrichments seen in the indirect targets (Fig. 6 and Fig. S8A to D). Across the mutants, we found enrichment for generation of precursor metabolites, deoxyribonucleotide metabolism, or protein transport in the blue module in the downregulated direct targets that showed coexpression with negative regulation of macromolecule biosynthesis in the blue module of downregulated indirect targets. Such coexpression patterns between the direct and indirect genes underscore the constraints on precursor or metabolite usage. Similarly, we found enrichment for the α-amino acid metabolic process, the arginine-biosynthetic process, or the glutamate metabolic process in the turquoise module in the downregulated direct targets that showed coexpression with the cellular compound nitrogen biosynthetic process in the turquoise module of downregulated indirect targets. Moreover, in the case of the red module of upregulated direct and indirect targets, we found coexpression of genes enriched for the TCA cycle, fatty acid metabolism, or aerobic respiration with the putrescine catabolic process in most of the mutants. This reflected the regeneration of αKG through putrescine degradation, as the upregulation of the aerobic TCA cycle genes can result in its futile cycling. Overall, if the direct effects of the focal TFs resulted in changes in the biosynthetic process, the metabolite-driven iTFs concomitantly regulated alternative biosynthetic genes (Data Set S1), thereby regulating the economy of the metabolite.

**FIG 6:**
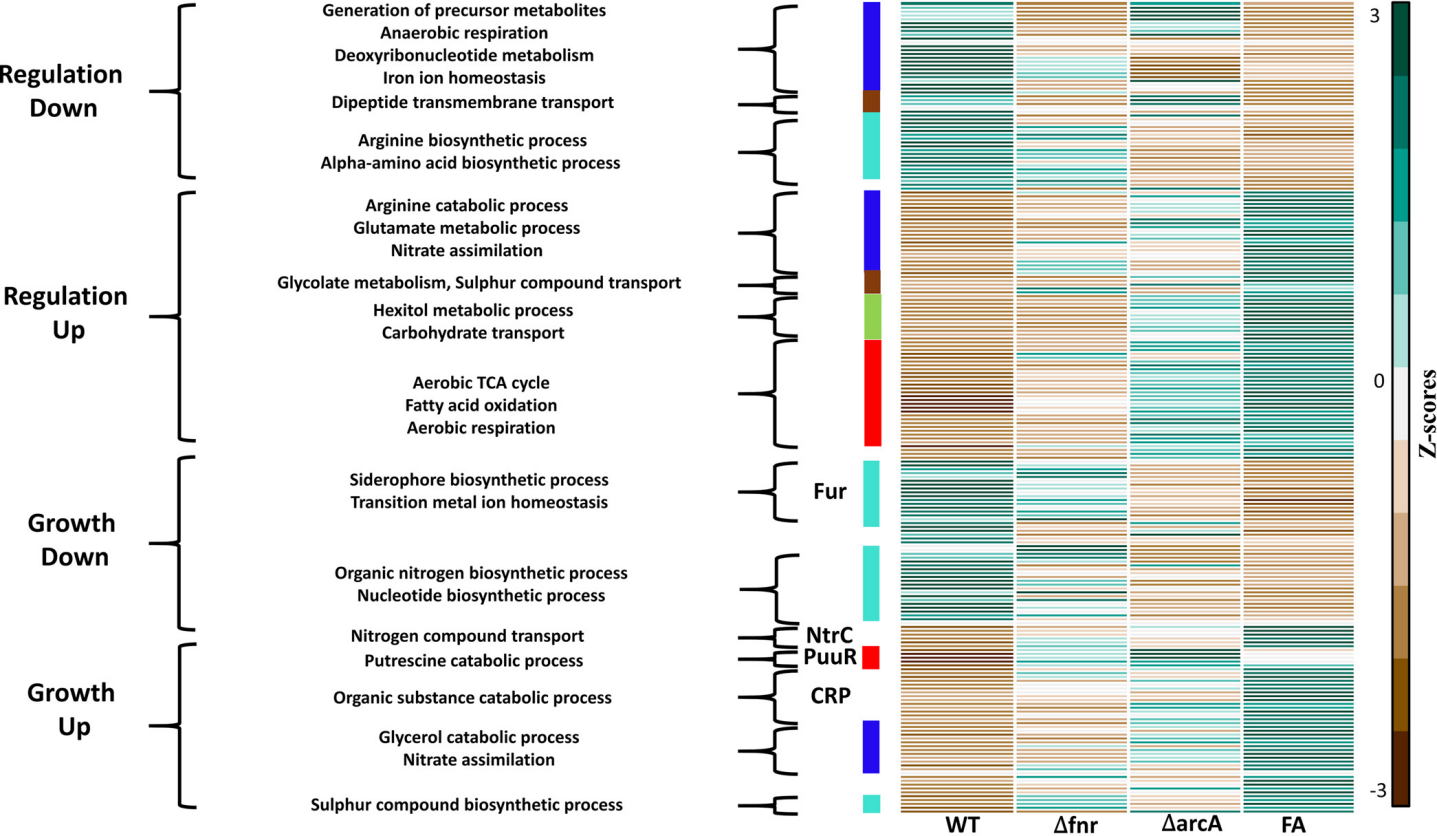
Heat map depicting the regulation-specific direct and growth-rate mediated indirect targets for FA compared to the WT. KPE DEGs that were upregulated and downregulated in the FA mutant compared to the WT were used to compare across the strains. The values (transcripts per million) calculated for each double mutant and corresponding single mutants were Z-score transformed. The bars next to the heat map represent the different coexpression modules, displayed in different colors. Also, all iTFs enriched from the indirect targets are represented along with the functions of the downstream targets. The GO categories or TFs that have genes belonging to more than 1 module color are shown as blank regions between the colored bars. See Fig. S8A to D for FI and AI.

## DISCUSSION

Bacteria like E. coli have developed regulatory strategies coordinated by TFs and growth rate-dependent global machinery to sense and respond to environmental cues. To gain a clear understanding of the regulatory logic, delineating the TF-driven pleiotropic effects that exist within the TRN becomes imperative. Using our system-level framework, we deciphered (i) direct and indirect pleiotropic effects of the focal TFs, (ii) epistatic interactions between the focal TFs and iTFs, (iii) high-confidence putative metabolite-iTF interactions, and (iv) coordination between the direct and indirect target expression that is related to the conditional regulation by specific iTFs of downstream genes. We evaluated these objectives using multi-omics data derived from E. coli strains with combinatorial deletions of FNR, ArcA, and IHF regulators under glucose-fermentative conditions. Consistent with our previous work that explained the individual effects of each of the focal TFs at the gene level (26), we found that each double-deletion mutant of the focal TFs resulted in downregulation of necessary metabolic pathways and upregulation of unnecessary ones. Despite the similarity at the pathway level, individual genes were modulated by specific focal TFs in each double mutant rather than collectively. Such results indicated the independent yet additive mode of epistatic interactions between the global regulators, with more cross talk effects seen in the combination involving ArcA and IHF. Overall, by employing a combinatorial deletion approach, this study provides a paradigm for identifying the conserved regulatory pattern across the mutants, the amount of overlap in genes and functions, and target expression specificity arising out of the mode of epistatic interactions of the TFs.

Using our integrated approach, we found that across the strains lacking FNR, ArcA, or IHF and their combinations, a greater percentage (>45%) of DEGs were associated with the direct effects of the focal TF than was estimated earlier (~17%) (26). This was determined from the available genome-wide TF binding data, from the detection of novel genes wherein the upstream DNA binding sequence was predicted with good confidence, and from chemostat-based gene expression analyses. Further, we identified the indirect gene targets under batch fermentative conditions for each of the TF deletion strains. These indirect targets of the focal TFs were determined from the gene sets modulated by growth rate in terms of RNA polymerase sigma factor distribution as well as the interactions with other iTFs based on metabolite regulation. Functionally, both the direct and indirect targets of the focal TFs represented not only the metabolic bottleneck genes but also hedging or alternate carbon metabolism genes that can facilitate growth under new environmental conditions. Last, we inferred that the distribution of the sigma factors across the indirect genes could also explain their gene expression changes in response to nutrient limitations (largely carbon and nitrogen and to a lesser extent phosphate or sulfur) as a result of reduced growth rates (12, 57, 58).

Despite the overriding complexity within the TRN, our findings demonstrated the nature of focal TF-iTF epistatic interactions and their effect on regulation of gene expression. We found that a majority of the gene expression changes modulated by the enriched iTFs could be ascribable to their posttranslational effects, highlighting the metabolite-driven regulation. Among the total putative metabolite-iTF interactions identified with high confidence in this study, we not only validated the metabolite-iTF interactions (~45%) by comparing the results with published experimental data but also predicted many novel potential metabolite-iTF interactions (~55%). Although we report the putative metabolite-TF interactions using correlation analysis, the stringent criteria used to screen metabolites that (i) responded to changes in direct targets of the focal TF, (ii) were retained after pathway classification, (iii) crossed the threshold correlation value of 0.9, and (iv) were frequently observed across different mutants made these overall high-confidence metabolite-TF associations. Apart from metabolite-based focal TF-iTF interactions, we considered that indirect gene targets that could not be assigned to known iTFs were regulated primarily by RNA polymerase sigma factor. However, it is of particular importance to understand the association between the indirect and direct targets which influence growth physiology. Coexpression analysis using WGCNA revealed the complementary nature of indirect gene targets with direct gene targets in accordance with the metabolite adjustments. For instance, to mitigate the competition for available cellular resources such as precursors and proteinogenic amino acids, if the pathways synthesizing the metabolite is perturbed due to the focal TF, the organism will either reduce the usage of the metabolite in other pathways or promote its degradation if the concentration is found to exceed the demand for the metabolite. Moreover, the coexpressed targets of the focal TF elucidate the preference for interaction with specific iTFs as well as their downstream cognate genes. Hence, we were able to dissect the complexity of regulation on gene expression changes relevant to metabolism. Further, these coexpressed metabolic genes can be considered coregulated genes, given the similar expression profiles and upstream consensus motif sequences for any TF. Overall, the insights obtained from the gene coexpression patterns for E. coli K-12 can now be employed to explore other gene-regulatory mechanisms that enable the organism to cope with stress or changes in carbon sources.

Our previous work showed the allocation of necessary and unnecessary proteome sector and metabolite adjustments, driven by the global transcriptional factors FNR, ArcA, and IHF (26). Here, using an integrated flow of analysis (Fig. 1), we elucidated the plausible regulatory interaction and cross talk effects in formulating an appropriate biological response for a particular environment. However, we note that the correlation analysis explores only the possibility of occurrence of putative metabolite-TF interactions and does not imply direct causation. Thus, additional work involving the experimental validation of metabolite-TF interactions (15, 59) as well as characterizing other modes of regulation, such as small RNA (sRNA) (60) or protein-protein interaction (61), would further contribute to our comprehensive understanding. In addition, the demarcation of the indirect and direct targets of global TFs is condition dependent, meaning that these indirect targets have binding sites for the TF but represent silent targets for that particular environment (23, 46). These sites could also represent relaxed-specificity sites that could enable adaptation to newer environments (62). Additional experiments supporting TF binding to promoters of uncharacterized or putative direct targets will further strengthen our predictions. Nevertheless, this study serves as a valuable approach to accurately deconvolve the complex layers of TF-driven regulation and systems-level regulation, in general.

## MATERIALS AND METHODS

### Strain construction.

The E. coli K-12 strain MG1655 was used to construct the double deletions Δ*fnr* Δ*arcA* (FA), Δ*fnr* Δ*ihf* (FI), and Δ*arcA* Δ*ihf* (AI). Δ*ihf* represents a deletion of the genes encoding both subunits (Table S2). The strains were generated using λRed-mediated homologous recombination using plasmid pKD46, with pKD13 as the template plasmid and pCP20 for removal of markers (33). The gene deletions were verified by PCR as well as Sanger sequencing using primers against the gene of interest. After verifications, stocks were prepared in 25% glycerol (final concentration) and stored at −80°C.

### Media and strain cultivation.

The cells were cultivated anaerobically in a 500-mL bioreactor (Applikon) containing 400 mL of M9 minimal medium (6 g/L anhydrous Na_2_HPO_4_, 3 g/L KH_2_PO_4_, 1 g/L NH_4_Cl, 0.5 g/L NaCl plus 2 mM MgSO_4_ and 0.1 mM CaCl_2_) with 2 g/L glucose as the carbon source. The cultivations and bioreactor settings were done as reported previously (26). Briefly, the cells were used to inoculate the 400 mL of M9 minimal medium with 2 g/L glucose in a bioreactor, and the starting optical density (OD) of the culture was set at approximately 0.07. The temperature in the bioreactor was maintained at 37°C, stirrer speed was 150 rpm, and pH was maintained at 7.2. The bioreactor was sparged with nitrogen to maintain the dissolved oxygen levels at zero. The slope of the linear regression line fit the natural logarithm of the OD_600_ (OD at 600 nm)-versus-time plot; ln(OD_600_) versus time (in hours) was used to calculate the exponential growth rate of the organism. All the physiological and multi-omics characterizations were done in the exponential phase of the organism. The dry cell weight (DCW) for each strain was experimentally derived during its exponential growth phase, where an OD_600_ of 1.0 corresponds to 0.44 g DCW h^−1^.

All phenotypic characterizations were performed in three biological replicates (*n* = 3) as described previously (26). Extracellular supernatants collected during the exponential growth phase were used to determine the rates of glucose uptake as well as the rates of secretion of extracellular mixed acid fermentation metabolites, such as acetate, lactate, pyruvate, succinate, formate, and ethanol, and the yields thereafter. All physiological characterizations were tested for significance by using an unpaired two-tailed Student’s *t* test.

Cell cultivations were performed in a chemostat (5, 8), wherein the feed medium composition was the same as that of the batch medium. The WT strain was grown under anaerobic batch growth until 80% of the maximum biomass was produced (biomass formation was monitored by OD measurements) or until 80% of the glucose present in the medium was consumed (glucose levels were monitored by high-performance liquid chromatography [HPLC]), after which addition of the feed medium was started. The dilution rate in the chemostat was maintained at 0.21 h^−1^. Once the cells reached the steady state, the chemostat cultivation was continued for 3 to 5 residence times, after which the cells were harvested for RNA extraction and sequencing. The RNA sequencing data for aerobic batch growth performed under identical chemostat conditions were obtained from reference (8).

### RNA extraction and mRNA enrichment.

The RNA extraction for each strain was done in the mid-exponential phase for two biological replicates as described previously (26). Library preparation for RNA sequencing was done following a paired-end strand-specific protocol using a NEBNext Ultra Directional RNA library kit. RNA sequencing was carried out on an Illumina HiSeq 4000 system in rapid run mode using the 2 × 150-bp format at Genotypic Technologies, Bangalore, India. For chemostat cultivations (aerobic and anaerobic), the harvested RNA was extracted and sent to C-CAMP NCBS Bangalore for RNA sequencing with a NEBNext Ultra II Directional RNA library kit (single strand specific) and run on an Illumina HiSeq 2500 system (rapid run mode) using the 1 × 50-bp format.

### Transcriptome data analysis.

The raw RNA sequencing files from the mid-exponential phase of batch growth and the chemostat cultivations were first trimmed with CUTADAPT (63) to eliminate the adapter sequences and the low-quality reads. The trimmed reads were mapped to the E. coli K-12 MG1655 genome (GenBank accession number NC_00913.3) using Burrows-Wheeler Aligner (BWA) (64), and the .sam file was then converted to a .bam file using SAMtools (65). Counts at each gene level were assigned with FeatureCounts (66) using the reference genome provided in gene transfer format. The 4,466 genes used for the analysis were obtained from the EcoCyc database (v. 21.5) (44). All rRNA, tRNA, and sRNA genes were excluded from the analysis. Differentially expressed genes were analyzed using EdgeR (67) after eliminating the genes having fewer than 10 reads. The genes that had a ≥2-fold change in gene expression (in both directions) and had a BH-adjusted *P* value of <0.05 were considered DEGs and were used for subsequent analysis. The DEGs were then enriched for metabolic pathways using KEGG pathway classification, and the significance of each pathway was checked using a hypergeometric test (*P* < 0.05, BH adjusted) in R (4.0.3). The criterion for a pathway to be considered significant was at least nine upregulated or downregulated genes. DEGs without any accession ID (EcoCyc), such as phantom genes, were not included in the analysis.

In the comparison of transcriptomes between the WT anaerobic fermentation versus the WT aerobic respiration from glucose-limited chemostat cultivations, the DEGs were annotated as regulation-specific (Data Set S1) and represent genes that are not altered due to changes in growth rate or low growth rate. These DEGs were filtered with the threshold of a (Benjamini-Hochberg-adjusted) *P* value of <0.05 and at least a 2-fold change in expression. These genes were then used to identify the regulation-specific and growth rate-mediated genes in the transcriptome changes of single or double mutants compared to the WT in batch mid-exponential phase. These regulation-specific genes were further validated using previously reported direct gene targets of these regulators from *in vivo* ChIP binding data as well as binding motif prediction analysis using FIMO from the MEME suite (43). The global and pathway-specific local regulators together with their cognate gene targets were obtained from RegulonDB (v 10.6.3) (45). The KPE DEGs were independently enriched for global and local TFs, and significance was assessed by Fisher’s exact test (BH adjusted, *P* < 0.05) with an arbitrary set of 5 genes. It should be noted that even though the deleted TFs can be enriched in the case of indirect gene sets, they were not considered for analysis based on the assumption that these genes have other TF binding sites that overlap or simply that they are bound yet represent silent targets (23, 46) for this particular condition. Further, enriched TFs which have dual regulation were considered neither for NCA nor for correlation analysis. The inferred activity of the iTFs was determined based on the manual interpretation of the changes in its target gene expression. For instance, we defined the activity of an iTF repressor as decreased when there was activation of its gene targets.

Gene ontology analysis was performed using the AmiGO 2 database (68) or topGO package (69). The top categories with either an FDR of <0.05 or a *P* value of <0.05 that accounts for a larger set of genes were considered for further analysis.

### Metabolomics. (i) Extraction of metabolites.

The metabolite extraction for each of the strains was performed in the mid-exponential phase. Metabolite extraction was performed for 3 biological and 2 technical replicates (*n* = 3). A fast-cooling method was employed to quench the harvested cells as described previously (8, 26). ^13^C-labeled extracts were used as internal standards generated by growing WT E. coli K-12 MG1655 cells aerobically and were then used to quantify the key metabolite pool sizes using an isotope-based dilution method as done previously. During the earliest stage of extraction, each of the samples was spiked with a fixed volume of internal standard. The volume of the pooled internal standard was added to each sample such that the external and internal standard peak heights differed less than 5-fold. Following the sample preparation steps (8, 26), the samples were completely dried in a vacuum concentrator and stored at −80°C. Before analysis in an LC-MS/MS instrument, samples were reconstituted in 100 μL of chilled (−20°C) acetonitrile-buffered water (60:40 [vol/vol]) and centrifuged at 4°C for 10 min, and the supernatant was transferred to prechilled glass vials. Buffered water contained 10 mM ammonium acetate (pH 9.23). pH was adjusted using ammonium hydroxide prepared in HPLC-grade water.

### (ii) LC-MS/MS settings.

The samples for metabolomic analysis were run on a high-resolution Orbitrap Q Exactive Plus mass spectrophotometer (Thermo) equipped with a SeQuant ZIC-pHILIC column (Merck; dimensions, 150 mm by 2.1 mm by 5 μm) and in sequence with a ZIC-pHILIC guard column (Merck; dimensions, 20 mm by 2.1 mm by 5 μm) with the LC-MS/MS settings and calibrations as described previously (8, 26). An alkaline mobile phase was used with an electron spray ionization (ESI) ion source operated in positive (M + H)^+^ and negative (M − H)^−^ modes separately. A full scan range of 66.7 to 1000 *m/z* was applied for positive as well as negative modes, and the spectrum data type was set to profile mode. The mobile phase used for chromatographic separation consisted of a nonpolar phase A (acetonitrile-water mixed at a ratio of 9:1, 10 mM ammonium acetate [pH 9.23] using ammonium hydroxide) and polar phase B (acetonitrile-water mixed at a ratio of 1:9, 10 mM ammonium acetate [pH 9.23] using ammonium hydroxide). A linear gradient with a flow rate of 200 μL/min was set as follows: 0 to 1 min, 0% B; 1 to 32 min, 77.5% B; 32 to 36 min, 77.5% B to 100% B; 36 to 40 min, hold at 100% B; 40 to 50 min, 100% B to 0% B; 50 to 65 min, re-equilibration with 0% B. An injection volume of 5 μL was used for all the samples and standards.

### (iii) Metabolomics data analysis.

The raw data from the machine were assessed using the Xcalibur 4.3 (Thermo Fisher Scientific) Quan Browser software package as done previously (8, 26). A semiquantitative analysis was performed using peak heights of precursor ions with a signal/noise (S/N) ratio of more than 3, a retention time window of less than 60 s, and less than 5 ppm mass error. Height ratios of metabolites were obtained after normalizing the peak heights of the samples to the peak heights of the internal standards used. The absolute concentrations of metabolites were determined using ^12^C-labeled chemical standards (mix of 40 metabolites) as described previously (8, 26). Metabolite concentrations were imputed for missing values and biomass normalized. These values were g-log transformed for identification of the statistically significant metabolites using MetaboAnalyst. Metabolites with an FDR of <0.05 (2-tailed unpaired Student’s *t* test) were considered for further analysis. The absolute metabolite concentrations were expressed as micromoles per gram of DCW or height ratio per gram of DCW.

### NCA.

NCA was performed using the MATLAB scripts and codes made available at GitHub from reference 15 with minor modifications. Only the network component analysis and bootstrap code files were used in this study. NCA predicts TF activity by least-square optimization between the log_10_-transformed gene expression data (in transcripts per million) and the product of connectivity (*a priori*-known interactions between the TF and cognate genes) and TF activity (29). NCA was performed on a smaller data set, especially on the growth-rate specific or indirect gene sets that belonged to the KPE upregulated and downregulated DEGs. As we used a smaller data set, only regulators which were able to reproduce the inferred activity profiles similar to manual interpretation were retained for the analysis. For instance, if a TF positively regulated 4 to 5 genes and is primarily an activator based on the *a priori* knowledge and if this TF showed inferred activity values that indicate a repressor or were inconclusive, then the TF was excluded from further analyses. We were able to successfully reproduce the TF interactions in more than 80% of the TFs across all the growth-rate specific genes in the up- and downregulated KPE DEGs for all the strains. An RNA polymerase that connected all the genes within a set was retained. Analysis of sigma factors such as sigma-70 or sigma-38 along with ppGpp was excluded. The simulation was performed in triplicate for each condition along with bootstrapping to ensure confidence in smaller data sets (70) as well as to keep the data symmetric for correlation with metabolite concentrations. The bootstrap was performed on each TF with 95% confidence intervals across all randomized iterations in each replicate and condition.

### Metabolite-TF interactions.

We analyzed the target enrichments of iTFs available from RegulonDB and EcoCyc in the KPE DEGs restricted to indirect gene targets. The activity of transcriptional regulators was predicted based on the mode of interaction with its target genes. For instance, if the TF is a repressor and the gene targets of the regulator showed a reduction in gene expression, then we inferred that the activity of the TF had increased. A similar analogy was applied in the case of the activator. However, if the TF had less than 70% of its targets positively or negatively regulated, then the regulator was assigned to be a dual regulator. TFs whose interaction with their complete gene lists was not conclusive (<70%) were excluded from the correlation analysis. For instance, if a TF regulated 10 genes, with expression of 7 of them being repressed and expression of 3 being activated, then the TF is regarded as a repressor and retained for analysis. However, if expression of 5 genes was activated and that of the other 5 was repressed, then the TF supposedly functions as a dual regulator, and such regulators were excluded from the correlation analysis. Further, the TFs whose activities were not reproducible in NCA in terms of their manual interpretation were also excluded from the correlation analysis. Next, the metabolites that fell under the direct targets of the focal TFs were retained for correlation analysis. The logic is that the deletion of TF results in changes in gene expression of the direct targets followed by metabolite changes associated with these genes, and these metabolites allosterically affect the inferred activity of other iTFs that regulate part of the growth rate-mediated or indirect gene sets. To identify the direct target-specific metabolites, we performed joint pathway analysis (Metaboanalyst [71]) using both the upregulated and downregulated direct target genes with statistically significant metabolite changes for each of the mutants. Pairs (at least 1 metabolite with many genes or 1 gene with many metabolites) which had an impact value of >0.1 (Metaboanalyst) were retained for the correlation analysis (cutoff arbitrarily set). A Pearson correlation analysis was performed to identify the metabolite-TF interactions. This correlation analysis represents the possibility of occurrence of metabolite-TF interaction and require experimental confirmation. An initial screening of metabolite-TF interactions involved selecting metabolite-TF pairs that had a Pearson correlation coefficient of >0.75 but were statistically significant (*P* < 0.05). Later, those that had a correlation coefficient [*r*] of >0.9 and were statistically significant (*P* < 0.01) and those obtained from literature but found to be significant (*r* > 0.8, *P* < 0.05) in our data set were retained for further analysis.

### WGCNA analysis on compendium gene expression data.

The compendium gene expression data for E. coli K-12 were obtained from the COLOMBOS database (20). COLOMBOS has gene expression data from microarray and transcriptome sequencing (RNA-seq) experiments for various environmental conditions and is further normalized to make it comparable across these conditions. To make the data suitable for coexpression network analysis, the data without centering or scaling were used to impute missing values for the large data set using the global SVD impute function (72, 73). This was performed using pcaMethods (74) with the following parameters: no. of principle components = 5, threshold = 0.01, maxSteps = 1,000, cross-validation cv = “q2”. Further, the expression data were assessed by the goodSamplegenes function from the WGCNA (31) package in R. Finally, the total numbers of genes and samples considered for each organism were 4,189 genes and 4,077 samples. For construction of coexpression networks, the scale-free topology was computed using the pickSoftThreshold function and biweight midcorrelation with default parameters to obtain robust modules from a larger data set. This was followed by construction of a signed topology overlap matrix (TOM). The coexpressed genes were clustered into modules using the flashClust function with the minimum module size set to 30. The cuttreeDynamic function was used to merge the highly similar modules based on eigengenes and a correlation value of 0.75. Each module was represented using a color, and if not mentioned otherwise, the color gray corresponds to uncorrelated genes. In the figures and for all downstream analysis, the genes that belong to a module color and are regulated by iTF (whether enriched or not) are shown/categorized separately. For coexpression analysis, the module colors which had at least 5 genes were considered. Gene ontology analysis was performed on the gene list assigned to a module color considering the above-mentioned criteria.

### Regulator prediction for promoters of direct gene targets.

The potential direct targets which were obtained from chemostat analysis and which did not have reported literature (EcoCyc) or experimental backing were reanalyzed using the FIMO tool (5.4.1) from the MEME suite. The consensus motif used for the analysis for FNR (5′-TTGATNNNNATCAA-3′ or 5′-TTGATYWNNATCAA-3′), ArcA (5′-GTTAATTAAATGTTA-3′ or 5′-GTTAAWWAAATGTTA-3′), and IHF (5′-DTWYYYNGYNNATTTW-3′ or 5′-WWWNWWNWTNTTW-3′) regulators was obtained from the literature (22–25, 27, 44, 45). Statistically significant motifs (*P* < 0.01) were retained such that the binding sites were strictly within 250 bp upstream of the transcription start site of the target gene. Any motif found within the coding region of any gene was excluded from the analysis.

### Sigma factor prediction for promoters of indirect gene targets.

Indirect genes for which no specific global or local regulator could be assigned by either database or for which, despite the presence of binding sites, the regulators were not significantly enriched were considered to be just under the control of RNA polymerase sigma factors. Promoter prediction was done either using iPromoter2L (54, 55) for genes that did not have an annotated RNA polymerase sigma binding site or predictions from EcoCyc. An upstream region 200 bp from the start codon of the gene was chosen for the analysis. The region size (200 to 81 bp) was accordingly adjusted such that the regions did not overlap any coding or promoter regions of other genes. If there was no annotation of any of the sigma factors or if genes were arranged in an operon, then the region upstream of the first gene or the nearest gene was used for the sigma factor identification. The choice and order of arrangement of the predicted sigma factors were done based on the frequency and closeness to the transcriptional start site.

### Data availability.

The RNA sequencing data and the processed files from this study are available at NCBI Geo (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc) with accession number GSE195954. The metabolomics data presented in this study are available at the NIH Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench (https://www.metabolomicsworkbench.org), where it has been assigned project ID PR001316.

## References

[1] Seshasayee ASN, Sivaraman K, Luscombe NM. 2011. An overview of prokaryotic transcription factors: a summary of function and occurrence in bacterial genomes. Subcell Biochem 52:7–23. doi:10.1007/978-90-481-9069-0_2.21557077

[2] Babu MM, Luscombe NM, Aravind L, Gerstein M, Teichmann SA. 2004. Structure and evolution of transcriptional regulatory networks. Curr Opin Struct Biol 14:283–291. doi:10.1016/j.sbi.2004.05.004.15193307

[3] Martínez-Antonio A, Collado-Vides J. 2003. Identifying global regulators in transcriptional regulatory networks in bacteria. Curr Opin Microbiol 6:482–489. doi:10.1016/j.mib.2003.09.002.14572541

[4] Grainger DC, Hurd D, Harrison M, Holdstock J, Busby SJW. 2005. Studies of the distribution of Escherichia coli cAMP-receptor protein and RNA polymerase along the E. coli chromosome. Proc Natl Acad Sci USA 102:17693–17698. doi:10.1073/pnas.0506687102.16301522PMC1308901

[5] Utrilla J, O’Brien EJ, Chen K, McCloskey D, Cheung J, Wang H, Armenta-Medina D, Feist AM, Palsson BO. 2016. Global rebalancing of cellular resources by pleiotropic point mutations illustrates a multi-scale mechanism of adaptive evolution. Cell Syst 2:260–271. doi:10.1016/j.cels.2016.04.003.27135538PMC4853925

[6] Berthoumieux S, De Jong H, Baptist G, Pinel C, Ranquet C, Ropers D, Geiselmann J. 2013. Shared control of gene expression in bacteria by transcription factors and global physiology of the cell. Mol Syst Biol 9:634. doi:10.1038/msb.2012.70.23340840PMC3564261

[7] Gerosa L, Kochanowski K, Heinemann M, Sauer U. 2013. Dissecting specific and global transcriptional regulation of bacterial gene expression. Mol Syst Biol 9:658. doi:10.1038/msb.2013.14.23591774PMC3658269

[8] Pal A, Iyer MS, Srinivasan S, Seshasayee ASN, Venkatesh KV. 2022. Global pleiotropic effects in adaptively evolved Escherichia coli lacking CRP reveal molecular mechanisms that define the growth physiology. Open Biol 12:210206. doi:10.1098/rsob.210206.35167766PMC8846999

[9] Li Z, Pan Q, Xiao Y, Fang X, Shi R, Fu C, Danchin A, You C. 2019. Deciphering global gene expression and regulation strategy in Escherichia coli during carbon limitation. Microb Biotechnol 12:360–376. doi:10.1111/1751-7915.13343.30536863PMC6390033

[10] Pan Q, Li Z, Ju X, Hou C, Xiao Y, Shi R, Fu C, Danchin A, You C. 2021. Escherichia coli segments its controls on carbon-dependent gene expression into global and specific regulations. Microb Biotechnol 14:1084–1106. doi:10.1111/1751-7915.13776.33650807PMC8085971

[11] Klumpp S, Zhang Z, Hwa T. 2009. Growth rate-dependent global effects on gene expression in bacteria. Cell 139:1366–1375. doi:10.1016/j.cell.2009.12.001.20064380PMC2818994

[12] Yu R, Vorontsov E, Sihlbom C, Nielsen J. 2021. Quantifying absolute gene expression profiles reveals distinct regulation of central carbon metabolism genes in yeast. Elife 10:e65722. doi:10.7554/eLife.65722.33720010PMC8016476

[13] Martínez-Antonio A. 2011. Escherichia coli transcriptional regulatory network. Netw Biol 1:21–33.10.1016/j.jmb.2008.05.054PMC272628218599074

[14] Link H, Kochanowski K, Sauer U. 2013. Systematic identification of allosteric protein-metabolite interactions that control enzyme activity in vivo. Nat Biotechnol 31:357–361. doi:10.1038/nbt.2489.23455438

[15] Lempp M, Farke N, Kuntz M, Freibert SA, Lill R, Link H. 2019. Systematic identification of metabolites controlling gene expression in E. coli. Nat Commun 10:4463. doi:10.1038/s41467-019-12474-1.31578326PMC6775132

[16] Martin BJ, Wolfram L, Matthieu J, Markus U, Jan M, Eric B, Bernd H, Jacobus KR, Ludovic LC, François L, Ulrike M, Pierre N, Sjouke P, Frank R, Dörte B, Philippe B, Elena B, DE L, Etienne DMDK, Geoff D, Samuel D, Liza F, Fm J, Anne G, Annette H, Hc R, Michael H, Sebastian H, Claus H, Hanne J, Edda K, Aurélie L, Peter L, Frank M, Philippe N, Sabine P, Nathalie P, Susanne P, Simon R, Bernd R, Marc S, Julian S, Benno S, Maarten VDJ, Patrick V, Sean WJWA, Jörg S, Stéphane A, et al. 2012. Global network reorganization during dynamic adaptations of Bacillus subtilis metabolism. Science 335:1099–1103. doi:10.1126/science.1206871.22383848

[17] Chubukov V, Gerosa L, Kochanowski K, Sauer U. 2014. Coordination of microbial metabolism. Nat Rev Microbiol 12:327–340. doi:10.1038/nrmicro3238.24658329

[18] Kochanowski K, Gerosa L, Brunner SF, Christodoulou D, Nikolaev YV, Sauer U. 2017. Few regulatory metabolites coordinate expression of central metabolic genes in Escherichia coli. Mol Syst Biol 13:903. doi:10.15252/msb.20167402.28049137PMC5293157

[19] Tsai MJ, Wang JR, Yang CD, Kao KC, Huang WL, Huang HY, Tseng CP, Huang HD, Ho SY. 2018. PredCRP: predicting and analysing the regulatory roles of CRP from its binding sites in Escherichia coli. Sci Rep 8:951. doi:10.1038/s41598-017-18648-5.29343727PMC5772556

[20] Meysman P, Sonego P, Bianco L, Fu Q, Ledezma-Tejeida D, Gama-Castro S, Liebens V, Michiels J, Laukens K, Marchal K, Collado-Vides J, Engelen K. 2014. COLOMBOS v2.0: an ever expanding collection of bacterial expression compendia. Nucleic Acids Res 42:649–653. doi:10.1093/nar/gkt1086.PMC396501324214998

[21] Kang Y, Weber KD, Qiu Y, Kiley PJ, Blattner FR. 2005. Genome-wide expression analysis indicates that FNR of Escherichia coli K-12 regulates a large number of genes of unknown function. J Bacteriol 187:1135–1160. doi:10.1128/JB.187.3.1135-1160.2005.15659690PMC545700

[22] Myers KS, Yan H, Ong IM, Chung D, Liang K, Tran F, Keleş S, Landick R, Kiley PJ. 2013. Genome-scale analysis of Escherichia coli FNR reveals complex features of transcription factor binding. PLoS Genet 9:11–13. doi:10.1371/journal.pgen.1003565.PMC368851523818864

[23] Park DM, Akhtar MS, Ansari AZ, Landick R, Kiley PJ. 2013. The bacterial response regulator ArcA uses a diverse binding site architecture to regulate carbon oxidation globally. PLoS Genet 9:e1003839. doi:10.1371/journal.pgen.1003839.24146625PMC3798270

[24] Federowicz S, Kim D, Ebrahim A, Lerman J, Nagarajan H, Cho BK, Zengler K, Palsson B. 2014. Determining the control circuitry of redox metabolism at the genome-scale. PLoS Genet 10:e1004264. doi:10.1371/journal.pgen.1004264.24699140PMC3974632

[25] Grainger DC, Aiba H, Hurd D, Browning DF, Busby SJW. 2007. Transcription factor distribution in Escherichia coli: studies with FNR protein. Nucleic Acids Res 35:269–278. doi:10.1093/nar/gkl1023.17164287PMC1802558

[26] Iyer MS, Pal A, Srinivasan S, Somvanshi PR. 2021. Global transcriptional regulators fine-tune the translational and metabolic efficiency for optimal growth of Escherichia coli. mSystems 6:e00001-21. doi:10.1128/mSystems.00001-21.33785570PMC8546960

[27] Prieto AI, Kahramanoglou C, Ali RM, Fraser GM, Seshasayee ASN, Luscombe NM. 2012. Genomic analysis of DNA binding and gene regulation by homologous nucleoid-associated proteins IHF and HU in Escherichia coli K12. Nucleic Acids Res 40:3524–3537. doi:10.1093/nar/gkr1236.22180530PMC3333857

[28] Kahramanoglou C, Seshasayee ASN, Prieto AI, Ibberson D, Schmidt S, Zimmermann J, Benes V, Fraser GM, Luscombe NM. 2011. Direct and indirect effects of H-NS and Fis on global gene expression control in Escherichia coli. Nucleic Acids Res 39:2073–2091. doi:10.1093/nar/gkq934.21097887PMC3064808

[29] Liao JC, Boscolo R, Yang YL, Tran LM, Sabatti C, Roychowdhury VP. 2003. Network component analysis: reconstruction of regulatory signals in biological systems. Proc Natl Acad Sci USA 100:15522–15527. doi:10.1073/pnas.2136632100.14673099PMC307600

[30] Liu W, Li L, Long X, You W, Zhong Y, Wang M, Tao H, Lin S, He H. 2018. Construction and analysis of gene co-expression networks in Escherichia coli. Cells 7:19. doi:10.3390/cells7030019.29518040PMC5870351

[31] Langfelder P, Horvath S. 2008. WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics 9:559. doi:10.1186/1471-2105-9-559.19114008PMC2631488

[32] Galán-Vásquez E, Perez-Rueda E. 2019. Identification of modules with similar gene regulation and metabolic functions based on co-expression data. Front Mol Biosci 6:139. doi:10.3389/fmolb.2019.00139.31921888PMC6929668

[33] Datsenko KA, Wanner BL. 2000. One-step inactivation of chromosomal genes in Escherichia coli K-12 using PCR products. Proc Natl Acad Sci USA 97:6640–6645. doi:10.1073/pnas.120163297.10829079PMC18686

[34] Covert MW, Knight EM, Reed JL, Herrgard MJ, Palsson BO. 2004. Integrating high-throughput and computational data elucidates bacterial networks. Nature 429:92–96. doi:10.1038/nature02456.15129285

[35] Liebermeister W, Noor E, Flamholz A, Davidi D, Bernhardt J, Milo R. 2014. Visual account of protein investment in cellular functions. Proc Natl Acad Sci USA 111:8488–8493. doi:10.1073/pnas.1314810111.24889604PMC4060655

[36] Tweeddale H, Notley-Mcrobb L, Ferenci T. 1998. Effect of slow growth on metabolism of Escherichia coli, as revealed by global metabolite pool (‘metabolome’) analysis. J Bacteriol 180:5109–5116. doi:10.1128/JB.180.19.5109-5116.1998.9748443PMC107546

[37] Metzl-Raz E, Kafri M, Yaakov G, Soifer I, Gurvich Y, Barkai N. 2017. Principles of cellular resource allocation revealed by condition-dependent proteome profiling. eLife 6:e28034. doi:10.7554/eLife.28034.28857745PMC5578734

[38] Scott M, Klumpp S, Mateescu EM, Hwa T. 2014. Emergence of robust growth laws from optimal regulation of ribosome synthesis. Mol Syst Biol 10:747. doi:10.15252/msb.20145379.25149558PMC4299513

[39] Dai X, Zhu M, Warren M, Balakrishnan R, Okano H, Williamson JR, Fredrick K, Hwa T. 2018. Slowdown of translational elongation in Escherichia coli under hyperosmotic stress. mBio 9:e02375-17. doi:10.1128/mBio.02375-17.29440576PMC5821080

[40] Dai X, Zhu M, Warren M, Balakrishnan R, Patsalo V, Okano H, Williamson JR, Fredrick K, Wang Y-P, Hwa T. 2016. Reduction of translating ribosomes enables Escherichia coli to maintain elongation rates during slow growth. Nat Microbiol 2:16231. doi:10.1038/nmicrobiol.2016.231.27941827PMC5346290

[41] Li SH, Li Z, Park JO, King CG, Rabinowitz JD, Wingreen NS, Gitai Z. 2018. Escherichia coli translation strategies differ across carbon, nitrogen and phosphorus limitation conditions. Nat Microbiol 3:939–947. doi:10.1038/s41564-018-0199-2.30038306PMC6278830

[42] Zhang Q, Brambilla E, Shi H, Lagomarsino MC, Sclavi B. 2020. A decrease in transcription capacity limits growth rate upon translation inhibition. mSystems 5:e00575-20. doi:10.1128/mSystems.00575-20.32900870PMC7483510

[43] Grant CE, Bailey TL, Noble WS. 2011. FIMO: scanning for occurrences of a given motif. Bioinformatics 27:1017–1018. doi:10.1093/bioinformatics/btr064.21330290PMC3065696

[44] Keseler IM, Mackie A, Santos-Zavaleta A, Billington R, Bonavides-Martínez C, Caspi R, Fulcher C, Gama-Castro S, Kothari A, Krummenacker M, Latendresse M, Muñiz-Rascado L, Ong Q, Paley S, Peralta-Gil M, Subhraveti P, Velázquez-Ramírez DA, Weaver D, Collado-Vides J, Paulsen I, Karp PD. 2017. The EcoCyc database: reflecting new knowledge about Escherichia coli K-12. Nucleic Acids Res 45:D543–D550. doi:10.1093/nar/gkw1003.27899573PMC5210515

[45] Santos-Zavaleta A, Salgado H, Gama-Castro S, Sánchez-Pérez M, Gómez-Romero L, Ledezma-Tejeida D, García-Sotelo JS, Alquicira-Hernández K, Muñiz-Rascado LJ, Peña-Loredo P, Ishida-Gutiérrez C, Velázquez-Ramírez DA, Del Moral-Chávez V, Bonavides-Martínez C, Méndez-Cruz CF, Galagan J, Collado-Vides J. 2019. RegulonDB v 10.5: tackling challenges to unify classic and high throughput knowledge of gene regulation in E. coli K-12. Nucleic Acids Res 47:D212–D220. doi:10.1093/nar/gky1077.30395280PMC6324031

[46] Choudhary KS, Kleinmanns JA, Decker K, Sastry AV, Gao Y, Szubin R, Seif Y, Palsson BO. 2020. Elucidation of regulatory modes for five two-component systems in Escherichia coli reveals novel relationships. mSystems 5:e00980-20. doi:10.1128/mSystems.00980-20.33172971PMC7657598

[47] Schmidt A, Kochanowski K, Vedelaar S, Ahrné E, Volkmer B, Callipo L, Knoops K, Bauer M, Aebersold R, Heinemann M. 2016. The quantitative and condition-dependent Escherichia coli proteome. Nat Biotechnol 34:104–110. doi:10.1038/nbt.3418.26641532PMC4888949

[48] Yu R, Campbell K, Pereira R, Björkeroth J, Qi Q, Vorontsov E, Sihlbom C, Nielsen J. 2020. Nitrogen limitation reveals large reserves in metabolic and translational capacities of yeast. Nat Commun 11:1–12. doi:10.1038/s41467-020-15749-0.32312967PMC7171132

[49] Reznik E, Christodoulou D, Goldford JE, Briars E, Sauer U, Segrè D, Noor E. 2017. Genome-scale architecture of small molecule regulatory networks and the fundamental trade-off between regulation and enzymatic activity. Cell Rep 20:2666–2677. doi:10.1016/j.celrep.2017.08.066.28903046PMC5600504

[50] Zampieri M, Hörl M, Hotz F, Müller NF, Sauer U. 2019. Regulatory mechanisms underlying coordination of amino acid and glucose catabolism in Escherichia coli. Nat Commun 10:3354. doi:10.1038/s41467-019-11331-5.31350417PMC6659692

[51] McCloskey D, Xu S, Sandberg TE, Brunk E, Hefner Y, Szubin R, Feist AM, Palsson BO. 2018. Adaptive laboratory evolution resolves energy depletion to maintain high aromatic metabolite phenotypes in Escherichia coli strains lacking the phosphotransferase system. Metab Eng 48:233–242. doi:10.1016/j.ymben.2018.06.005.29906504

[52] Deutscher J, Francke C, Postma PW, Francke C, Postma PW. 2006. How phosphotransferase system-related protein phosphorylation regulates carbohydrate metabolism in bacteria. Microbiol Mol Biol Rev 70:939–1031. doi:10.1128/MMBR.00024-06.17158705PMC1698508

[53] Postma PW, Lengeler JW, Jacobson GR. 1993. Phosphoenolpyruvate:carbohydrate phosphotransferase systems of bacteria. Microbiol Rev 57:543–594. doi:10.1128/mr.57.3.543-594.1993.8246840PMC372926

[54] Liu B, Yang F, Huang D-S, Chou K-C. 2018. iPromoter-2L: a two-layer predictor for identifying promoters and their types by multi-window-based PseKNC. Bioinformatics 34:33–40. doi:10.1093/bioinformatics/btx579.28968797

[55] Chen W, Lei T-Y, Jin D-C, Lin H, Chou K-C. 2014. PseKNC: a flexible web server for generating pseudo K-tuple nucleotide composition. Anal Biochem 456:53–60. doi:10.1016/j.ab.2014.04.001.24732113

[56] Imam S, Noguera DR, Donohue TJ. 2015. An integrated approach to reconstructing genome-scale transcriptional regulatory networks. PLoS Comput Biol 11:e1004103. doi:10.1371/journal.pcbi.1004103.25723545PMC4344238

[57] Hua Q, Yang C, Oshima T, Mori H, Shimizu K. 2004. Analysis of gene expression in Escherichia coli in response to changes of growth-limiting nutrient in chemostat cultures. Appl Environ Microbiol 70:2354–2366. doi:10.1128/AEM.70.4.2354-2366.2004.15066832PMC383082

[58] Simen JD, Michael L, Takors R, Matthes J, Jan M. 2017. Transcriptional response of Escherichia coli to ammonia and glucose fluctuations. Microb Biotechnol 10:858–872. doi:10.1111/1751-7915.12713.28447391PMC5481515

[59] Diether M, Nikolaev YV, Allain HF, Sauer U. 2019. Systematic mapping of protein-metabolite interactions in central metabolism of Escherichia coli. Mol Syst Biol 15:e9008.3146437510.15252/msb.20199008PMC6706640

[60] Wang J, Rennie W, Liu C, Carmack CS, Prévost K, Caron MP, Massé E, Ding Y, Wade JT. 2015. Identification of bacterial sRNA regulatory targets using ribosome profiling. Nucleic Acids Res 43:10308–10320. doi:10.1093/nar/gkv1158.26546513PMC4666370

[61] Arifuzzaman M, Maeda M, Itoh A, Nishikata K, Takita C, Saito R, Ara T, Nakahigashi K, Huang H, Hirai A, Tsuzuki K, Nakamura S, Altaf-Ul-Amin M, Oshima T, Baba T, Yamamoto N, Kawamura T, Ioka-Nakamichi T, Kitagawa M, Tomita M, Kanaya S, Wada C, Mori H. 2006. Large-scale identification of protein–protein interaction of Escherichia coli K-12. Genome Res 16:686–691. doi:10.1101/gr.4527806.16606699PMC1457052

[62] Taylor TB, Shepherd MJ, Jackson RW, Silby MW. 2022. Natural selection on crosstalk between gene regulatory networks facilitates bacterial adaptation to novel environments. Curr Opin Microbiol 67:102140. doi:10.1016/j.mib.2022.02.002.35248980

[63] Martin M. 2011. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J 17:10–12. doi:10.14806/ej.17.1.200.

[64] Li H, Durbin R. 2009. Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics 25:1754–1760. doi:10.1093/bioinformatics/btp324.19451168PMC2705234

[65] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, 1000 Genome Project Data Processing Subgroup. 2009. The Sequence Alignment/Map format and SAMtools. Bioinformatics 25:2078–2079. doi:10.1093/bioinformatics/btp352.19505943PMC2723002

[66] Liao Y, Smyth GK, Shi W. 2014. FeatureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30:923–930. doi:10.1093/bioinformatics/btt656.24227677

[67] Robinson MD, McCarthy DJ, Smyth GK. 2010. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–140. doi:10.1093/bioinformatics/btp616.19910308PMC2796818

[68] Carbon S, Ireland A, Mungall CJ, Shu S, Marshall B, Lewis S, Lomax J, Mungall C, Hitz B, Balakrishnan R, Dolan M, Wood V, Hong E, Gaudet P, Web Presence Working Group. 2009. AmiGO: online access to ontology and annotation data. Bioinformatics 25:288–289. doi:10.1093/bioinformatics/btn615.19033274PMC2639003

[69] Alexa A, Rahnenfuhrer J. 2020. topGO: enrichment analysis for Gene Ontology doi:10.18129/B9.bioc.topGO.

[70] Misra A, Sriram G. 2013. Network component analysis provides quantitative insights on an Arabidopsis transcription factor-gene regulatory network. BMC Syst Biol 7:126. doi:10.1186/1752-0509-7-126.24228871PMC3843564

[71] Xia J, Psychogios N, Young N, Wishart DS. 2009. MetaboAnalyst: a web server for metabolomic data analysis and interpretation. Nucleic Acids Res 37:W652–W660. doi:10.1093/nar/gkp356.19429898PMC2703878

[72] Liew AWC, Law NF, Yan H. 2011. Missing value imputation for gene expression data: computational techniques to recover missing data from available information. Brief Bioinform 12:498–513. doi:10.1093/bib/bbq080.21156727

[73] Troyanskaya O, Cantor M, Sherlock G, Brown P, Hastie T, Tibshirani R, Botstein D, Altman RB. 2001. Missing value estimation methods for DNA microarrays. Bioinformatics 17:520–525. doi:10.1093/bioinformatics/17.6.520.11395428

[74] Stacklies W, Redestig H, Scholz M, Walther D, Selbig J. 2007. pcaMethods—a Bioconductor package providing PCA methods for incomplete data. Bioinformatics 23:1164–1167. doi:10.1093/bioinformatics/btm069.17344241

# Supplementary material for: A Systems Biology Approach To Disentangle the Direct and Indirect Effects of Global Transcription Factors on Gene Expression in Escherichia coli
**Source:** Microbiol Spectr. 2023 Feb 7;11(2):e02101-22. doi: 10.1128/spectrum.02101-22
**Supplement:** Supplemental file 2 — Supplemental material. Download spectrum.02101-22-s0002.pdf, PDF file, 2.8 MB

## Supplementary information for

# A systems biology approach to disentangle the direct and indirect effects of global transcription factors on gene expression in *Escherichia coli*

**Mahesh S. Iyer<sup>1, #</sup>, Ankita Pal<sup>1, #</sup>, K. V. Venkatesh<sup>1, \*</sup>**

<sup>#</sup>Equal contributing authors

## Text S1

The metabolite-TF interactions were considered plausible if the metabolite represents the product or substrate or part of any reactions within the metabolic subsystem of which the TF regulates the corresponding gene expressions. Perturbation in ArcA regulator activity across the strains were majorly involved in changes in gene expression of the putrescine catabolic process. Hence, we observed the association of metabolites such as glutamate, arginine and GABA due to their role in putrescine degradation. Such analogies can be extended to Crp and PuvR regulator activities. 

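*gpmA* (positions 786843 to 787595, reverse strand), which encodes a phosphoglycerate mutase, had 2349 ± 505 CPM in the WT, 1159 ± 69.9 in FA, 659 ± 180 in FI and 475 ± 22.1 in AI (mean ± SD, n = 2). Its log2 fold change was -1.06 in FA (standard error 0.32, adjusted p = 0.167), -1.80 in FI (standard error 0.32, adjusted p = 0.0198) and -2.30 in AI (standard error 0.22, adjusted p = 0.00267) by edgeR's quasi-likelihood test, so it was a DEG in FI and AI. In AI, 26 of the 31 siderophore and iron(III) uptake genes were lower than in the WT, with a median log2 fold change of -1.46 (camera adjusted p = 3.57e-08, fry adjusted p = 0.076), and 17 were downregulated DEGs. Among them, *fepA* (positions 610254 to 612494) had 900 ± 352 CPM in the WT, 127 ± 38.8 in FA, 455 ± 217 in FI and 326 ± 78.0 in AI. It was a DEG in FA (log2 fold change -2.86) and AI (-1.46) and not in FI (-0.95).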

Modulation of Fur regulator activity across the strains involved changes in genes related to siderophore biosynthetic process or glycolysis (*gpmA*). The main compound for enterobactin biosynthesis is chorismate, which is derived from phosphoenolpyruvate. The increase in PEP modulates the Fur to repress the enterobactin biosynthesis so that PEP is made available for necessary biosynthetic processes. Similarly, PEP act as a precursor for aromatic amino acid biosynthesis and could potentially regulate TrpR activity to control tryptophan biosynthesis. The NtrC/GlnG regulator controls gene expression in response to nitrogen starvation. The metabolites  $\alpha$ KG and glutamate play an important role in ammonia assimilation and hence could potentially modulate the activity of NtrC. Further,  $\alpha$ KG and glutamate are crucial in branched chain amino acid synthesis, whose gene expression is regulated by Lrp. As aspartate is a key metabolite needed for synthesis of methionine, its association with MetJ seems reasonable. Glutamate is a structural analog to O-acetyl L-serine due to which we considered the occurrence of an association of CysB with glutamate.

| Mutants | Growth rate   | Glucose uptake rate | Yield of Ethanol | Yield of Formate | Yield of Acetate | Yield of Lactate | Yield of Succinate | Yield of Pyruvate | Yield of Biomass |
|---------|---------------|---------------------|------------------|------------------|------------------|------------------|--------------------|-------------------|------------------|
| WT      | 0.38 ± 0.007  | 16.63 ± 0.5         | 0.18 ± 0.01      | 0.35 ± 0.01      | 0.21 ± 0.01      | 0.02 ± 0         | 0.09 ± 0.01        | 0.02 ± 0          | 0.13 ± 0         |
| IHF     | 0.29 ± 0.007  | 13.26 ± 0.23        | 0.19 ± 0         | 0.36 ± 0.01      | 0.23 ± 0         | 0.04 ± 0.017     | 0.07 ± 0.03        | 0.003 ± 0         | 0.12 ± 0         |
| FNR     | 0.29 ± 0.008  | 12.12 ± 0.62        | 0.18 ± 0.01      | 0.39 ± 0.02      | 0.23 ± 0         | 0.04 ± 0         | 0.05 ± 0           | 0.002 ± 0         | 0.13 ± 0.01      |
| ArcA    | 0.32 ± 0.015  | 13.99 ± 0.44        | 0.18 ± 0.005     | 0.33 ± 0.02      | 0.21 ± 0.01      | 0.01 ± 0         | 0.12 ± 0.01        | 0.002 ± 0         | 0.13 ± 0         |
| FA      | 0.23 ± 0.002  | 11.27 ± 0.43        | 0.17 ± 0.007     | 0.36 ± 0.005     | 0.23 ± 0.009     | 0.04 ± 0.01      | 0.09 ± 0.004       | 0.002 ± 0         | 0.11 ± 0.005     |
| FI      | 0.273 ± 0.011 | 13 ± 0.5            | 0.18 ± 0.004     | 0.37 ± 0.003     | 0.24 ± 0.002     | 0.05 ± 0.011     | 0.07 ± 0.008       | 0.001 ± 0         | 0.12 ± 0.002     |
| AI      | 0.26 ± 0.005  | 14.15 ± 0.32        | 0.2 ± 0.008      | 0.32 ± 0.004     | 0.21 ± 0.005     | 0.01 ± 0         | 0.17 ± 0.002       | 0.004 ± 0         | 0.1 ± 0          |

**Table S1.** Physiological characterization of the strains in anaerobic fermentation of glucose. The measurements of growth rate ( $\text{h}^{-1}$ ), glucose uptake rate ( $\text{mmol/gDCW/h}$ ) and yields ( $\text{g/g}$  glucose) of mixed-acid fermentation products were obtained from three biological replicates ( $n = 3$ ). Yields were calculated by normalizing secretion rates with its glucose uptake rate. The errors indicate standard deviations within the replicates. The measurements for the single mutants were obtained from our previous study (Iyer et al., 2021).

| Strain Name                                     | Genotype                                                                                                                                                                           | Source                     |
|-------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------|
| <i>E. coli</i> K-12 MG1655 WT                   | F <sup>-</sup> , $\lambda^-$ , <i>ilvG</i> - <i>rfb</i> -50 <i>rph</i> -1                                                                                                          | Keio collection CGSC #6300 |
| <i>E. coli</i> K-12 MG1655 $\Delta$ <i>arcA</i> | F <sup>-</sup> , $\lambda^-$ , <i>ilvG</i> - <i>rfb</i> -50 <i>rph</i> -1, $\Delta$ <i>arcA</i> :: <i>kan</i>                                                                      | Iyer et al., 2021          |
| <i>E. coli</i> K-12 MG1655 $\Delta$ <i>fnr</i>  | F <sup>-</sup> , $\lambda^-$ , <i>ilvG</i> - <i>rfb</i> -50 <i>rph</i> -1, $\Delta$ <i>fnr</i> :: <i>kan</i>                                                                       | Iyer et al., 2021          |
| <i>E. coli</i> K-12 MG1655 $\Delta$ <i>ihf</i>  | F <sup>-</sup> , $\lambda^-$ , <i>ilvG</i> - <i>rfb</i> -50 <i>rph</i> -1, $\Delta$ <i>ihfA</i> :: <i>FRT</i> $\Delta$ <i>ihfB</i> :: <i>kan</i>                                   | Iyer et al., 2021          |
| <i>E. coli</i> K-12 MG1655 FA                   | F <sup>-</sup> , $\lambda^-$ , <i>ilvG</i> - <i>rfb</i> -50 <i>rph</i> -1, $\Delta$ <i>fnr</i> :: <i>FRT</i> $\Delta$ <i>arcA</i> :: <i>kan</i>                                    | This study                 |
| <i>E. coli</i> K-12 MG1655 FI                   | F <sup>-</sup> , $\lambda^-$ , <i>ilvG</i> - <i>rfb</i> -50 <i>rph</i> -1, $\Delta$ <i>fnr</i> :: <i>cm</i> $\Delta$ <i>ihfA</i> :: <i>FRT</i> $\Delta$ <i>ihfB</i> :: <i>kan</i>  | This study                 |
| <i>E. coli</i> K-12 MG1655 AI                   | F <sup>-</sup> , $\lambda^-$ , <i>ilvG</i> - <i>rfb</i> -50 <i>rph</i> -1, $\Delta$ <i>arcA</i> :: <i>cm</i> $\Delta$ <i>ihfA</i> :: <i>FRT</i> $\Delta$ <i>ihfB</i> :: <i>kan</i> | This study                 |

**Table S2.** Strains used in this study.

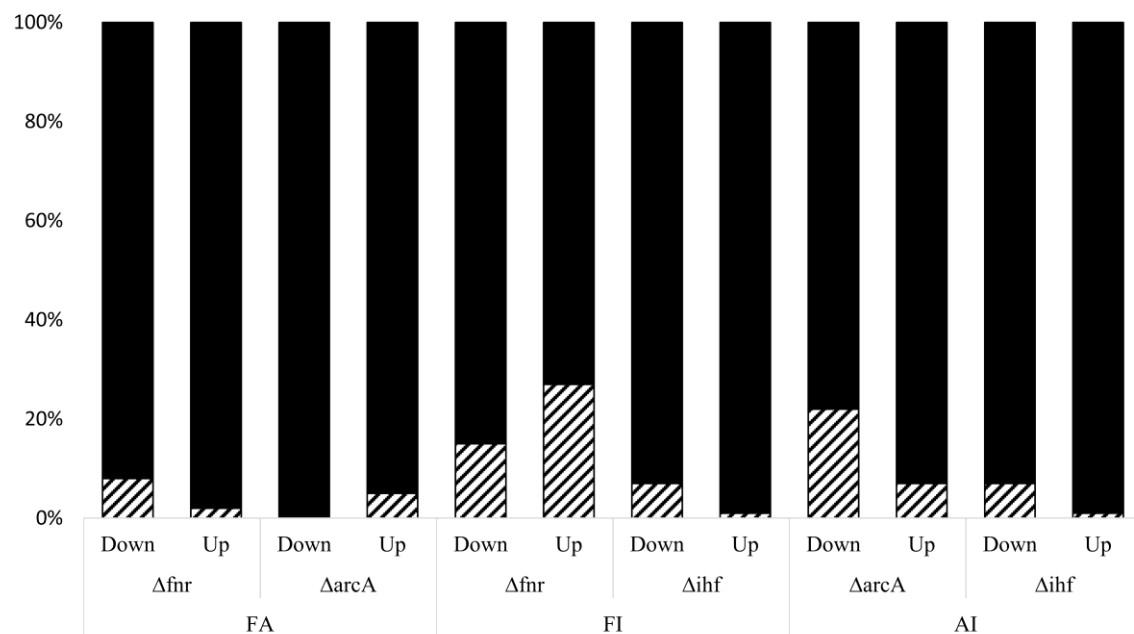

**Figure S1.** Stacked plot depicting the percentage of genes in the double mutants that followed similar direction ( $\log_2FC < 0$  or  $> 0$ ) of gene expression as in downregulated and upregulated DEGs in the single mutants. The black region represents the genes that followed the same direction of expression in case of the double mutants and were DEGs in the single mutants. The checkered region represents the genes that did not follow the direction of gene expression.

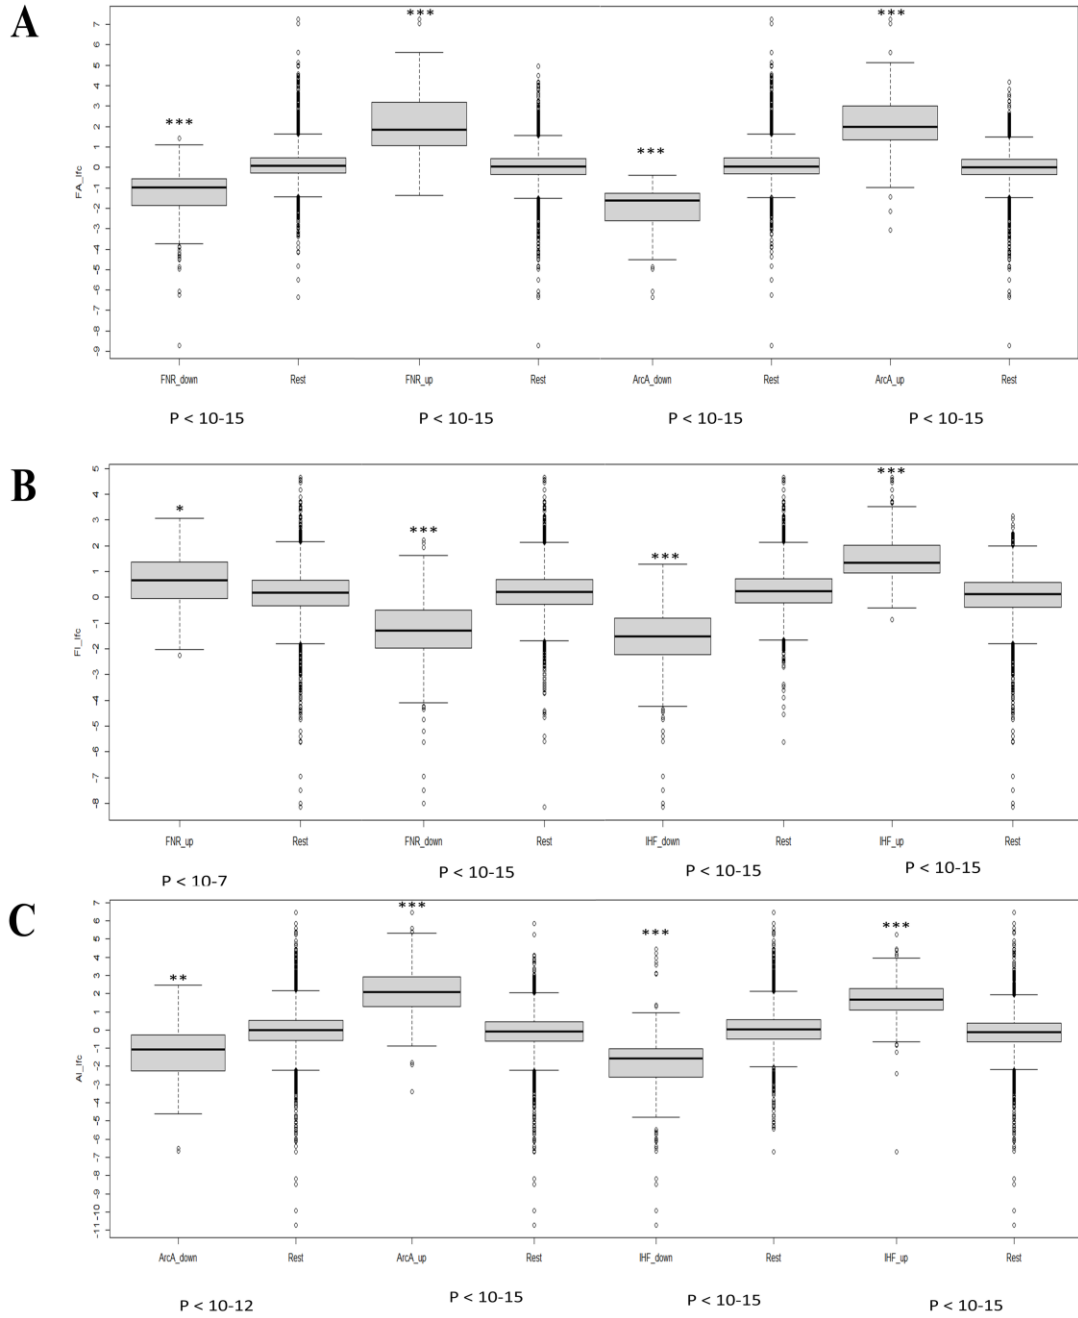

**Figure S2.** Boxplots of log2 fold change in gene expression in **A)** FA, **B)** FI and **C)** AI strains (compared to WT) which was significantly downregulated or upregulated in the single mutants compared to rest of the genes. Significance is represented by asterisks wherein \* indicates  $P < 10^{-7}$ , \*\* indicates  $P < 10^{-12}$  and \*\*\* indicates  $P < 10^{-15}$  (Wilcoxon test).

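In the libraries analysed here, the genes lower in the *fnr* mutant had a median log2 fold change of -1.96 in FA and -1.46 in FI, and those higher in the *fnr* mutant had medians of 2.95 in FA and 0.68 in FI. The genes lower in the *ihf* mutant had medians of -1.59 in FI and -1.5 in AI, and the higher genes had medians of 1.35 in FI and 1.77 in AI. The median over all tested genes was 0.05 in FA, 0.19 in FI and -0.02 in AI. With library size only, the median of all genes was 0.25 in FA, 0.63 in FI and 0.11 in AI, and the genes higher in the *fnr* mutant had medians of 3.15 in FA and 1.10 in FI.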

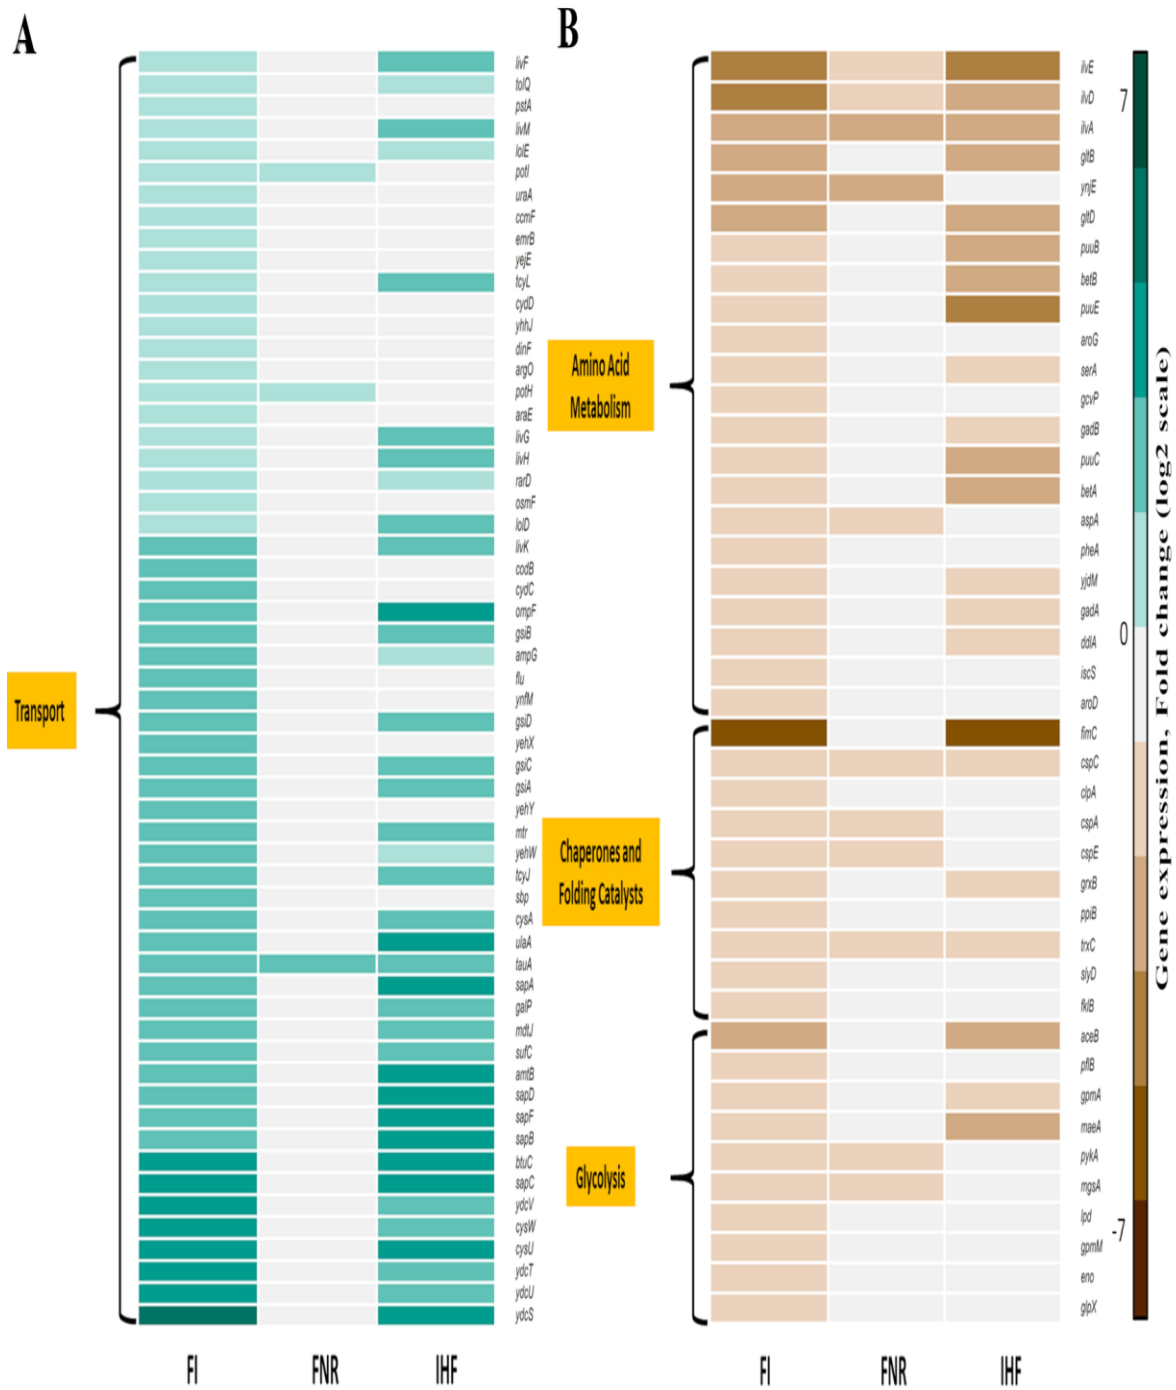

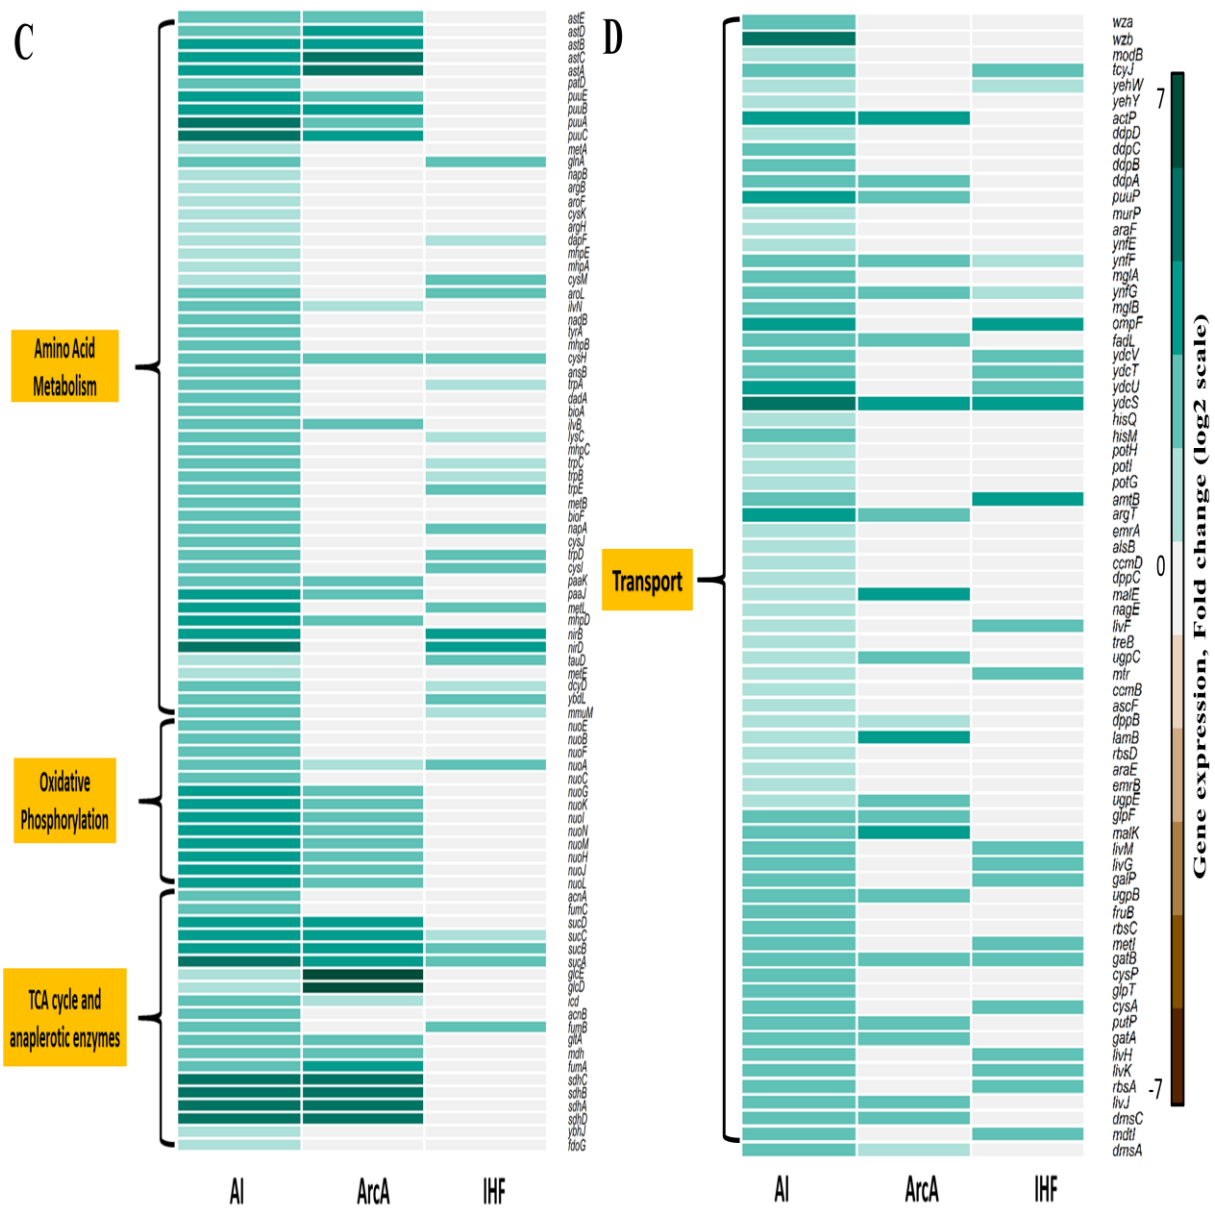

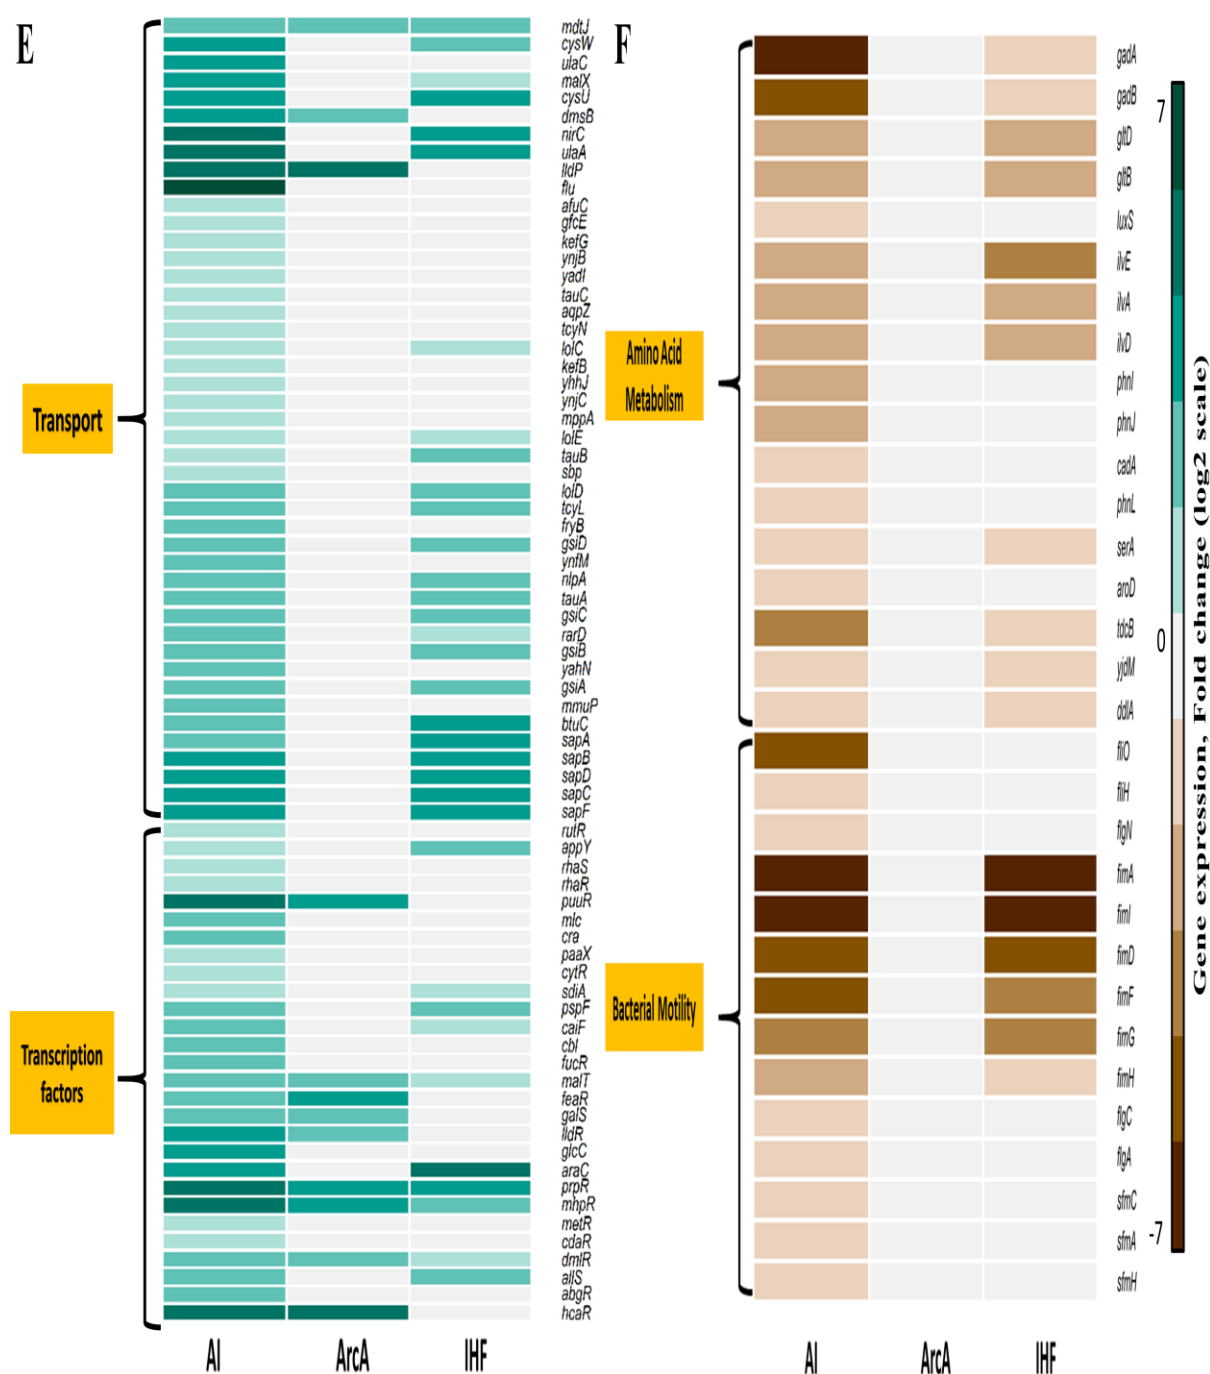

**Figure S3.** Heatmap depicting the metabolic pathway analysis of regulator mutants compared to WT. The figure shows the comparison of A) upregulated and B) downregulated DEGs of FI mutant compared to WT. Only the significantly enriched KEGG pathways are shown. For comparison across the strains, only the DEGs found in FI,  $\Delta fnr$  and  $\Delta ihf$  mutant compared to WT were considered. The figure C-E) shows the comparison of upregulated and F) downregulated DEGs of AI mutant compared to WT. Only the significantly enriched KEGG pathways are shown. For comparison across the strains, only the DEGs found in AI,  $\Delta arcA$  and  $\Delta ihf$  mutant compared to WT were considered.

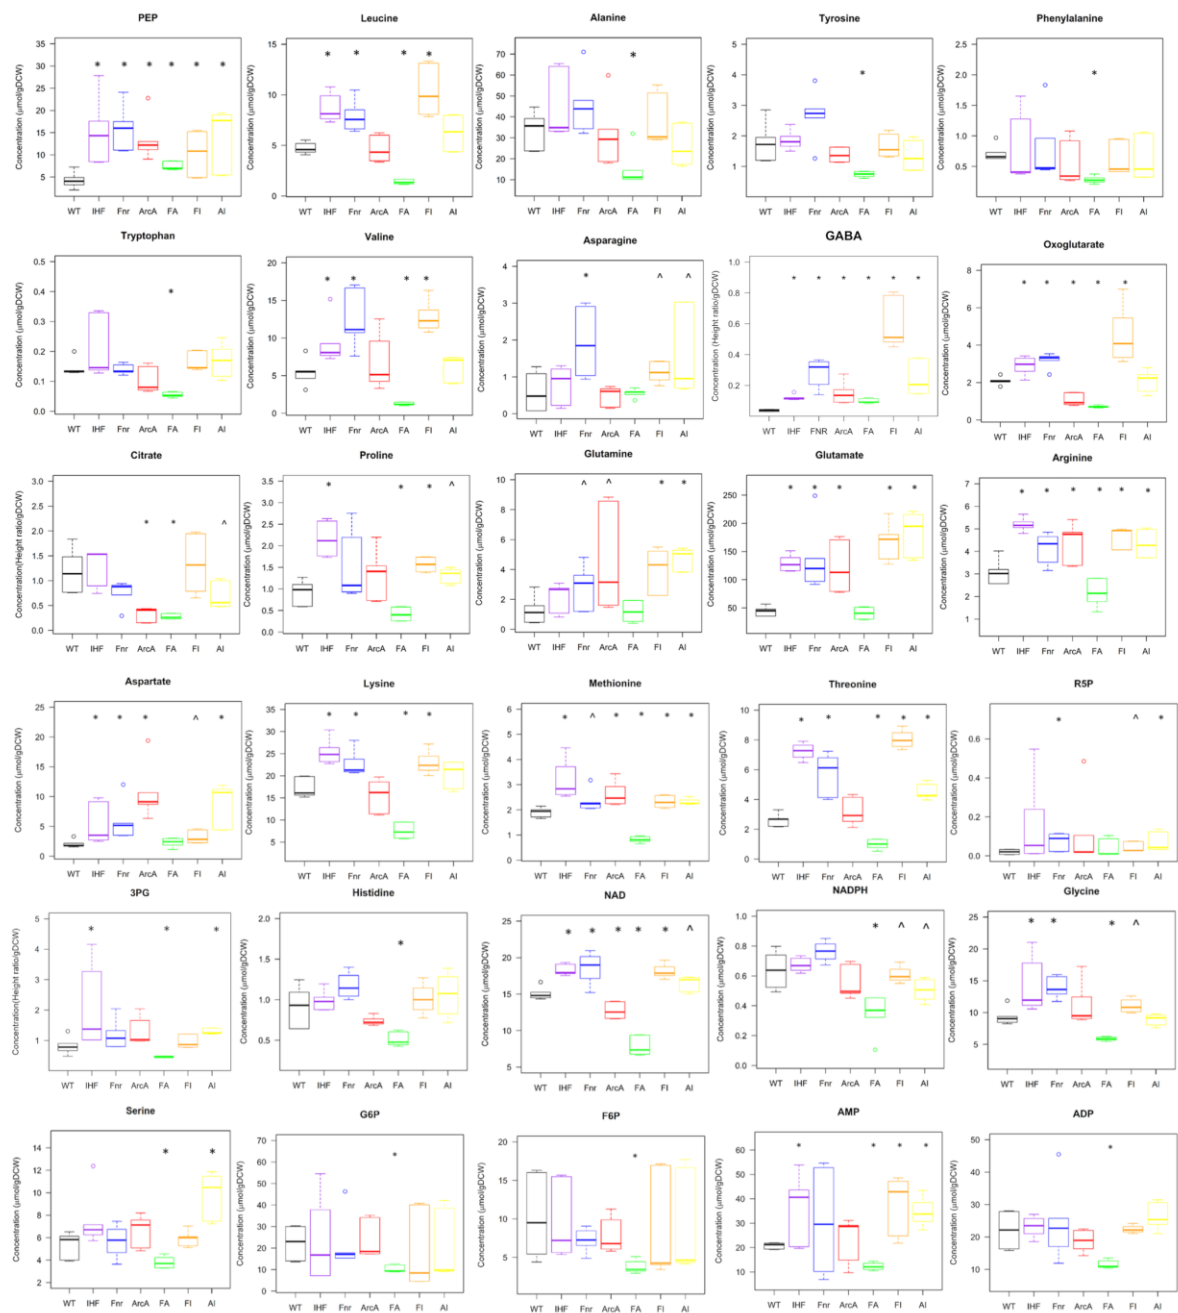

**Figure S4.** Metabolomic analysis of central carbon metabolites perturbed as a result of deletions of global TFs FNR, ArcA and IHF in single and double combinations. Only the significantly (FDR < 0.05, asterisk) altered metabolites in at least one of the mutants are displayed as boxplots. For comparison across the strains, metabolite levels whose significance exceeds FDR = 0.1 (shown as caret) are excluded.

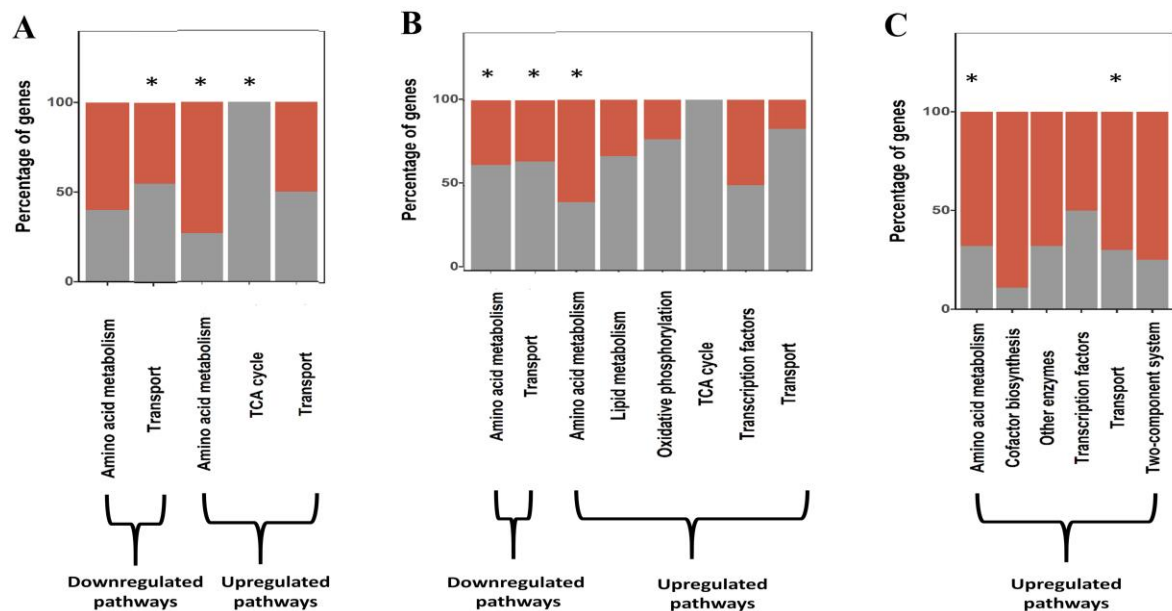

**Figure S5.** Direct and indirect effects on gene expression. Stacked plot depicting the percentage of direct targets and growth-rate mediated indirect targets in **A)**  $\Delta fnr$ , **B)**  $\Delta arcA$ , **C)**  $\Delta ihf$  mutants compared to WT. Grey section of the bars represent regulation-specific effects and the orange section of the bars represent growth-rate mediated effects. Asterisk represent the significantly enriched metabolic pathways. Only the metabolic pathways which had at least 9 genes were retained for the analysis. See Supplementary File S1 for the complete list.

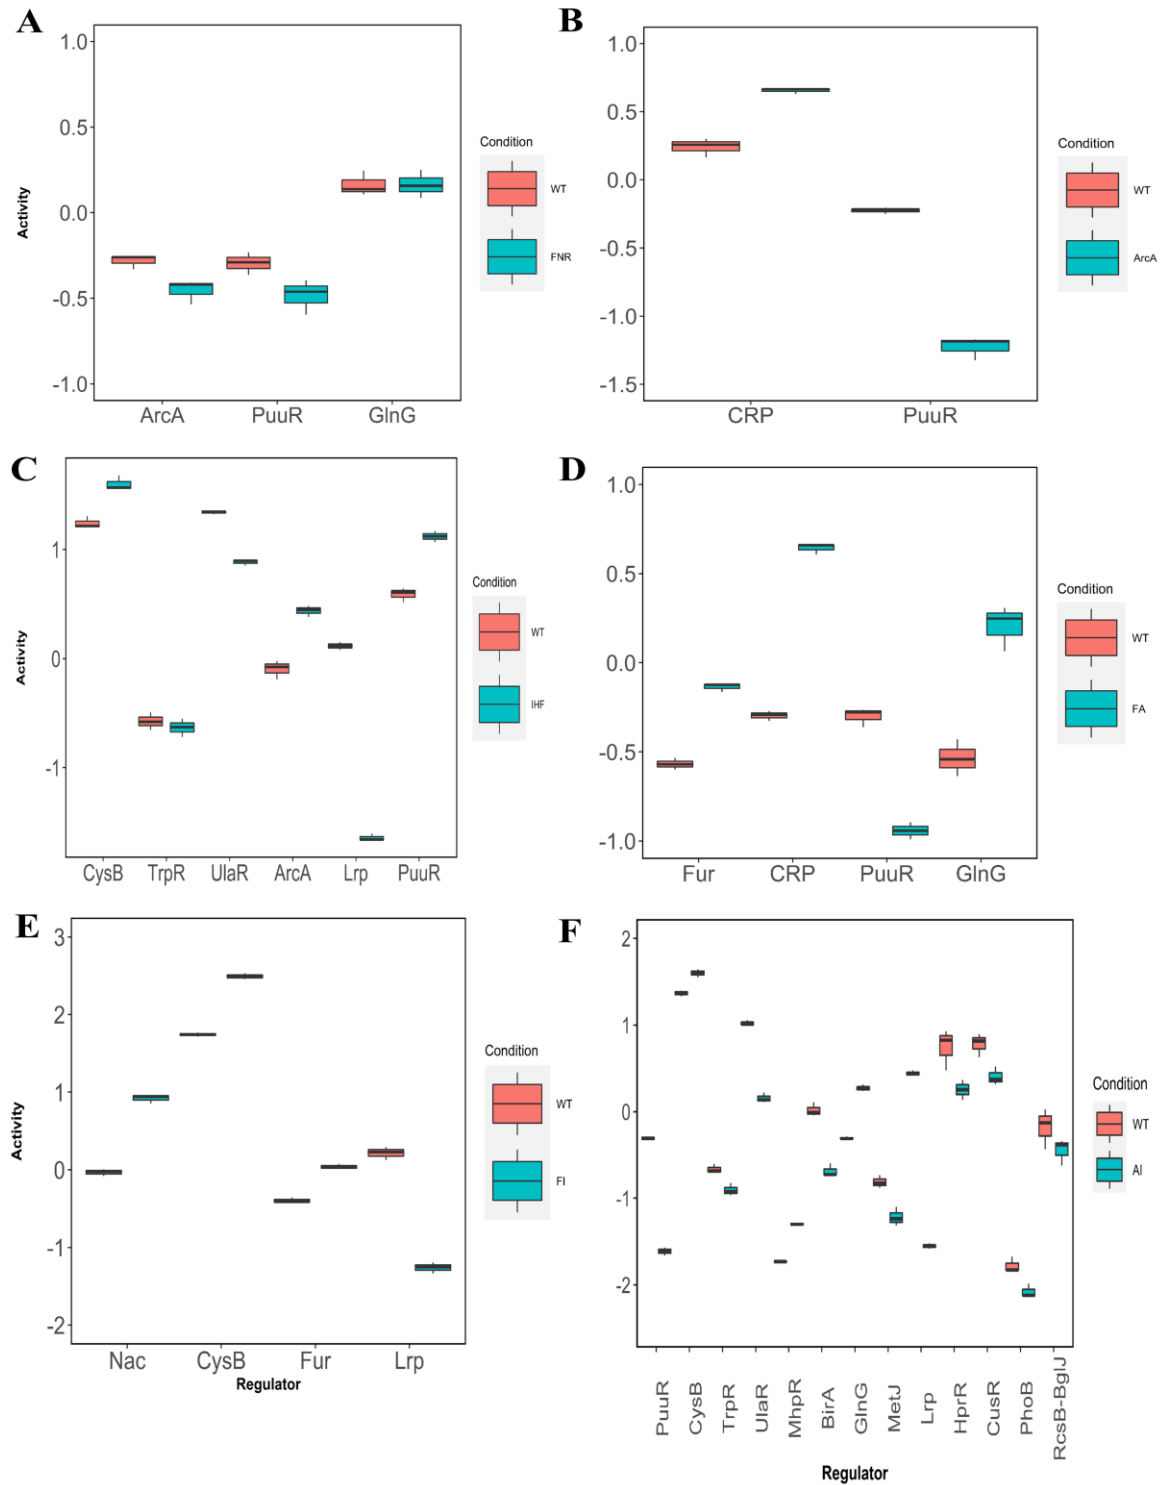

**Figure S6.** Boxplots representing regulatory activity (log-transformed) values of the iTFs in **A)**  $\Delta fnr$ , **B)**  $\Delta arcA$ , **C)**  $\Delta ihf$ , **D)** FA, **E)** FI, and **F)** AI compared to WT. The activities were obtained from NCA (triplicate runs) as described in the methods section. Only the significantly enriched (FDR < 0.05) iTFs were used for the activity analysis.

**A**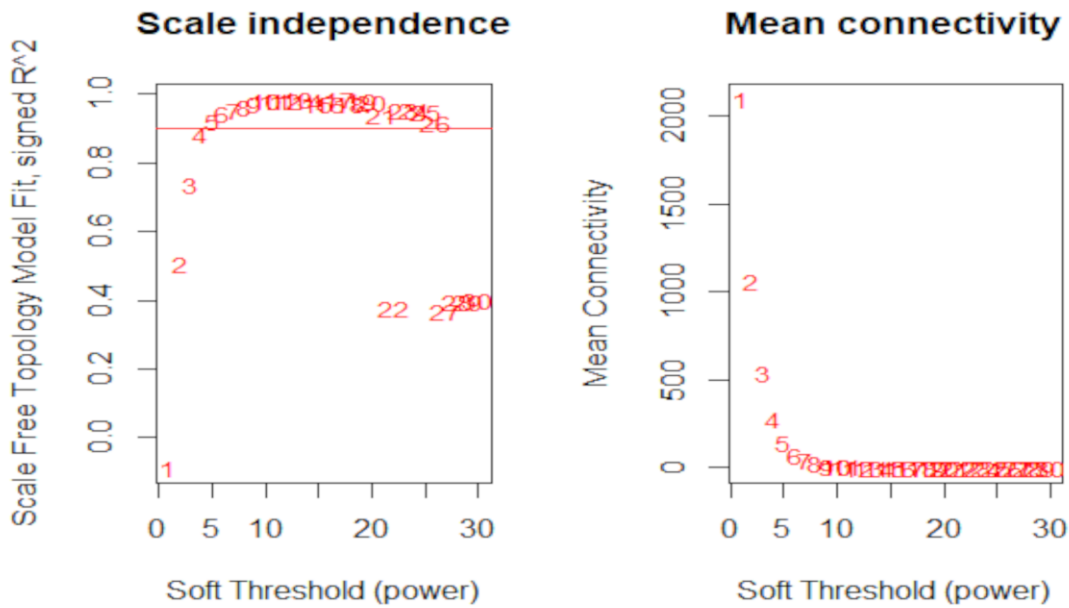**B**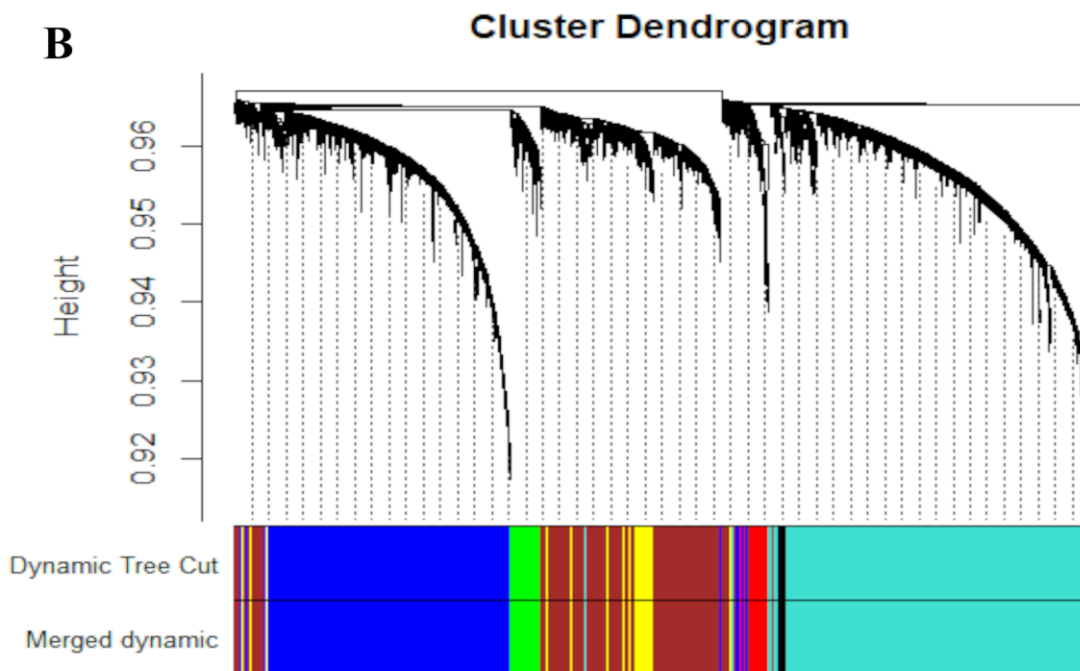

**Figure S7.** WGCNA analysis of *E. coli* K12 compendium gene expression data for construction of signed weighted co-expression networks. **A)** Soft thresholding to identify the power to achieve scale free topology index greater than 0.92. The soft threshold (power) was chosen to be 5 for our data with 4077 samples and 4189 genes. **B)** Clustering dendrogram considering the module eigengenes and dissimilarity value based on topological overlap. Each vertical line represents a single gene. The modules were assigned a colour and merged based on correlation value of  $\geq 0.75$ .

A

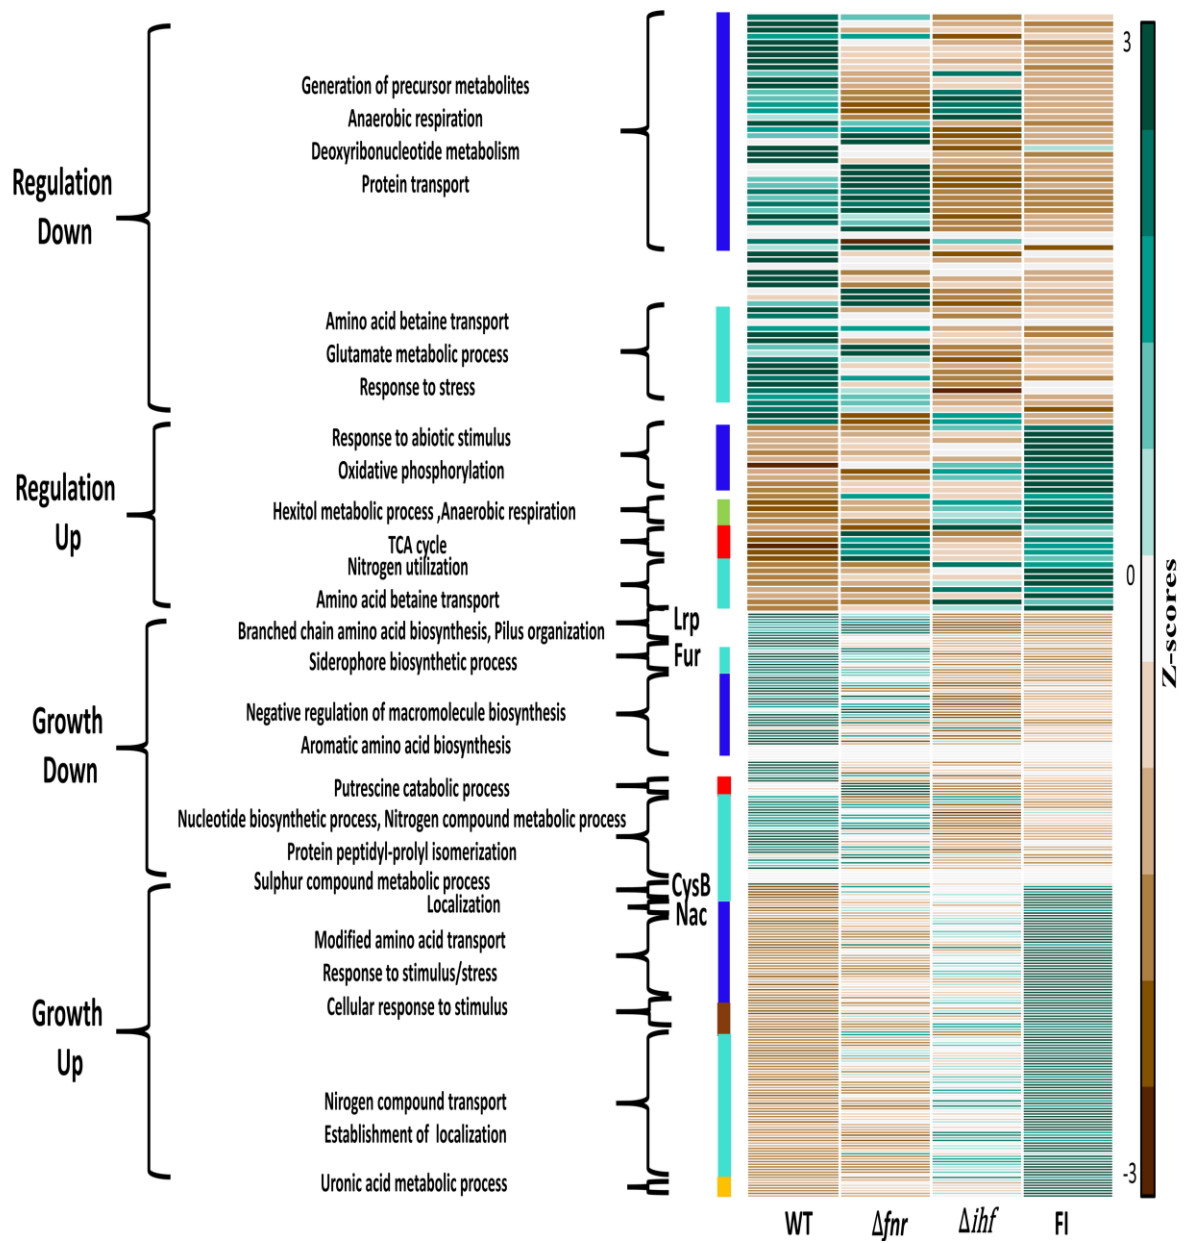

**B**

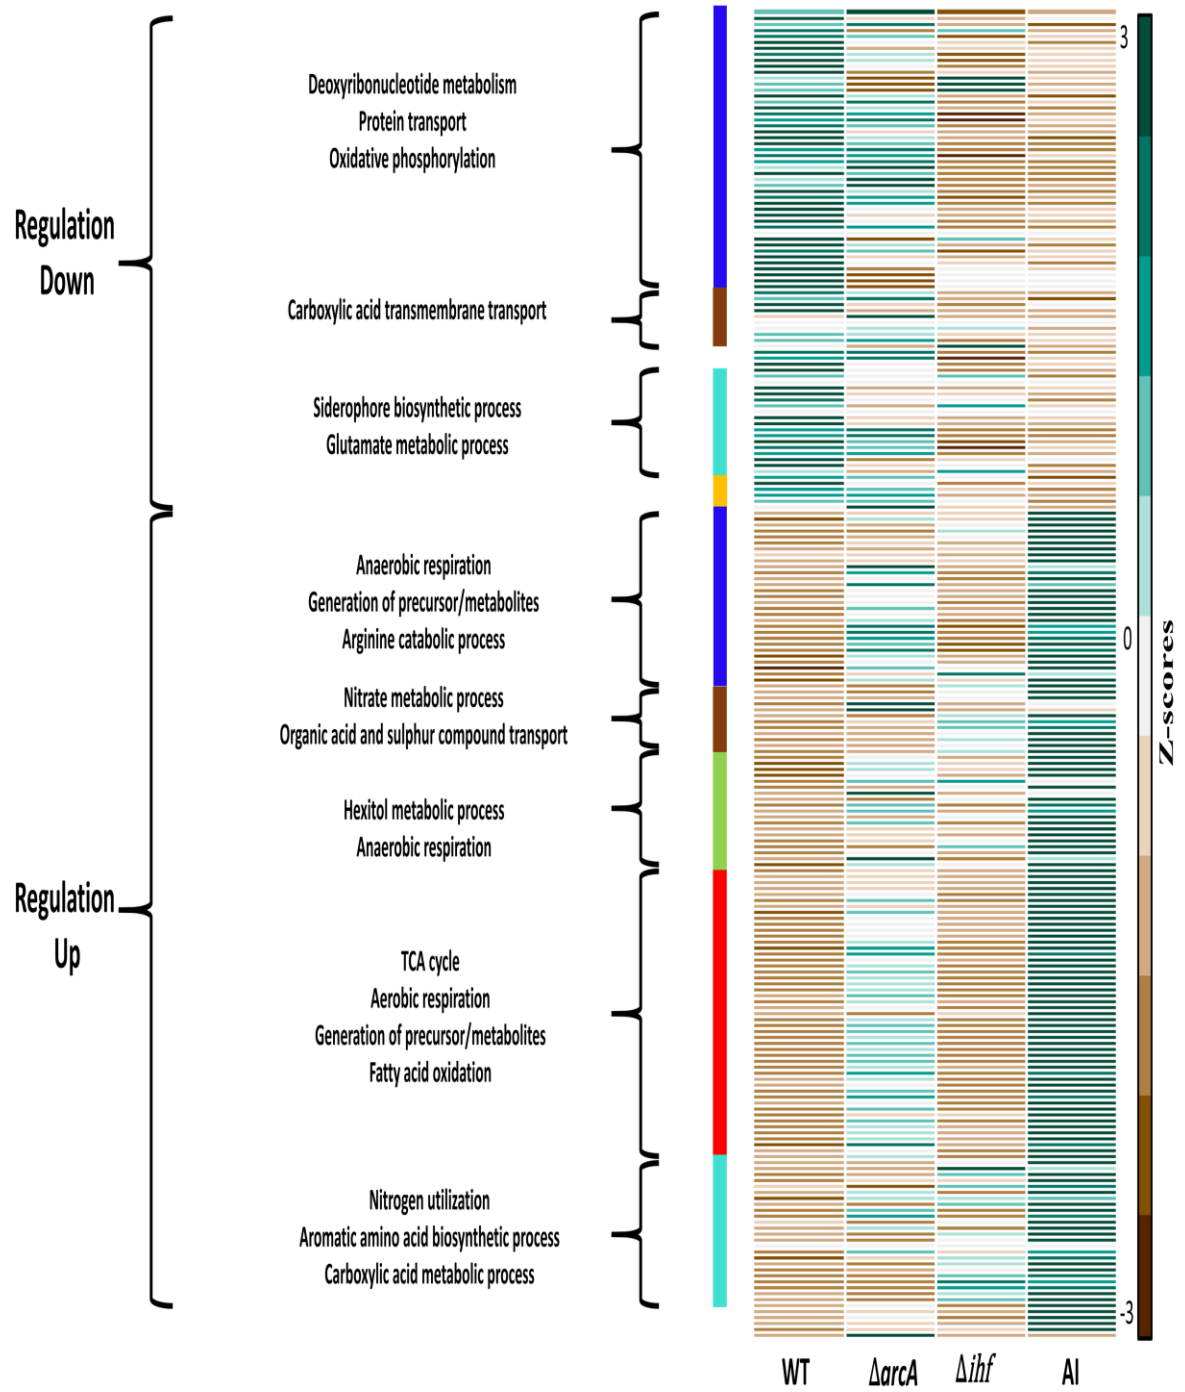

C

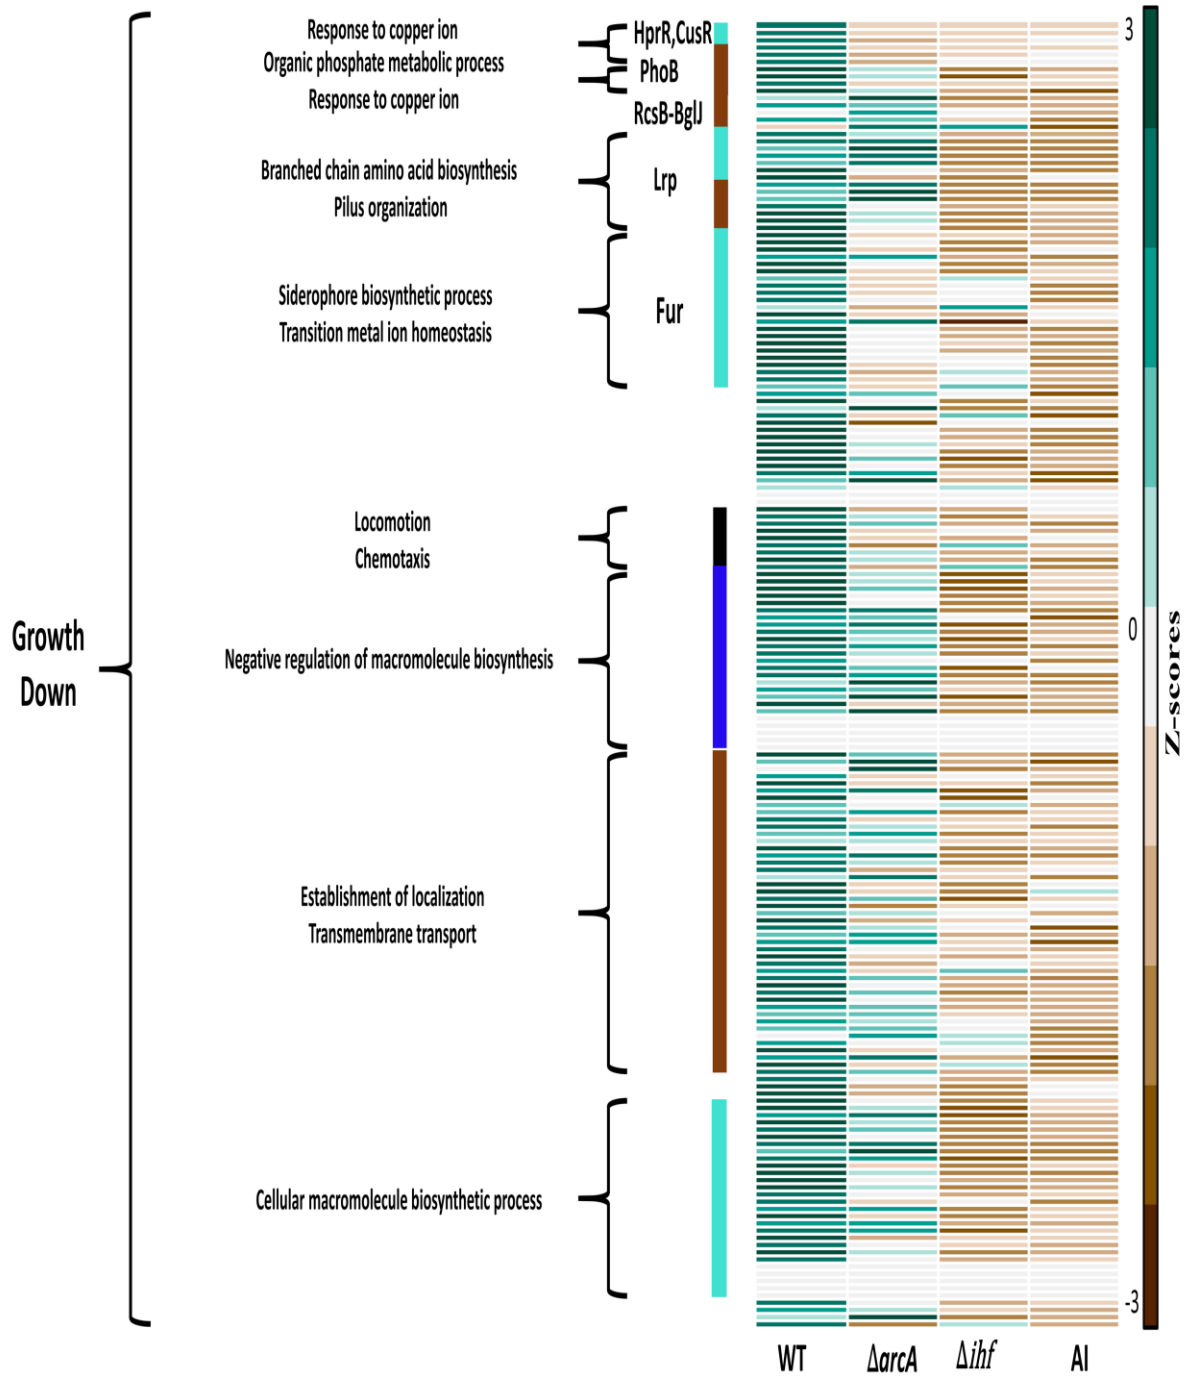

**D**

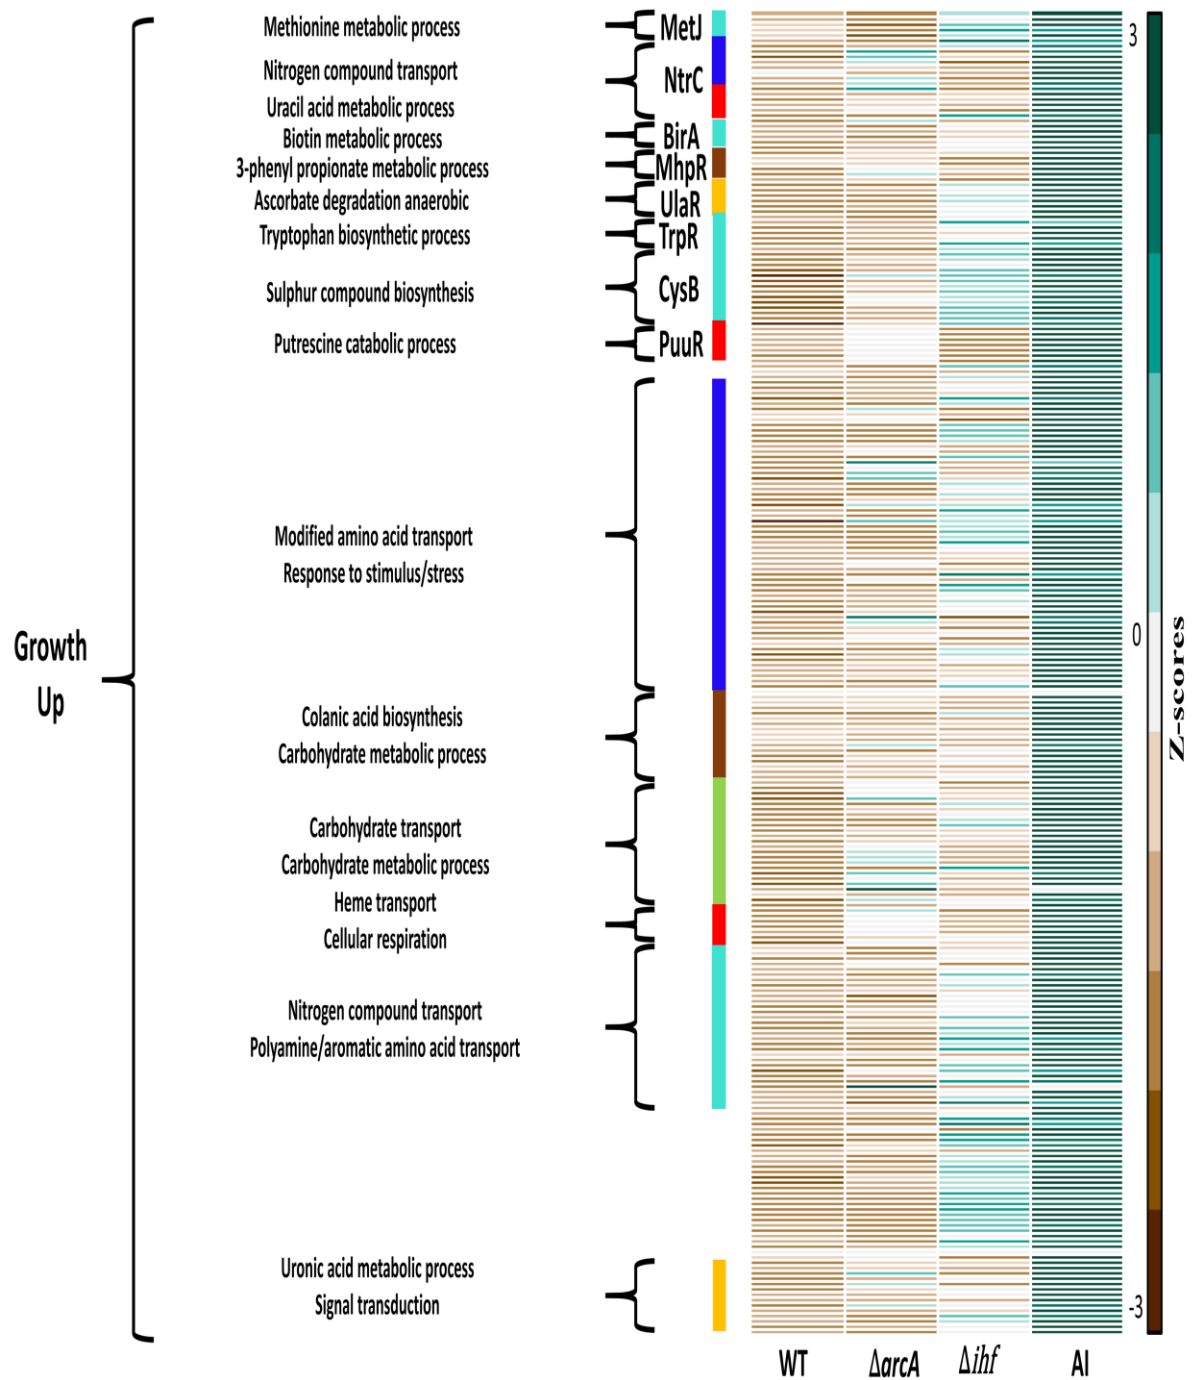

**Figure S8.** Heatmap depicting the regulation-specific direct and growth-rate mediated indirect targets for **A)** FI compared to WT and **B-D)** AI compared to WT. Both the upregulated and downregulated KPE DEGs in the FI and AI mutants compared to WT were used to compare across the corresponding single mutant strains. The tpm (transcript per million) values calculated for each of the double mutant and corresponding single mutant strains were z-score transformed. The colour strips next to the heatmap represent the different co-expression modules displayed here as different colors. The GO categories or TFs that have genes belonging to more than 1 module colour are shown as blank regions between the coloured strips.

How the deposited data were processed for this re-analysis (not part of the article)

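Gene expression was measured by RNA sequencing in 8 libraries of E. coli K-12 MG1655 and its double mutants, 2 biological replicates each of the WT, FA, FI and AI, grown anaerobically on glucose to mid-exponential phase. According to the paper, the authors trimmed adapters with Cutadapt, mapped the reads with BWA, counted reads per gene with featureCounts and tested differential expression with edgeR. The paper's text does not name which of edgeR's tests was used. The values deposited by the authors are raw counts of reads per gene for 4466 genes, neither normalized nor filtered. Each gene comes with its start, end and strand on the E. coli K-12 MG1655 chromosome, and the coordinates given are those of the deposited counts. Of the gene symbols, 4178 matched the RefSeq gene table.

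From these counts, each mutant was compared with the WT in its own fit with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3. Genes with fewer than 10 reads over the 4 libraries of a comparison were left out. A differentially expressed gene (DEG) has an adjusted p below 0.05 and a log2 fold change of at least 1 either way. The 3 RNA genes *sroA*, *C0293* and *isrB* were left out of library sizes and tests. CPM values are counts per 1000000 of the TMM-scaled library size, given as mean ± SD over 2 replicates. A group whose libraries all had 3 reads or fewer was taken as at the floor, and the fold change against it is a lower bound that covers counting error only. Lists of genes were tested with camera and fry from limma 3.58.1, with the adjustment over 39 lists and 3 mutants. Shares of genes with the same sign were set against 10000 random lists matched on mean expression in 20 bins. Correlations of log2 fold changes were set against 100 simulations of unchanged strains, with shared and with different WT libraries, and so were the medians in FI of lists that the paper chose on FA. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

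The procedures were tested on simulated counts with 200 genes changed 3-fold, drawn from genes above a minimum mean expression. The exact test recovered 50% of the changed genes for FA, 71% for FI and 93.5% for AI, and 14.5%, 14.5% and 13.8% of its calls were unchanged genes. With DESeq2 1.42.0, 55%, 70% and 88.5% were recovered, and 13.4%, 11.4% and 11.1% of the calls were unchanged genes. camera found 2 of 2 changed lists and had a p below 0.05 for 1 of 100 unchanged lists, and fry found 2 of 2 and 8 of 100. The genes were simulated independently of each other. These figures therefore cannot show how either test handles lists whose genes vary together. In the fit with a term for each regulator, 180 of the 200 changed genes were called.

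Apart from *ycaL*, *nrdH*, *nrdI* and *yncE*, the genes named were chosen by rules set before the data were examined. The rules took the 5 DEGs with the largest rise and the 5 with the largest fall in each mutant. The mutant libraries of these DEGs both lay beyond both WT libraries. The rules also took the 4 deleted genes and their neighbors, and genes named in the paper. Added to these were the genes of the iTFs in the last column of Table 1, members of the gene lists, and genes lost or gained in a mutant. *ycaL* was chosen after its values were seen, and *nrdH*, *nrdI* and *yncE* were named because they went against the earlier study. The lists, the tests and most alternatives were also set before the data were examined. The alternatives were edgeR's exact test, DESeq2, a single fit over the 4 strains, RLE size factors, library size only, other filters, a test against a fold change of 2, the replicate number as a block, fry, the RNA genes kept, and each library left out in turn. With 2 replicates per strain, other splits of the samples and a test for outlying libraries could not be made. The single-mutant and chemostat libraries, the metabolite data, the inferred regulator activities and the GC content of genes were not analysed here. Of the single-mutant sheets in Data Set S1, the indirect targets of FNR and the targets of ArcA were not used here. The total count per library lay between 3031123 and 5939316.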

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

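The tests on these genes were chosen only after the values had been seen, apart from the choice of the immediate neighbors of the deleted genes. The results below are changes of genes beside the deletions, which the paper does not discuss.

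*yjjY* (positions 4640402 to 4640542, forward strand), the neighbor of *arcA*, had 14 and 22 reads in the WT and 322 and 249 reads in FA, a log2 fold change of 3.80 (standard error 0.51, adjusted p = 0.0121, edgeR's quasi-likelihood test). In FI it had 33 and 16 reads, and in AI, which lacks *arcA* as well, 34 and 8 reads. Compared directly, AI was lower than FA with a log2 fold change of -3.82 (standard error 0.58, adjusted p = 0.0136), which argues against the loss of ArcA as the cause of the rise in FA. Table S2 gives a kanamycin cassette at *arcA* in FA and a chloramphenicol cassette in AI, so transcription from the cassette could raise *yjjY* in FA, as a hypothesis. The other deletion also differs between FA and AI, so the construct and the loss of FNR in place of IHF cannot be separated on these libraries.

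*btuC* (positions 1794172 to 1795152, reverse strand) and *pheT* (positions 1795557 to 1797944, reverse strand) lie on either side of *ihfA*. *btuC* was higher in FI (log2 fold change 2.72, standard error 0.23, adjusted p = 0.00147) and in AI (2.48, standard error 0.17, adjusted p = 0.00141). *pheT* was higher in FI (1.88, standard error 0.30, adjusted p = 0.0127) and in AI (2.15, standard error 0.19, adjusted p = 0.00219). *ycaL* (positions 960264 to 961028, forward strand), near *ihfB*, was chosen after its values were seen and had log2 fold changes of 3.07 in FI and 3.63 in AI. It is not next to *ihfB*, as *rpsA* (positions 961995 to 963668) lies between them. The fold changes of *rpsA* and *ycaI*, the immediate neighbors of *ihfB*, are not given here. An effect of the inserted cassette or scar on its neighbors may explain these rises, and so may the loss of IHF. The smallest of the 6 log2 fold changes was 1.88, a minimum that leaves out *rpsA* and *ycaI*. FI and AI carry the same *ihf* constructs, so the explanations cannot be told apart.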

How the results depend on the processing

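The imposed dispersions, the comparisons with different WT libraries, the other scalings and filters for the number of genes changed at least 2-fold, the crossed replicate block and the choice of which lists are given one by one were made after seeing the data, and all other alternatives before. Apart from the values below, the counts of DEGs, the medians of these lists and the shares stayed within the same direction and side of the threshold, or within 1.5 times for a count. The cause was not tested for any of the changes below unless stated.

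The number of DEGs in FA was 141 and moved to 306 under edgeR's exact test, 327 under DESeq2, 320 in one fit over all 4 strains and 68 under the test against a fold change of 2. The last test also gave 116 in FI and 338 in AI, as it requires the change itself to exceed 2-fold. With library size only, there were 693 DEGs in FI, of which 76.9% were upregulated against 46.6% with TMM, and in AI the upregulated share was 62.9% (53.4% with TMM). That scaling shifts the median of all genes to a log2 fold change of 0.63 in FI, 0.25 in FA and 0.11 in AI. In FI the median with TMM was 0.19. Imposing the dispersion of FA, FI or AI gave 310, 357 and 671 DEGs in FA, and that of AI gave 860 in FI. Together with RLE size factors these dispersions gave 312, 361 and 670 in FA, and that of AI 827 in FI. Together with library size only they gave 354, 397 and 725 in FA, and those of FI and AI gave 730 and 1461 in FI, more than the 678 and 1049 in AI. With each library left out in turn, the number of genes with a log2 fold change of at least 1 either way in FA, FI and AI stayed within 1.5 times of its value. That number moved from 1049 to 1600 in FI with library size only, above the 1204 in AI, while it was largest in AI with TMM (1222) and with RLE size factors (1229). The genes of the iTFs in the last column of Table 1 called in FA numbered 2 under DESeq2 and in the one fit, and those in FI numbered 1 under DESeq2, under the exact test and in the one fit.

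fry called 32 of the 117 list tests against 79 with camera. It did not call the following medians, given with the adjusted p of fry. These were NADH dehydrogenase I in AI (2.87, 0.0566), arginine biosynthesis in FA (-2.42, 0.297), arginine degradation in FA (3.83, 0.125), asparagine biosynthesis in FA (-3.50, 0.0774), branched-chain amino acid biosynthesis in FI (0.087, 0.179), chaperones in FI (-1.27, 0.0725), copper efflux in FA (-3.18, 0.456), cysteine biosynthesis in AI (1.78, 0.162), FA (1.93, 0.235) and FI (1.96, 0.162), glycolysis in FI (-0.86, 0.0951), branched-chain amino acid uptake in FI (1.15, 0.11), maltose uptake in FA (2.56, 0.076), nitrogen assimilation in FA (0.98, 0.215) and FI (0.56, 0.117), putrescine degradation in FA (1.54, 0.0517), ribosomal proteins in FA (-0.19, 0.0725) and FI (-0.10, 0.456), siderophore and iron(III) uptake in FA (-1.86, 0.0997), FI (-0.95, 0.261) and AI (-1.46, 0.076), and type 1 fimbriae in FI (-3.55, 0.0996) and AI (-5.65, 0.0667). It did call flagella in AI (-0.43, 0.0345). Of 70 other list results, 25 lost the call under fry.

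With RLE size factors, the medians of asparagine biosynthesis in FI (-0.064), branched-chain amino acid biosynthesis in FI (-0.019) and phosphate starvation in AI (-0.017) changed sign, and copper efflux in FI (-2.41) was called. With library size only, the medians of amino acid metabolism of Fig. 3B in FI (0.26), arginine biosynthesis in FI (0.20), chaperones in FA (0.16), methionine biosynthesis in FI (0.24), nickel uptake in AI (0.026), oligopeptide uptake in FA (0.089), and ribosomal proteins in FA (0.0072) and FI (0.32) changed sign. Copper efflux (-1.82) and the TCA cycle (0.87) in FI were called, and the share for genes higher in the *fnr* mutant in FI was 91.9%. With at least 10 reads in every library, branched-chain amino acid biosynthesis in FI (0.086), and ribosomal proteins in FA (-0.16) and FI (-0.10) were no longer called. Among 70 other list results, 3 were no longer called with the stricter filter, and 0 changed with the RNA genes kept. With RLE size factors and with library size only, none changed besides those named. Among 30 single genes, 2 became stronger under DESeq2, 1 under the exact test, and in the one fit 2 became stronger and 1 weaker.

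The replicate numbers do not pair the samples. The correlation of the deviations of same-numbered libraries across 3419 genes was -0.0617 for WT and FA, -0.142 for WT and FI, -0.137 for WT and AI, 0.10 for FA and FI, 0.0554 for FA and AI, and 0.0698 for FI and AI. Over 4388 genes it was -0.0907, -0.125, -0.0807, -0.20, 0.108 and -0.0519 in the same order, so that 1 of the 6 pairs, FA and AI, lay above 0.1 in 1 of the filters. Under the replicate block there were 188, 320 and 650 DEGs in FA, FI and AI, and 950 between AI and FA (586 without it). The medians of acid resistance in FA (-0.069), arginine biosynthesis in FI (0.047) and asparagine biosynthesis in FI (-0.0068) changed sign under the block, copper efflux in FI (-1.76), the TCA cycle in FI (0.47, camera adjusted p = 0.0292) and type 1 fimbriae in FA (0.73, camera adjusted p = 0.0339) were called, and ribosomal proteins in FI (-0.10) were not. No other list result changed, and 0 of the 30 genes did. With the replicate block and the numbers crossed there were 610 DEGs in FI.

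The correlation of log2 fold changes moved to 0.506 for FA and AI and 0.645 for FI and AI with at least 100 reads in every library. Between single libraries set against different WT libraries, over the 8 combinations of each pair, it lay between 0.0790 and 0.306 for FA and FI, between 0.0942 and 0.332 for FA and AI, and between 0.284 and 0.578 for FI and AI. With at most 10 against at least 50 counts in place of 3 and 100, 3 genes were lost in FA and 7 in AI, and 4 were gained in FA, 1 in FI and 3 in AI. Among the genes that are DEGs here, 75 had the direction of the earlier study.

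Across the 4 fits that each left out one library, the medians ranged as follows where they changed sign or moved by more than 1.5-fold. In FI they ranged from -0.077 to 0.85 for the TCA cycle, from -0.79 to 0.43 for amino acid metabolism of Fig. 3B, from -0.62 to 0.66 for arginine biosynthesis, from -0.79 to 0.51 for asparagine biosynthesis, from -0.092 to 0.16 for branched-chain amino acid biosynthesis, from -0.24 to 0.89 for flagella, from -0.32 to 0.54 for glycolate oxidation, from -0.0099 to 0.37 for maltose uptake, from -0.79 to 1.07 for methionine biosynthesis, from -0.31 to 0.85 for phosphate starvation, from -0.52 to 0.038 for ribosomal proteins, from -1.59 to -0.49 for siderophore uptake, from 0.040 to 1.14 for arginine degradation, from -2.70 to -0.74 for motility, from 0.85 to 2.49 for biotin biosynthesis, from -2.69 to -1.61 for nickel uptake and from -5.39 to -2.93 for type 1 fimbriae. In FA they ranged from -0.56 to -0.085 for acid resistance (0.036 with all libraries), from -3.01 to -1.40 for arginine biosynthesis, from 2.99 to 4.45 for arginine degradation, from -0.014 to 0.16 for ascorbate utilization, from -0.082 to 1.00 for motility, from -0.28 to 0.046 for chaperones, from 0.30 to 1.44 for nitrogen assimilation, from -0.45 to 0.17 for oligopeptide uptake, from -3.18 to -1.68 for amino acid metabolism of Fig. 3B, from 0.87 to 2.62 for biotin biosynthesis, from -1.61 to -0.12 for methionine biosynthesis and from 0.064 to 1.25 for type 1 fimbriae. In AI they ranged from -0.13 to 1.57 for arginine biosynthesis, from -0.55 to 0.14 for nickel uptake, from -0.034 to 0.27 for phosphate starvation, from 0.17 to 1.36 for amino acid metabolism of Fig. 3B, from 1.32 to 3.01 for biotin biosynthesis and from 0.48 to 2.55 for methionine biosynthesis. The copper efflux genes ranged from -4.06 to -0.10 in FA, from -3.13 to 0.16 in FI and from -3.59 to -0.010 in AI, and the cysteine genes from 1.19 to 3.02, from 1.33 to 3.30 and from 1.15 to 3.23, each end set by a WT library. The share for genes higher in the *fnr* mutant in FI ranged from 67.6% (without FI replicate 2) to 83.8%.

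Read counts limited which genes were tested in AI, where 12 of the 14 motility genes of Fig. S3F and 32 of the 39 flagellar genes passed the filter. The effect of depth on the numbers of DEGs was not tested.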

Differences from the paper's values

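Of the tests named here, those with imposed dispersions and the crossed replicate block were chosen only after the result was seen, and the others were set before the data were examined. The paper gives about 250 DEGs in FA in its text, against 141 here. With edgeR's exact test (306), DESeq2 (327), one fit over the 4 strains (320), library size only (193) and the replicate number as a block (188), the number fell within 1.5 times of the paper's. With RLE size factors (136), at least 10 reads in every library (123), no filter beyond 1 read (163), the test against a fold change of 2 (68) and the RNA genes kept (141), it did not. With the dispersions of FA and FI imposed, an alternative chosen after seeing the values, there were 310 and 357, and with that of AI 671, which is not within 1.5 times. Combined with RLE size factors (312 and 361) the dispersions of FA and FI also came within 1.5 times, as did that of FA with library size only (354), while that of FI (397) did not.

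The paper's supplementary table for FA lists 298 DEGs, 165 upregulated and 133 downregulated, against 141 here, 78 upregulated and 63 downregulated. Of the 141 genes, 139 are in the paper's table. The exact test gave 306 (166 and 140). These include all 298 genes of the paper's table, so a change of test alone was enough to recover them. DESeq2 gave 327 (170 and 157), and the one fit gave 320 (177 and 143). Each of these settings came within 1.5 times of the paper's numbers. For DESeq2 and the one fit, the overlap of single genes with the paper's table was not tested. With library size only, the upregulated number (124) was within 1.5 times and the total and downregulated numbers were not. The imposed dispersions of FA and FI, chosen after seeing the values, brought the total within 1.5 times of the table under each of the 3 scalings, and that of AI did not. RLE size factors alone, both other filters, the replicate block, the test against a fold change of 2 and the RNA genes kept did not close the gap.

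For FI the paper gives about 510 DEGs in its text and 555 in its supplementary table, against 406 here, and for AI about 1250 and 1034, against 872 here, each within 1.5 times. Under the replicate block (320 in FI and 650 in AI) and the test against a fold change of 2 (116 and 338) the numbers were not within 1.5 times of either. In AI, the one fit (708) and the filter of at least 10 reads in every library (751) came within 1.5 times of the table but not of the text. The exact test gave 575 in FI, which include all 555 genes of the paper's table. In AI it gave 1035, with 537 upregulated and 498 downregulated, against 537 and 497 in the table. The overlap of single genes was not tested in AI. Scaled by library size only, the upregulated (533) and downregulated (160) numbers in FI and the downregulated number in AI (322) were not within 1.5 times of the table, nor were the upregulated number in FI with RLE size factors (158) and the downregulated number in AI in the one fit (289). The paper describes branched-chain amino acid biosynthesis as enriched among the downregulated genes of FI and AI. Here 4 of the 13 genes of the list were downregulated DEGs in each mutant, and the median log2 fold change of the list was 0.09 in FI and 0.56 in AI. In FI, camera called the list as lower despite this median (camera adjusted p = 0.0231), and fry did not call it. The 22 amino acid metabolism genes of Fig. S3B, chosen by the paper on the same libraries, had a median of -1.66 in FI. The paper lists *nac* among regulator genes that increased in FI. Here its log2 fold change was 1.25 with an adjusted p of 0.0589 by the quasi-likelihood test, and it was called under edgeR's exact test (adjusted p = 0.0213), in the one fit over the 4 strains (0.0248), with library size only (0.0266) and with the crossed replicate block, an alternative chosen after seeing the values. It was not called under DESeq2 (adjusted p = 0.114), RLE size factors (0.0753), the stricter filter (0.0512), no filter beyond 1 read (0.0589), the replicate block, the test against a fold change of 2 or with the RNA genes kept, so the adjusted p ranged from 0.0213 to 0.814.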

Other observations

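The tests on oriC, the ribosomal protein genes and the additive effects were chosen before the values were seen, and all the others only after the result was seen.

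The larger number of DEGs in AI than in FA and FI was set against the smaller spread between the AI libraries. With 1 dispersion imposed on all comparisons, under TMM, RLE size factors and library size only, the lowest ratio of AI to FA was 1.447. This ratio argues against the spread as the whole cause for FA. For FI the outcome depended on the scaling. The lowest ratio of AI to FI was 0.718, with library size only, while with TMM AI had more DEGs than FI under each imposed dispersion, so for FI the spread and the scaling stay open. How much of the difference from FA reflects the spread also stays open.

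Among 632 genes with a mean under 3 CPM in the libraries outside FI, the median was 8.40 counts per kb and 1000000 reads in FI replicate 2, against 1.66 in FI replicate 1 and 1.15 to 3.63 in the other libraries. As FI replicate 1 lies within the range of the other strains, loss of FNR and IHF, which both FI libraries share, is not enough to explain the excess. Genomic DNA in the library may be a source. The excess fell with distance from oriC with a rank correlation of -0.124 across genes (near genes 6.87, far genes 4.41), with a permutation p of 0.0017 that treats genes as independent. A permutation test that rotates the positions around the chromosome, which keeps neighbors together, gave p = 0.481 over 632 rotations, so the relation does not decide between the explanations. FI replicate 2 was the only library of the 8 with a negative correlation of its own (-0.0432).

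The 6 copper efflux genes were lower in the 3 mutants, with a median log2 fold change of -3.18 in FA, -2.27 in FI and -2.71 in AI. Without WT replicate 2 the medians were -0.098, 0.16 and -0.010, which is consistent with high values in WT replicate 2 alone. *cusC* had 187 ± 251 CPM in the WT (mean ± SD, n = 2). The 17 cysteine and sulfur genes were higher in the 3 mutants, and their medians kept the sign without either WT library, the lowest being 1.15 in AI, which argues against a difference between the WT libraries as the whole cause. The size of the change depends on the WT library, and the biology behind it was not tested.

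Log2 fold changes of the double mutants correlated across genes. Between single libraries set against different WT libraries, the lowest correlation was 0.0790 (FA and FI), against at most 0.0729 in 100 simulations of unchanged strains set against different WT libraries in the same way. For FA and AI the lowest was 0.0942 (at most 0.0671 simulated) and for FI and AI 0.284 (at most 0.0636 simulated). This argues against shared WT libraries as the whole cause. The margin was small for the lowest combinations with FA, the simulations treat genes and libraries as independent, and what else the mutants share was not tested.

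Slower growth with fewer ribosomes could lower the ribosomal protein genes. In AI the 54 genes went both ways, 32 higher and 22 lower, with a median log2 fold change of 0.086 (camera adjusted p = 0.917). As the scaling centers the fold changes, a median near 0 does not decide the question. In FA and FI the medians were -0.19 and -0.10 (camera adjusted p = 0.0215 and 0.0432), and with library size only they were at most 0.32, so the direction depends on the scaling and the question stays open there too.

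If the losses of FNR, ArcA and IHF add on the log2 scale, their single effects follow from the 3 double mutants. The solved effects gave 184 called genes for FNR, 253 for ArcA and 567 for IHF. The sign matched the single-mutant direction for 35 of 37 and 43 of 44 genes of FNR and 171 of 174 and 126 of 133 genes of IHF, and 0 of 10000 random lists reached as high a share in any of the 4 lists. The model has as many terms as strain means, so additivity itself cannot be tested on these strains.

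With at most 3 counts in each mutant library and at least 100 in each WT library, 1 gene was lost in FA, 3 in FI and 3 in AI, all deleted genes, and 0 were gained. With looser limits, *yhbU* was lost in FA and *yhiD*, *fimC*, *fimF* and *fimG* in AI besides the deleted genes.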
